# Apoptosis-induced nuclear expulsion in tumor cells drives S100a4-mediated metastatic outgrowth through the RAGE pathway

**DOI:** 10.1038/s43018-023-00524-z

**Published:** 2023-03-27

**Authors:** Woo-Yong Park, Justin M. Gray, Ronald J. Holewinski, Thorkell Andresson, Jae Young So, Carmelo Carmona-Rivera, M. Christine Hollander, Howard H. Yang, Maxwell Lee, Mariana J. Kaplan, Steven D. Cappell, Li Yang

**Keywords:** Cancer, Metastasis, Apoptosis, Breast cancer

## Abstract

Most tumor cells undergo apoptosis in circulation and at the metastatic organ sites due to host immune surveillance and a hostile microenvironment. It remains to be elucidated whether dying tumor cells have a direct effect on live tumor cells during the metastatic process and what the underlying mechanisms are. Here we report that apoptotic cancer cells enhance the metastatic outgrowth of surviving cells through Padi4-mediated nuclear expulsion. Tumor cell nuclear expulsion results in an extracellular DNA–protein complex that is enriched with receptor for advanced glycation endproducts (RAGE) ligands. The chromatin-bound RAGE ligand S100a4 activates RAGE receptors in neighboring surviving tumor cells, leading to Erk activation. In addition, we identified nuclear expulsion products in human patients with breast, bladder and lung cancer and a nuclear expulsion signature correlated with poor prognosis. Collectively, our study demonstrates how apoptotic cell death can enhance the metastatic outgrowth of neighboring live tumor cells.

## Abstract (web summary)

Park et al. show that in the process of metastasis, dying tumor cells enhance the outgrowth of their surviving counterparts via nuclear expulsion, resulting in an extracellular DNA–protein complex that activates RAGE receptors on tumor cells.

## Main

Metastasis is a process marked by massive amounts of cell death, with only the fittest tumor cells surviving to colonize distant organs^1^. There are different forms of cell death with distinct morphological, molecular and genetic features^2^. Apoptotic cell death, a seemingly beneficial therapeutic outcome, can, however, be harnessed by tumor cells to enhance metastatic functions^3^. In fact, high apoptotic indices have been correlated with poor prognosis in non-small cell lung cancer, lymphomas and glioblastoma^4–6^. The underlying mechanisms have been perplexing and it is now increasingly apparent that apoptotic cells influence nearby tumor cells through the release of mitogen signals^7^, extracellular vesicles^8,9^, inflammatory mediators^10^ and metabolites^11^. Yet, it remains unclear what happens to chromatin that is released from dying tumor cells and how it might affect nearby live tumor cells.

Chromatin containing citrullinated histone H3 (CitH3) can be released to the extracellular space by neutrophils through the formation of neutrophil extracellular traps (NETs), a process mediated by the activation of peptidylarginine deiminase 4 (Padi4)^12^. NET formation results in a complex of DNA, histones and other proteins such as proteases being released into the extracellular space where they trap and kill microbes^13^. Several studies implicate NETs in metastatic progression^14–17^, although it is not clear whether Padi4 and CitH3 are produced in cancer cells and what its function is in metastatic progression.

RAGE, a multi-ligand receptor, plays a pivotal role in cancer through engaging signaling cascades such as MAPK, AKT and nuclear factor (NF)-κB, which affect proliferation, apoptosis, autophagy and migration^18,19^. Several proteins bind RAGE, such as S100a4 and high-mobility group-binding proteins (HMGB)^18,20–22^, which play a pivotal role in tumor microenvironment-mediated metastatic progression^18,20,21^; however, whether tumor cells produce extracellular S100a4 or other RAGE ligands and the mechanisms of function remains to be investigated.

In this study we discover that metastatic breast cancer cells can undergo a previously unreported process that is characterized by nuclear expulsion, which releases chromatin and its associated proteins, which we name nuclear expulsion products (NEPs). We demonstrate that chromatin-bound S100a4 in NEPs activates the RAGE receptor on neighboring tumor cells and enhances their metastatic outgrowth in the lung. We further identify nuclear expulsion in human cancer cell lines and biopsies from patients with breast, bladder and lung cancer. Our studies demonstrate nuclear expulsion as a generalized phenotype in cancer, highlight its importance in metastatic spread and point to potential treatment options.

## Results

### Nuclear expulsion occurs in cancer cells in a Padi4-dependent manner

Dying tumor cells generate extracellular vesicles, mitogen signals and metabolites influencing nearby tumor cells^7–11^. It is unclear what effect the chromatin released from dying tumor cells might have. To study this, we treated 4T1 cells with a variety of cell death-inducing reagents (Supplementary Table 1) and performed time-lapse imaging using H2B:GFP to mark the chromatin. We observed a phenotype characterized by nuclear expulsion with treatment of calcium ionophore A23187 (herein ionophore) (Fig. 1a and Supplementary Video 1) and Raptinal (Fig. 1a and Supplementary Video 2), as well as platelet-activating factor (PAF) (Extended Data Fig. 1a). The 4T1 cells produced web-like extracellular CitH3 and citrullinated histones detected by western blot (Extended Data Fig. 1a,b and Fig. 1b). Notably, 4T1 cells treated with Raptinal showed CitH3 along with common apoptosis hallmarks such as cleaved caspase-3 and PARP1 (Fig. 1c). To understand the human applications of nuclear expulsion, we also treated a variety of human cancer cell lines with ionophore and observed increased CitH3 in MDA-MB-231-LM3 cells, a lung metastatic derivative of MDA-MB-231, a lung cancer cell line PC9, as well as two bladder cancer cell lines, RT112 and SW780 (Extended Data Fig. 1c). Web-like citrullinated chromatin was also found when these cells were treated with Raptinal (Fig. 1d). MDA-MB-231-LM3 also displayed nuclear expulsion upon Raptinal treatment (Supplementary Video 3). Together, these findings suggest that apoptosis triggers nuclear expulsion in both mouse and human cancer cells and is likely a generalized phenotype.

**Fig. 1:**
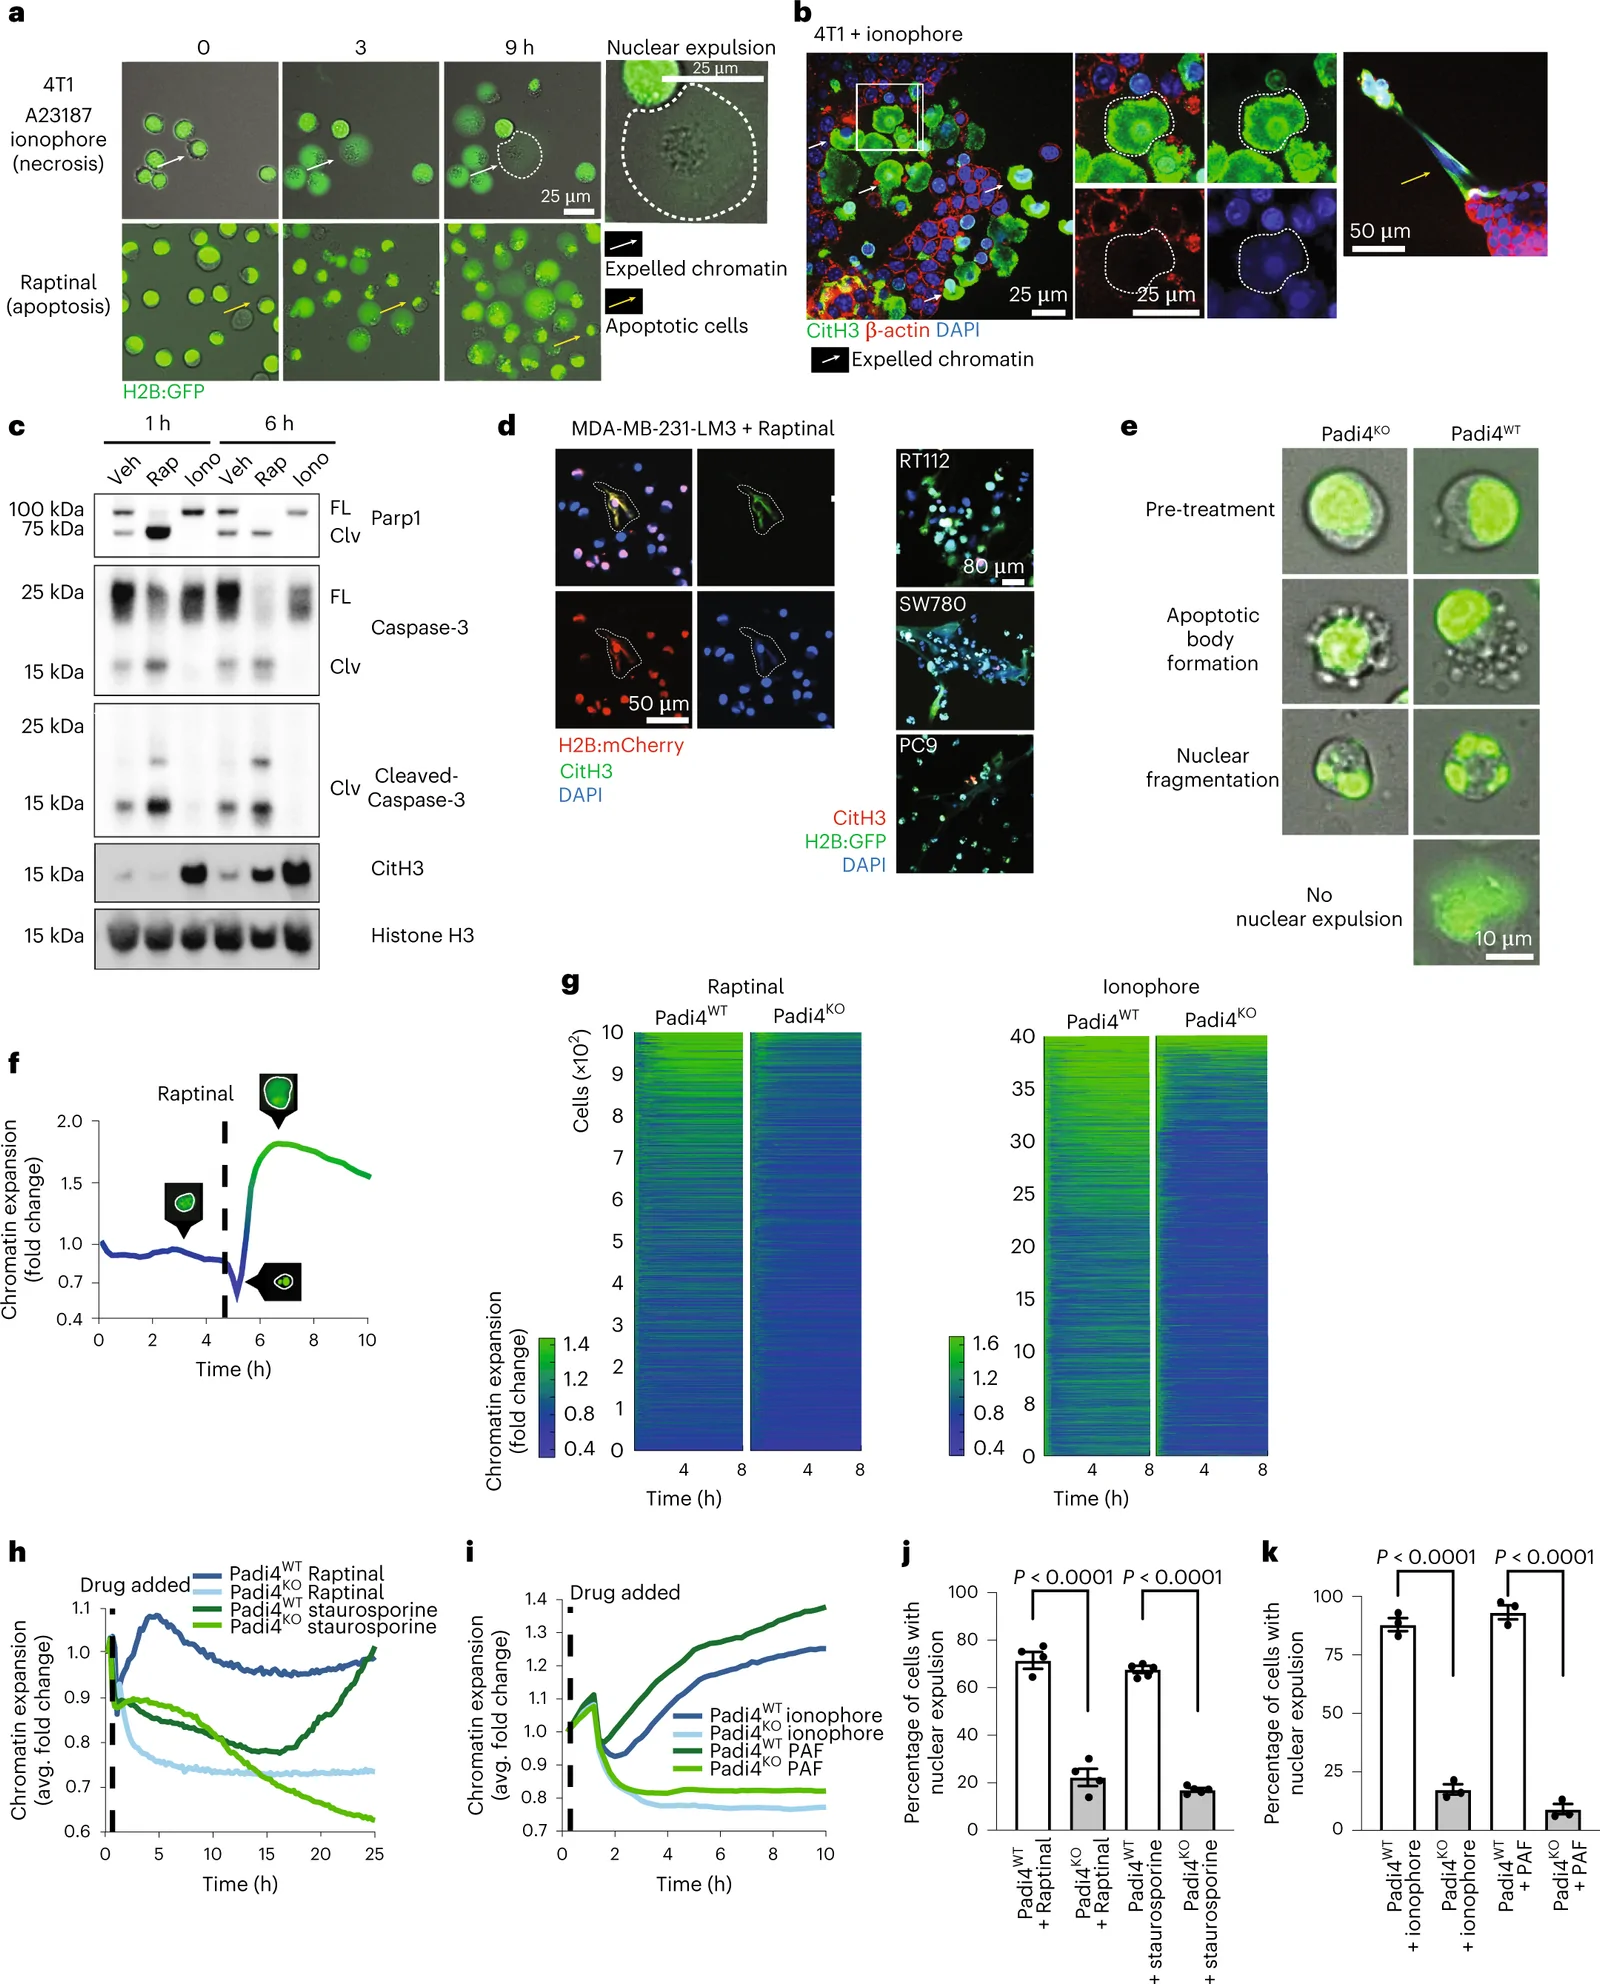
Apoptosis triggers nuclear expulsion in cancer cells in a Padi4-dependent manner. **a**, Time-lapse microscopy of nuclear expulsion in 4T1 cells expressing H2B-GFP upon A23187 ionophore or Raptinal treatment. White arrow, nuclear expulsion; yellow arrow, apoptosis; dotted line, expelled nuclear area. **b**, Immunofluorescence (IF) of nuclear expulsion (left and middle) and extracellular fiber-like DNA/chromatin structures of NEPs (right) in 4T1 treated with A23187 ionophore for 30 min. Cells were stained with CitH3, β-actin and 4,6-diamidino-2-phenylindole (DAPI). White arrows, nuclear expulsion; yellow arrow, fiber-like structure; white box, higher magnified images (middle); dotted line, expelled nuclear area. **c**, Western blot of PARP1, caspase-3 and CitH3 of 4T1 cells treated with Raptinal (Rap) or A23187 ionophore (Iono). FL, full length; Clv, cleaved; Veh, vehicle. **d**, IF of MDA-MB-231-LM3, PC9, RT112 and SW780 cells treated with Raptinal. Dotted line, expelled chromatin. Green indicates CitH3; red indicates H2B:mCherry for MDA-MB-231-LM3 (left). Green indicates H2B:GFP; red indicates CitH3 for PC9, RT112 and SW780 (right). **e**, Representative images of apoptotic bodies and nuclear fragmentation in H2B-GFP Paidi4^WT^ and Padi4^KO^ 4T1 cells and nuclear expulsion in Padi4^WT^ cells. **f**, Time-lapse of EO771-LMB cells going through apoptotic nuclear fragmentation followed by nuclear expulsion. The microscopic images representing baseline, condensation and decondensation are indicated in the figure. **g**, Histogram of chromatin expansion in EO771-LMB Padi4^WT^ and Padi4^KO^ cells tracked during treatment with Raptinal (1,000 cells) or A23187 ionophore (4,000 cells). Colors indicate chromatin expansion over the time course. **h**,**i**, Tracking the median chromatin expansion for thousands of EO771-LMB Padi4^WT^ and Padi4^KO^ cells treated with Raptinal and staurosporine (**h**) or with A23187 ionophore and PAF (**i**). **j**,**k**, Percentage of EO771-LMB cells undergoing nuclear expulsion with treatment of Raptinal (*n* = 8,148 of Padi4^WT^cells and *n* = 9,789 of Padi4^KO^ cells examined over four independent experiments) and staurosporine (*n* = 10,731 of Padi4^WT^cells and *n* = 17,638 of Padi4^KO^ examined over five independent experiments) (**j**) or A23187 ionophore (*n* = 11,656 of Padi4^WT^cells and *n* = 6,001 of Padi4^KO^ cells examined over three independent experiments) and PAF (*n* = 13,690 of Padi4^WT^cells and *n* = 9,772 of Padi4^KO^ cells examined over three independent experiments) (**k**). All data are represented as mean ± s.e.m. and *P* values are based on two-tailed Student’s *t*-test. Western blotting and IF were repeated at least twice and representative data are shown. Source data

The citrullinated chromatin suggests a role of Padi4. Indeed, Padi4 knockout (Padi4^KO^) diminished CitH3, with no nuclear expulsion or disruption of the nuclear envelope (Extended Data Fig. 1d–g and Supplementary Video 4), suggesting that nuclear expulsion is Padi4 dependent. Time-lapse imaging showed visual apoptosis hallmarks upon Raptinal treatment such as apoptotic body formation and nuclear fragmentation, which were followed by nuclear expulsion in Padi4 wild-type (Padi4^WT^) cells, whereas the Padi4^KO^ cells only underwent apoptosis but not nuclear expulsion (Fig. 1e and Supplementary Video 5). Additionally, GSK-484, which inhibits Padi4 enzymatic activity, blocked citrullination by ionophore (Extended Data Fig. 1h), suggesting that Padi4 is essential for H3 citrullination followed by nuclear expulsion.

We next used time-lapse imaging to quantify the expansion of H2B-GFP-tagged chromatin in both 4T1 and EO771-LMB cell lines using a custom MATLAB script that allows us to track thousands of single cells at a time. Nuclear expulsion was characterized by a rapid increase in the chromatin area upon treatment with Raptinal (Fig. 1f), in the majority of Padi4^WT^ but not Padi4^KO^ cells (Fig. 1g–i and Extended Data Fig. 2a–c). Approximately 70–90% of Padi4^WT^ cells went through nuclear expulsion, when analyzed by the algorithm (Extended Data Fig. 2d–f). Notably, all are substantially different from the corresponding Padi4^KO^ cells, which had a false-positive rate of 15–20% (Fig. 1j,k). Taken together, these data suggest that dying tumor cells undergo Padi4-dependent nuclear expulsion, resulting in NEPs that consist of a decondensed histone–DNA complex marked with citrullination. This process is likely triggered by calcium-related cell deaths, especially apoptosis.

### Caspases and calcium are necessary for apoptosis-induced nuclear expulsion

Nuclear expulsion is distinctive from the condensation and fragmentation of nuclear contents during apoptosis. To understand the molecular mechanisms, we used caspase inhibitors and calcium chelators to inhibit apoptosis or to block Padi4 function (Supplementary Table 2). 4T1 cells treated with Z-LEHD-FMK, a caspase-9-specific inhibitor or Q-VD-OPh, a pan-caspase inhibitor, showed a decreased number of cells that went through nuclear expulsion (Fig. 2a and Extended Data Fig. 3a). In addition, with an inducible caspase-9 (iCasp9) system, consisting of an FKBP12-F36V dimerizing domain fused with caspase-9 (Fig. 2b), treatment of dimerizing agent AP1903 induced apoptosis in 95% cells through iCasp9 dimerization and effector caspase activation (Extended Data Fig. 3b) and within 3 h, approximately 65% of Padi4^WT^ but not Padi4^KO^ cells began going through nuclear expulsion (Fig. 2c,d and Extended Data Fig. 3c). Furthermore, caspase-3 knockdown reduced nuclear expulsion similar to that of Padi4 knockout in both EO771 and 4T1 cells (Fig. 2e, Extended Data Fig. 3d and Supplementary Videos 6 and 7). We further tested canonical apoptosis inducers BH3-mimetics such as navitoclax and venetoclax (BCL-2 inhibitors), as well as S63845 (MCL-1 inhibitor) and found both robust nuclear bursting and calcium spike in 4T1 tumor cells (Extended Data Fig. 3e,f and Supplementary Video 8). These data demonstrate that effector caspases, such as caspase-9 and 3, are sufficient to induce nuclear expulsion in Padi4-expressing tumor cells.

**Fig. 2:**
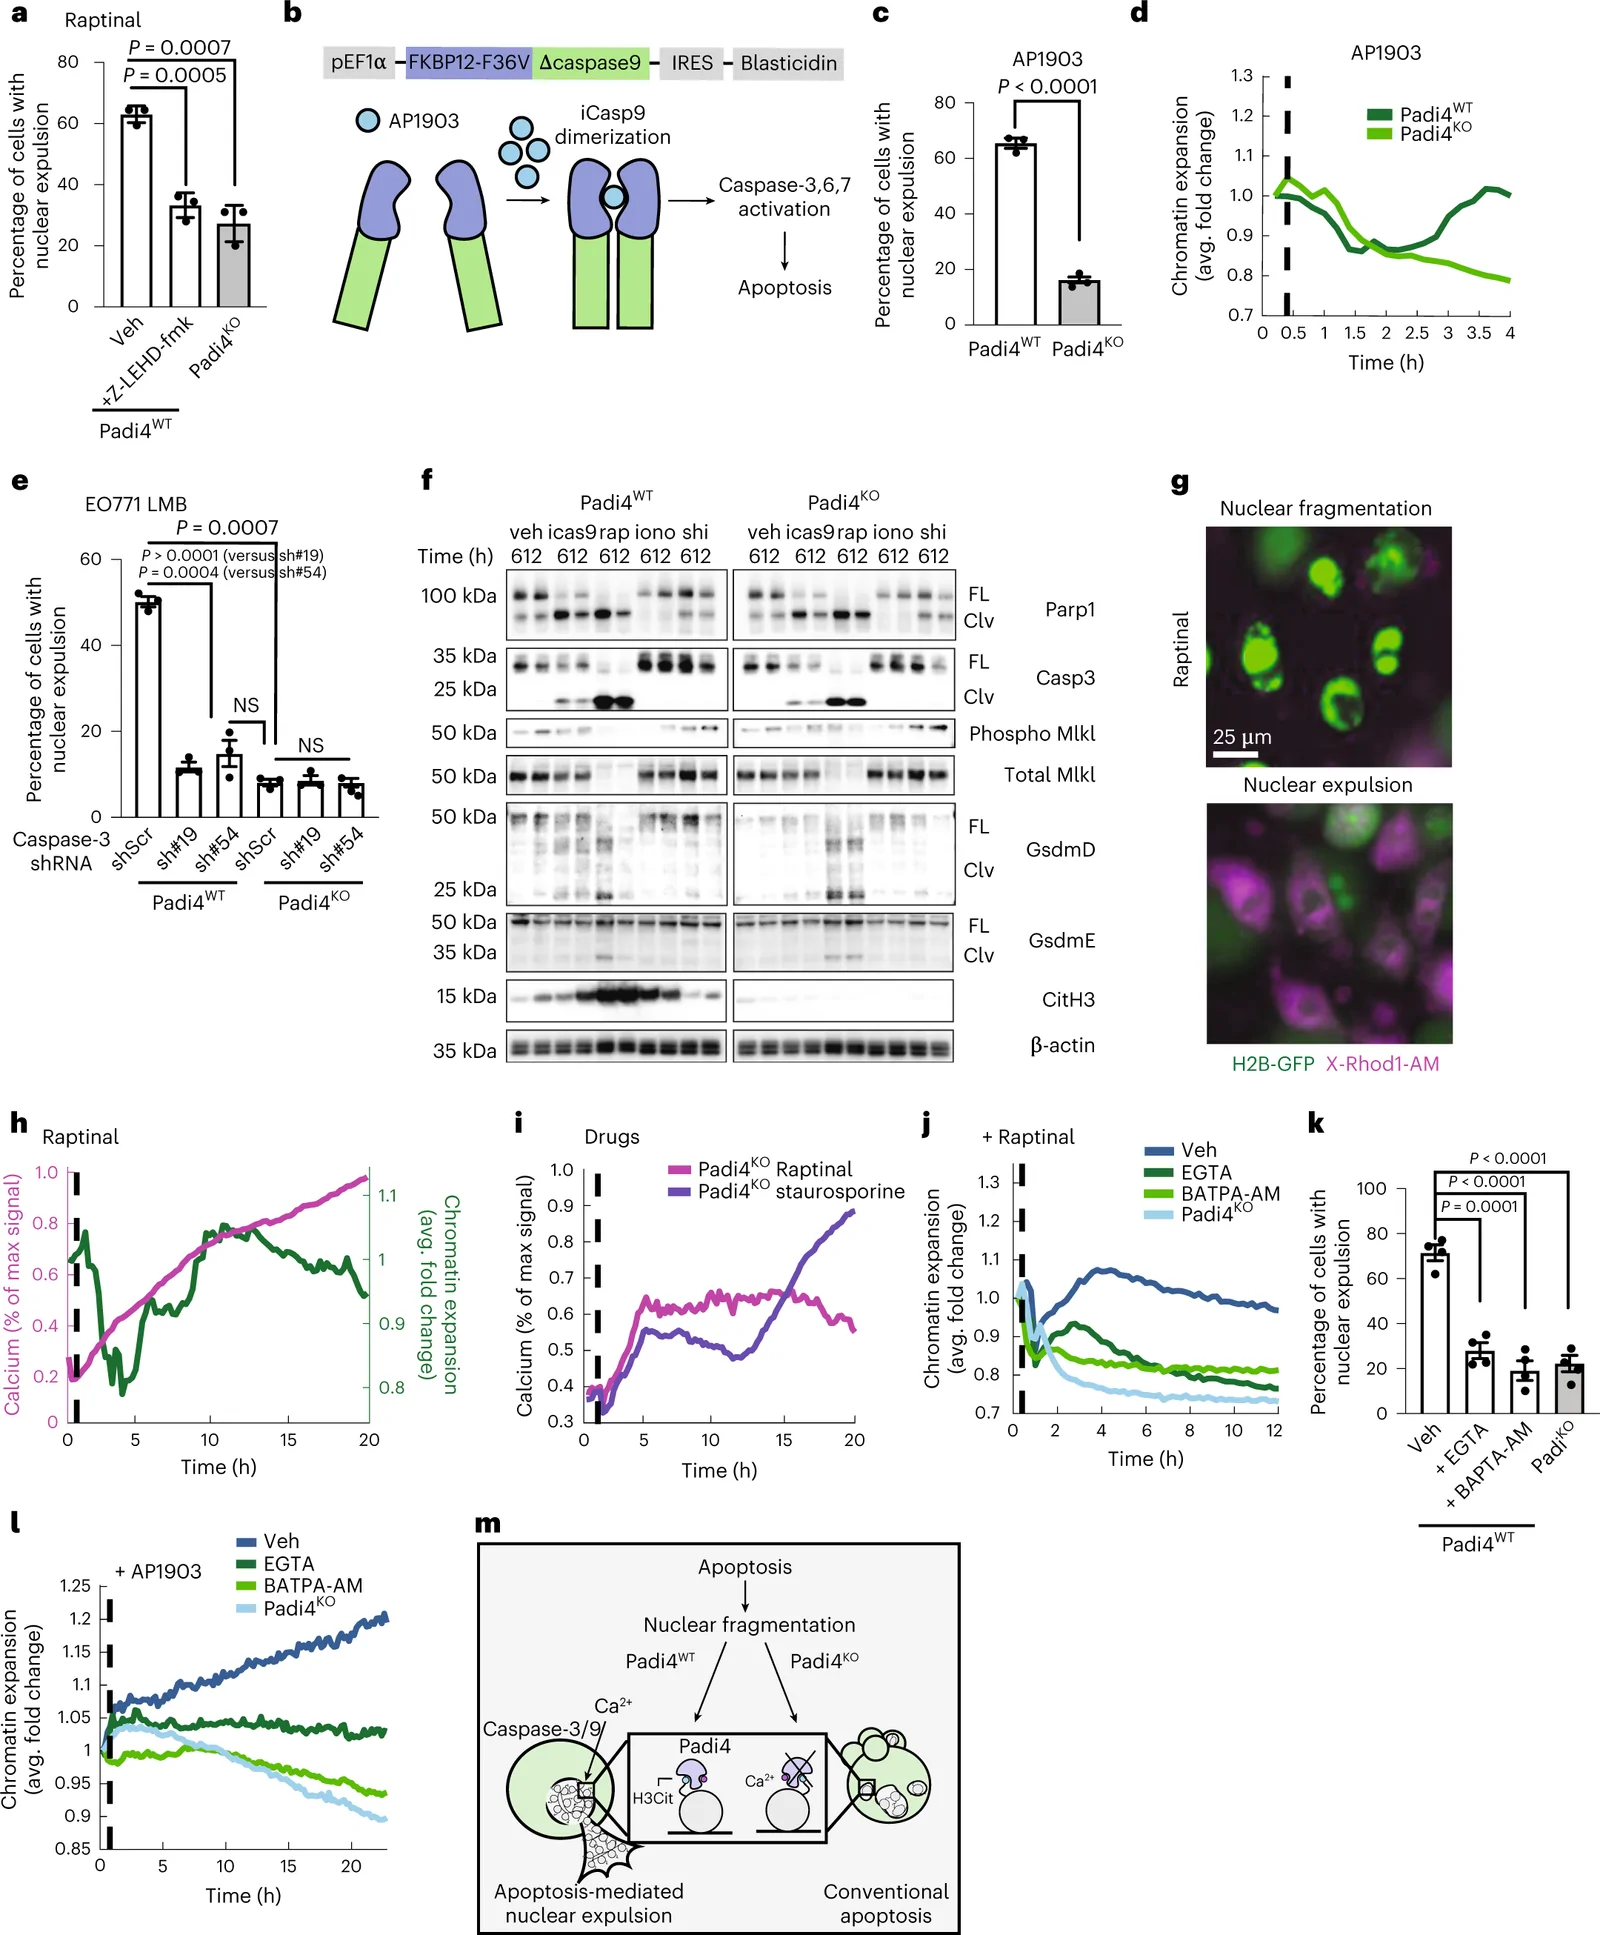
Caspases and calcium are necessary for apoptosis-induced nuclear expulsion. **a**, Percentage of Padi4^WT^ and Padi4^KO^ 4T1 cells treated with Z-LEHD-FMK undergoing nuclear expulsion measured by an expulsion algorithm (*n* = 4,852 of Padi4^WT^cells, *n* = 3,681 of Padi4^WT^ cells with Z-LEHD-FMK and *n* = 6,488 of Padi4^KO^ cells examined over three independent experiments). **b**, Diagram of inducible caspase-9 system. **c**,**d**, Percentage of cells undergoing nuclear expulsion (**c**) and median chromatin expansion (**d**) for Padi4^WT^ and Padi4^KO^ H2B-GFP E0771-LMB cells treated with iCasp9 dimerizing agent AP1903 (*n* = 1,368 of Padi4^WT^cells and *n* = 1,608 of Padi4^KO^ cells examined over three independent experiments). **e**, Percentage of Padi4^WT^/Padi4^KO^ E0771-LMB cells with or without caspase-3 knockdown undergoing nuclear expulsion with treatment of Raptinal (*n* = 773 of Padi4^WT^/caspase3^Scr^ cells, *n* = 1,220 of Padi4^WT^/caspase3^sh#19^ cells, *n* = 1,540 of Padi4^WT^/caspase3^sh#54^ cells, *n* = 1,490 of Padi4^KO^/caspase3^Scr^ cells, *n* = 1,729 of Padi4^WT^/caspase3^sh#19^ cells and *n* = 1,478 of Padi4^KO^/caspase3^sh#54^ cells examined over three independent experiments). **f**, Western blots of cell death markers, Parp1, caspase-3, Mlkl, Gsdm D/E and CitH3 in Padi4^WT^ and Padi4^KO^ cells upon treatment with indicated drugs, AP1903 (icas9), Raptinal (rap), A23187 ionophore (iono) and Shikonin (shi). **g**, Representative live IF images of X-Rhod1-AM as a calcium-signaling indicator in H2B-GFP 4T1 cells treated with Raptinal at 10 h and 16 h. **h**, Dynamics of calcium influx and chromatin expansion during nuclear expulsion in Padi4^WT^ 4T1 cells treated with Raptinal. **i**, Dynamics of calcium influx during nuclear expulsion in Padi4^KO^ 4T1 cells treated with Raptinal (*n* = 5,290 of Padi4^WT^cells and *n* = 5,862 of Padi4^KO^ cells examined over three independent experiments) and staurosporine (*n* = 9,108 of Padi4^WT^cells and *n* = 7,039 of Padi4^KO^ cells examined over three independent experiments). **j**,**k**, Median chromatin expansion (**j**) and percentage of cells undergoing nuclear expulsion (**k**) of EO771-LMB cells when treated with calcium chelators EGTA or BATPA-AM (*n* = 5,290 of Padi4^WT^cells, *n* = 5,862 of Padi4^WT^ cells with EGTA, *n* = 9,108 of Padi4^WT^ cells with BAPTA-AM and *n* = 7,039 of Padi4^KO^ cells examined over three independent experiments). **l**, Median chromatin expansion for thousands of EO771-LMB iCasp9 cells when treated with calcium signaling blockers. **m**, Diagram comparing conventional apoptosis and apoptosis-induced nuclear expulsion. Calcium activates Padi4 to induce histone citrullination which leads to nuclear expulsion. All data are represented as mean ± s.e.m. and *P* values are based on a two-tailed Student’s *t*-test. Western blotting and IF were repeated at least twice and representative data are shown. Source data

To understand how nuclear expulsion relates to other forms of cell death, several markers were examined (Gasdermin E (GsdmE) processing for secondary necrosis, Mlkl phosphorylation for necroptosis and GsdmD processing for pyroptosis). Mlkl phosphorylation was not detected in Raptinal- or ionophore-treated cells, excluding necroptosis. Further, GsdmD and GsdmE processing were detected in both Padi4^WT^ and Padi4^KO^ cells treated with Raptinal indicating Padi4-independent induction of secondary necrosis and pyroptosis. Moreover, iCasp9-induced apoptosis did not display GsdmD and GsdmE processing but induced nuclear expulsion discounting the involvement of secondary necrosis and pyroptosis (Fig. 2f). In further investigations, specific induction of necroptosis by tumor necrosis factor (TNF)-α and navitoclax plus the pan-caspase inhibitor QVD-OPh increased pMLKL, decreased cell viability and increased lactate dehydrogenase (LDH) release (Extended Data Fig. 3g–i), but notably, with minimum H3-citrullination (Extended Data Fig. 3g,j). These results confirm that necroptosis is unlikely the main contributor. Unexpectedly, pyroptosis could not be induced in the 4T1 tumor cells by specific pyroptosis inducers (lipopolysaccharide (LPS) plus Nigericin, Val-boroPro or LPS transfection), unlike RAW264.7 cells (Extended Data Fig. 3j–m), indicating that pyroptosis is also unlikely to be a contributor. Considering that cell lysis occurs in Padi4^KO^ cells, but these cells do not go through nuclear expulsion, Padi4-mediated nuclear expulsion is unlikely coupled with general cell lysis. Collectively, we found that apoptosis, but not other forms of programmed cell death, likely triggered the nuclear expulsion.

Padi4, a calcium-dependent enzyme, was necessary for apoptosis-induced nuclear expulsion and both ionophore and PAF trigger calcium-regulated cell death, which suggests that calcium mediates apoptosis-induced nuclear expulsion. Indeed, Raptinal, ionophore and staurosporine clearly increased calcium levels in the nucleus as indicated by X-Rhod-1AM and this occurred before nuclear expulsion (Fig. 2g,h and Extended Data Fig. 3n–q). Notably, an increase in calcium levels was also seen in Padi4^KO^ cells, indicating that calcium levels are not impacted by Padi4 (Fig. 2i and Extended Data Fig. 3r). To further determine whether the calcium spike induced by apoptosis is required for nuclear expulsion, intracellular or extracellular calcium was blocked by pre-treating with BAPTA-AM or EGTA, respectively before Raptinal and AP1903 treatment, which blocked nuclear expulsion (Fig. 2j–l). Collectively, these data suggest that caspases and the subsequent calcium spike are necessary for apoptosis-induced nuclear expulsion (Fig. 2m).

### Padi4-mediated CitH3 and nuclear expulsion in metastatic mouse models

A majority of tumor cells die in circulation or distant sites during the metastatic process. We thus performed a tail vein injection (TVI) of 4T1 cells and checked caspase-3/7 activation and CitH3. Over 50% of tumor cells were apoptotic after 24 h with no difference between Padi4^WT^ and Padi4^KO^ cells (Fig. 3a). Among apoptotic tumor cells, more than 50% of Padi4^WT^ cells were CitH3 positive versus ~5% in Padi4^KO^ cells (Fig. 3b). There was clearly diffused CitH3 and activated caspase-3/7 in the Padi4^WT^ tumor cells (Fig. 3c), with little CitH3 in the Padi4^KO^ tumor cells (Extended Data Fig. 4a,b). CitH3 was also found in lung metastatic nodules in mouse models of spontaneous metastasis for both EO771-LMB and 4T1 tumors (Fig. 3d,e) and the CitH3 was diffuse, fiber-like and surrounded other tumor cells (Extended Data Fig. 4c,d). Notably, CitH3 was also observed in primary tumor tissues in necrotic regions where NETs were also found (Extended Data Fig. 4e,f).

**Fig. 3:**
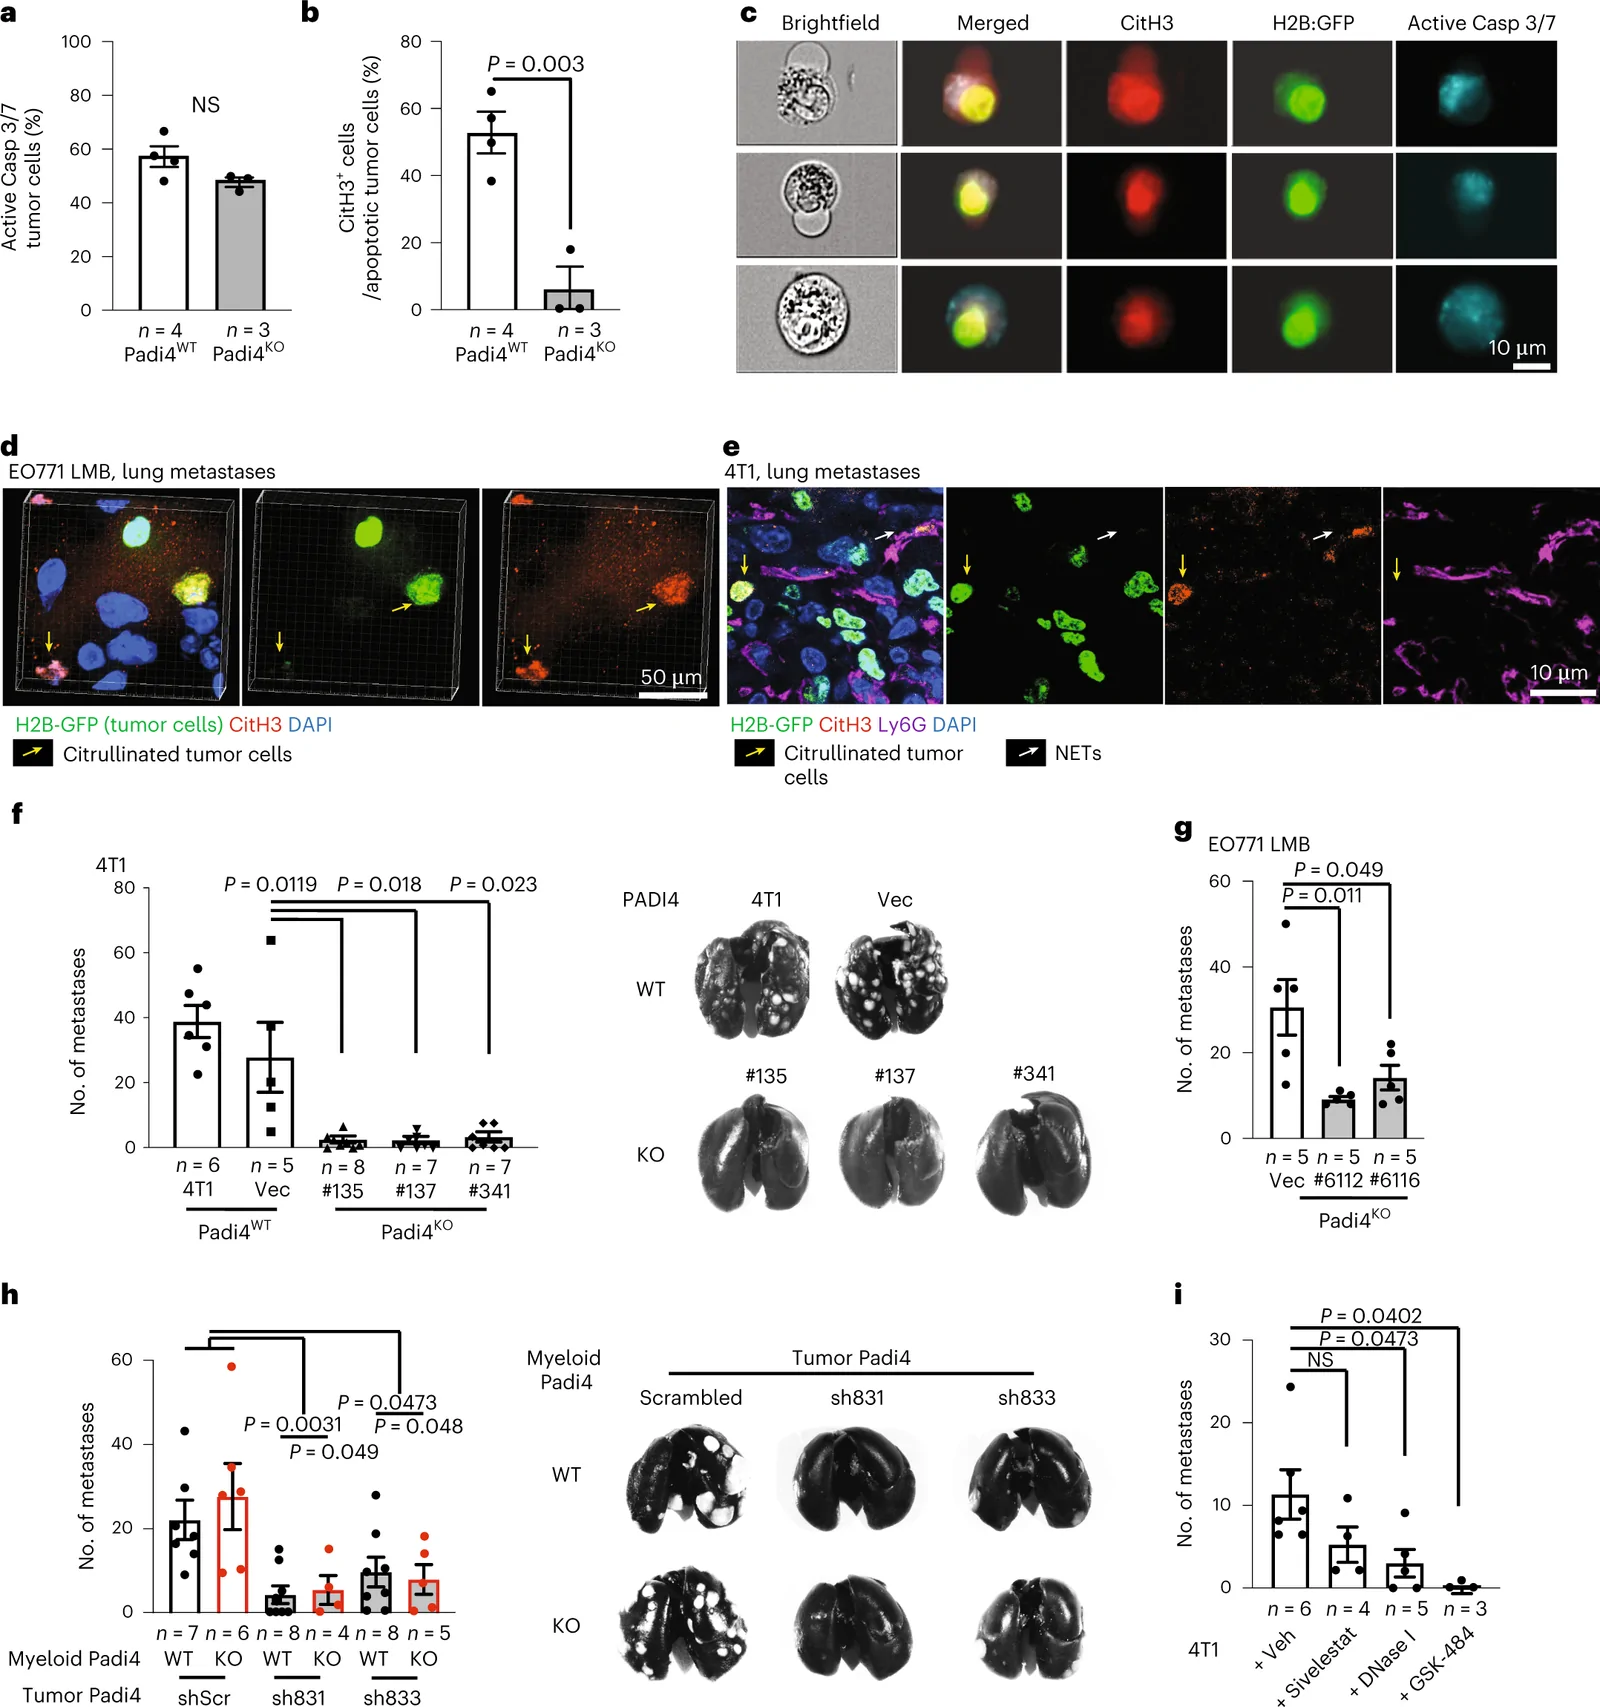
Padi4-mediated CitH3 and nuclear expulsion in mouse models of metastasis. **a**,**b**, Percentage of Padi4^WT^ or Padi4^KO^ H2B-GFP 4T1 with active caspase-3/7 (**a**) and with CitH3 positivity among cells showing active caspase-3/7 (**b**). Cells were collected from the lungs of the mice 24 h after TVI, *n* = mice. **c**, Imaging flow cytometry of Padi4^WT^ 4T1 cells that have gone through apoptosis-induced nuclear expulsion in vivo. Cells were stained for CitH3 and active caspase-3/7. **d**,**e**, Representative IF images of CitH3, Ly6G and H2B-GFP in lung metastases from mice bearing EO771-LMB (**d**) or 4T1 tumors. Yellow arrows, NEPs; white arrows, NETs. **f**,**g**, Number of lung metastases in mice that received mammary fat pad (MFP) injection of Padi4^WT^ or Padi4^KO^ 4T1 cells (**f**) and EO771-LMB cells (**g**). Representative images from Indian ink staining (**f** right); 4T1, non-infected control; Vec, empty vector control; #135, #137, #341 (4T1) and #6112, #6116 (EO771) represent each Padi4^KO^ clone. *n* = mice. **h**, Number of lung metastases from myeloid-specific Padi4^WT^ or Padi4^KO^ mice that bear EO771 tumors with Padi4 knockdown or scrambled short hairpin (sh)RNA (left), representative images from Indian ink staining (right), *n* = mice. **i**, Number of metastases from mice bearing 4T1 tumors treated with sivelestat, DNase I and GSK-484, *n* = mice. All data are represented as mean ± s.e.m. and *P* values are based on two-tailed Student’s *t*-test. Source data

Next, we sought to determine whether Padi4 in tumor cells and the cognate citrullinated chromatin enhanced tumor metastasis. First, Padi4 knockout produced fewer metastatic nodules in orthotopic tumor models of 4T1, even when 4T1 primary tumor size was matched (Fig. 3f and Extended Data Fig. 5a–c) and EO771-LMB, with no difference in EO771 primary tumor size (Fig. 3g and Extended Data Fig. 5d,e). This suggests a more pronounced effect of Padi4 on metastasis than primary tumors. Second, a myeloid-specific Padi4 knockout mouse model (Padi4^myeKO^) was established to compare Padi4’s effect on metastasis between tumor cells and the myeloid compartment, as previous studies imply neutrophil-produced and Padi4-dependent NETs in metastasis^14–16^. Consistent with findings presented earlier, Padi4 knockdown in EO771-LMB cells led to fewer metastases, with no effect on primary tumor growth (Fig. 3h and Extended Data Fig. 5f–j). Notably, myeloid-specific Padi4 deletion did not have any effect on metastasis or on primary tumor growth, discounting the involvement of Padi4-mediated NETosis (Fig. 3h and Extended Data Fig. 5h–j). We also used sivelestat, a neutrophil elastase (NE) inhibitor, to block NET formation and found it had only a marginal effect on metastasis (Fig. 3i). In addition, GSK-484, a Padi4 inhibitor, as well as DNase I, an enzyme that degrades DNA, clearly decreased lung metastasis, but not primary tumor size, in the 4T1 model (Fig. 3i and Extended Data Fig. 5k). Together, these findings demonstrate that cancer-derived citrullinated chromatin occurs in vivo and likely enhances lung metastasis through mechanisms independent from Padi4-induced NETs.

### Nuclear expulsion mediates the metastatic outgrowth in the lung

Our data led us to hypothesize that apoptotic tumor cells produce NEPs that could be utilized by the surviving tumor cells for metastatic colonization. We first noticed that there were no differences between Padi4^WT^ and Padi4^KO^ cells in general growth, cell cycle and cell adhesion (Extended Data Fig. 6a–c), indicating a likely non-cell-autonomous effect. We thus performed an intravenous co-injection of 4T1 GFP^+^ donor cells (Padi4^WT^, producing NEPs) and 4T1 mCherry^+^ recipient cells (Padi4^KO^, not producing NEPs) (Fig. 4a). Of note, the size of mCherry^+^ recipient Padi4^KO^ metastatic nodules was increased when co-injected with Padi4^WT^ compared to Padi4^KO^ cells injected alone (Fig. 4b, left), with no difference in the nodule number (Fig. 4b, right). A single DNase treatment following injection reduced the size of Padi4^KO^ nodules but not the number (Fig. 4b). Caspase-3 knockdown impaired nuclear expulsion (Fig. 2f) and decreased metastasis size (Extended Data Fig. 6d) without affecting metastasis number, phenocopying that of the Padi4 knockout. We next performed intrathoracic co-injection of Padi4^KO^ recipient cells with isolated NEPs or apoptotic debris (apoDBs) as a control. Tumor lesions were monitored for early metastatic outgrowth (Fig. 4c). As expected, co-injection with NEPs enhanced Padi4^KO^ metastatic outgrowth at 72 h and showed an increased metastases size on day 8, which was not observed when co-injected with apoDBs (Fig. 4d–g). Notably, sonicating or heat-inactivating NEPs, which disrupts the DNA structure and protein activity, decreased metastatic nodule size (Fig. 4d–g). Of note, NEP-mediated outgrowth was decreased, whereas Padi4^WT^ cells grew rapidly at day 7 (Fig. 4f), likely resulting from a continuous NEP production by the Padi4^WT^ cells. These results are consistent with spheroid culture in which co-culturing Padi4^KO^ cells with NEPs but not apoDBs increased the Padi4^KO^ spheroid size (Fig. 4h). Consistently, DNase I and GSK-484 decreased the size of Padi4^WT^ but not Padi4^KO^ spheroids (Fig. 4i).

**Fig. 4:**
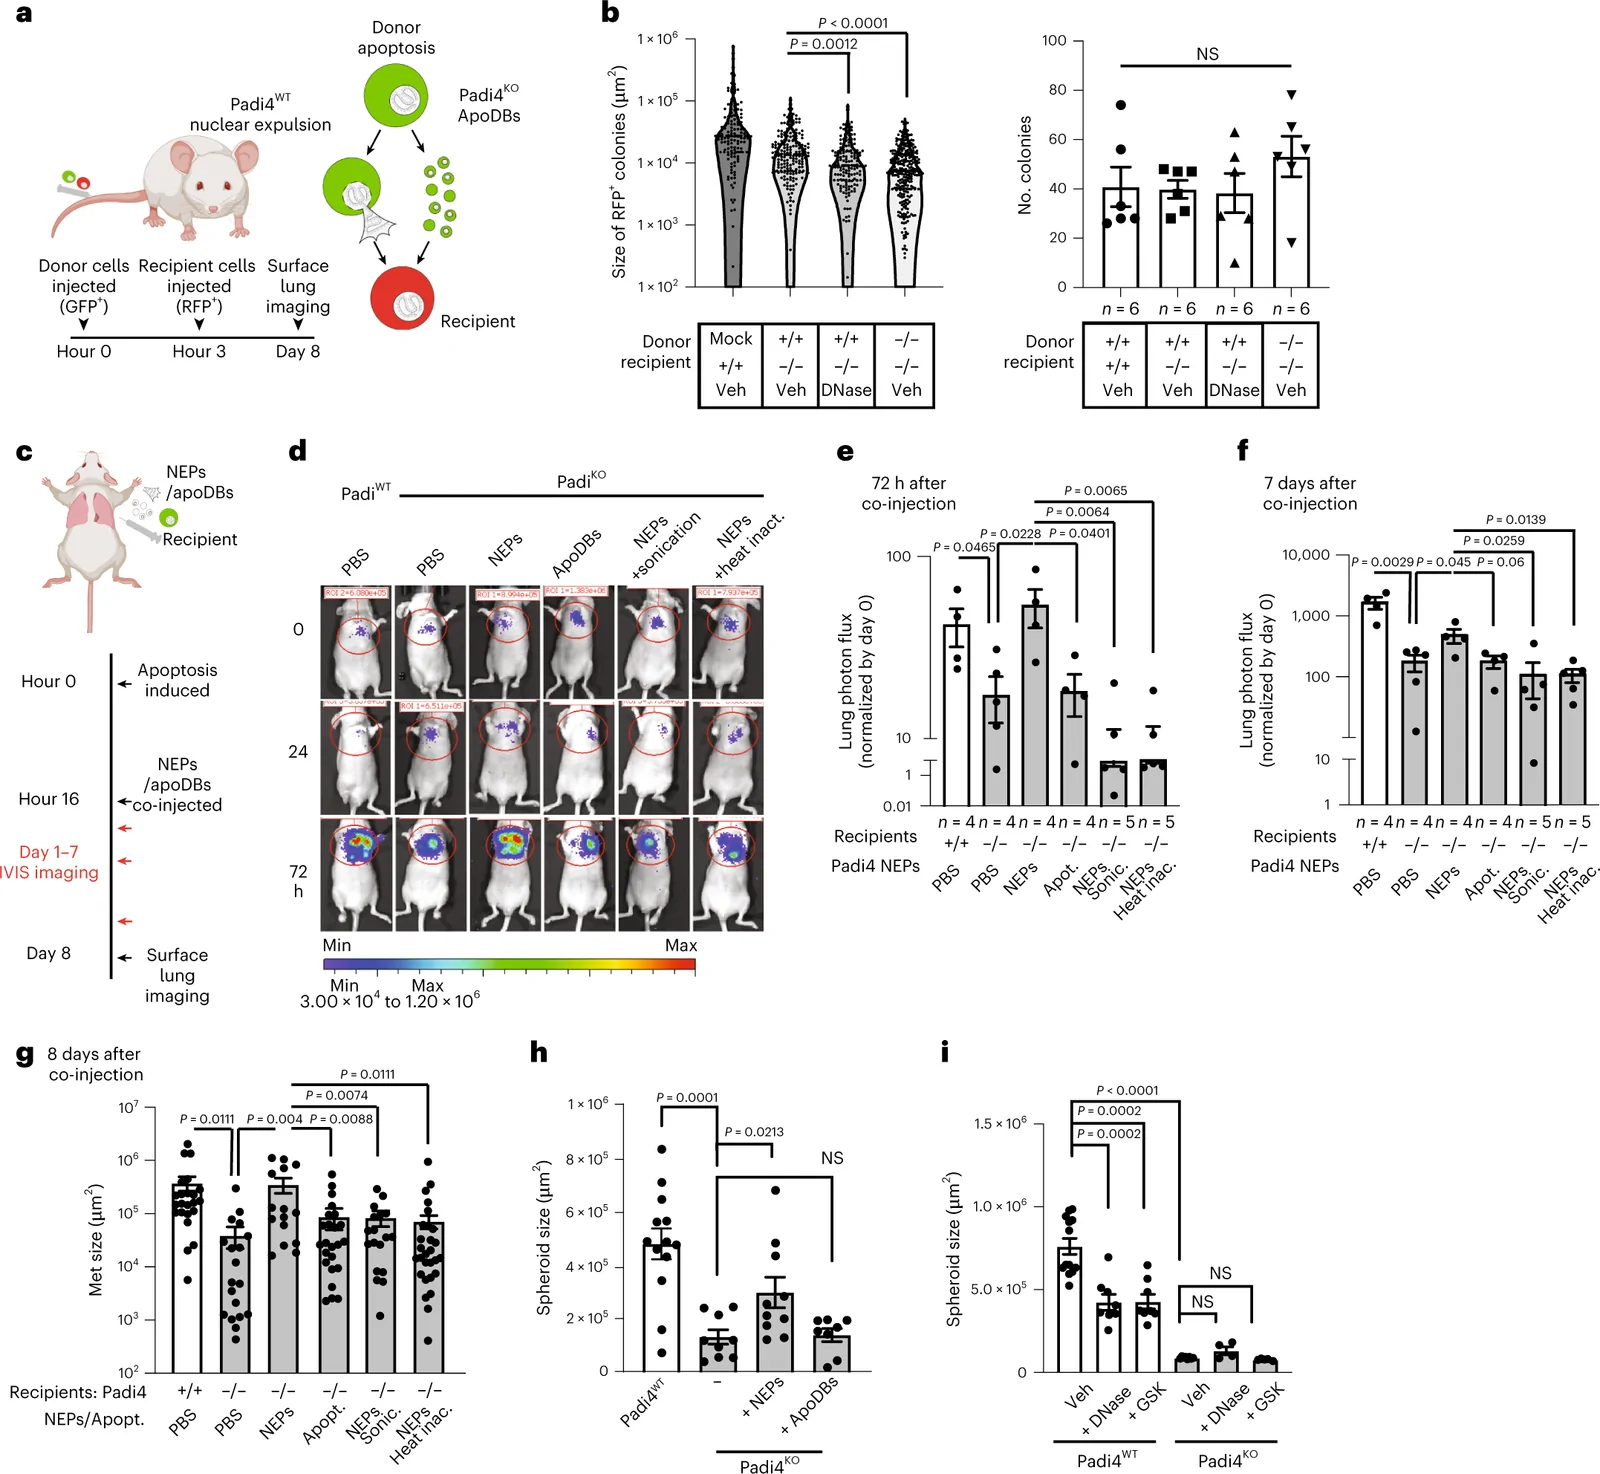
Nuclear expulsion promotes metastatic outgrowth. **a**, Schematic experimental design for non-autonomous effects of Padi4 on lung metastasis. **b**, Size (left, *n* = metastatic colonies) and number (right, *n* = mice) of mCherry^+^ metastatic colonies from Padi4^WT^ or Padi4^KO^ H2B-mCherry 4T1 cells (recipient) co-injected with Padi4^WT^ or Padi4^KO^ (donor) under indicated conditions. The thin dotted line on the violin plot represents the upper and lower quartiles and the thick dashed line represent the median. Padi4^WT^ + Padi4^WT^-H2B:mCherry, *n* = 132; Padi4^WT^ + Padi4^KO^-H2B:mCherry, *n* = 174; Padi4^WT^ + Padi4^KO^-H2B:mCherry + DNase I, *n* = 145; Padi4^KO^-H2B:mCherry only, *n* = 269. **c**, Schematic experimental design for NEP effect on lung metastasis using intrathoracic injection. **d**–**g**, Bioluminescent imaging of metastatic burden in the lungs. Bioluminescent images (**d**), quantitative data (**e**,**f**, *n* = mice) or size of surface lung metastatic nodules (**g**, *n* = metastatic colonies). 4T1, *n* = 23; 4T1 Padi4^KO^, *n* = 19; 4T1 Padi4^KO^ + NEPs, *n* = 15; 4T1 Padi4^KO^ + apoDBs, *n* = 28; Padi4^KO^ + sonic-NEPs, *n* = 23; Padi4^KO^ + heat-NEPs, *n* = 18; from mice that received intrathoracic co-injection of Padi4^WT^ or Padi4^KO^ 4T1 cells with NEPs, apoDBs or PBS at indicated times. Sonic., sonicated NEPs; Heat inac., heat-inactivated NEPs. **h**,**i**, Size of the spheroid from Padi4^WT^ or Padi4^KO^ 4T1 cells co-cultured with NEPs or apoDBs (**h**), as well as treated with DNase or GSK-484 (**i**), *n* = spheres. 4T1, *n* = 13; 4T1 Padi4^KO^, *n* = 9; 4T1 Padi4^KO ^+ NEPs, *n* = 10; 4T1 Padi4^KO^ + apoDBs, *n* = 8; **i**: 4T1, *n* = 13; 4T1 + DNase I, *n* = 8; 4T1 + GSK-484, *n* = 8; 4T1 Padi4^KO^, *n* = 8; 4T1 Padi4^KO^ + DNase I, *n* = 4; 4T1 Padi4^KO^ + GSK-484, *n* = 5 (**h**). All data are represented as mean ± s.e.m. and *P* values are based on a two-tailed Student’s *t*-test. Source data

To investigate the possibility that NEPs increase metastatic outgrowth by acting on the host immune system, Padi4^WT^ and Padi4^KO^ 4T1 cells were injected into immune-competent Balb/c and immune-deficient NOD-SCID mice. Padi4^KO^ cells failed to produce large metastases (>0.1 mm) in both Balb/c and NOD-SCID mice (Extended Data Fig. 6e, left). While immunodeficient mice had more metastasis in general, there was no difference in the ratio of large metastases to the total number of metastases (Extended Data Fig. 6e). These data indicate that the immune system affects the overall metastatic colonization, but Padi4 is critical for the outgrowth of small nodules. Furthermore, immune cell profiling of lungs from Balb/c mice receiving an intrathoracic injection of either NEPs or apoDBs showed no difference in infiltration of CD45^+^ immune cells (Extended Data Fig. 6f, left) as well as no changes in neutrophils, macrophages, dendritic cells and T-cell and B-cell subsets among CD45^+^ cells (Extended Data Fig. 6f, right). Together, these findings suggest that the chromatin in NEPs mediates tumor outgrowth and the host immune system may not play a major role in the process.

### Chromatin-bound S100a4 is essential for NEP-mediated metastatic outgrowth

To identify the molecular mediators by which NEPs promote tumor metastatic outgrowth, we performed tandem mass spectrometry on NEPs from 4T1 Padi4^WT^ cells and apoDBs from Padi4^KO^ cells induced by Raptinal and ionophore. This resulted in 1,215 proteins that had two or more peptide-spectrum matches. There was a clear enrichment in histone variants and chromatin-associated proteins in NEPs when compared to apoDBs (Fig. 5a and Extended Data Fig. 7a). S100a4 and vimentin were the top differentially increased proteins for both Raptinal- and ionophore-induced NEPs (Fig. 5a and Extended Data Fig. 7a). Other RAGE ligands, such as the HMG family, were also abundant suggesting the importance of the RAGE pathway (Extended Data Fig. 7a). In accordance with the mass spectrometry results, S100a4 clearly colocalized with chromatin and CitH3 (Fig. 5b).

**Fig. 5:**
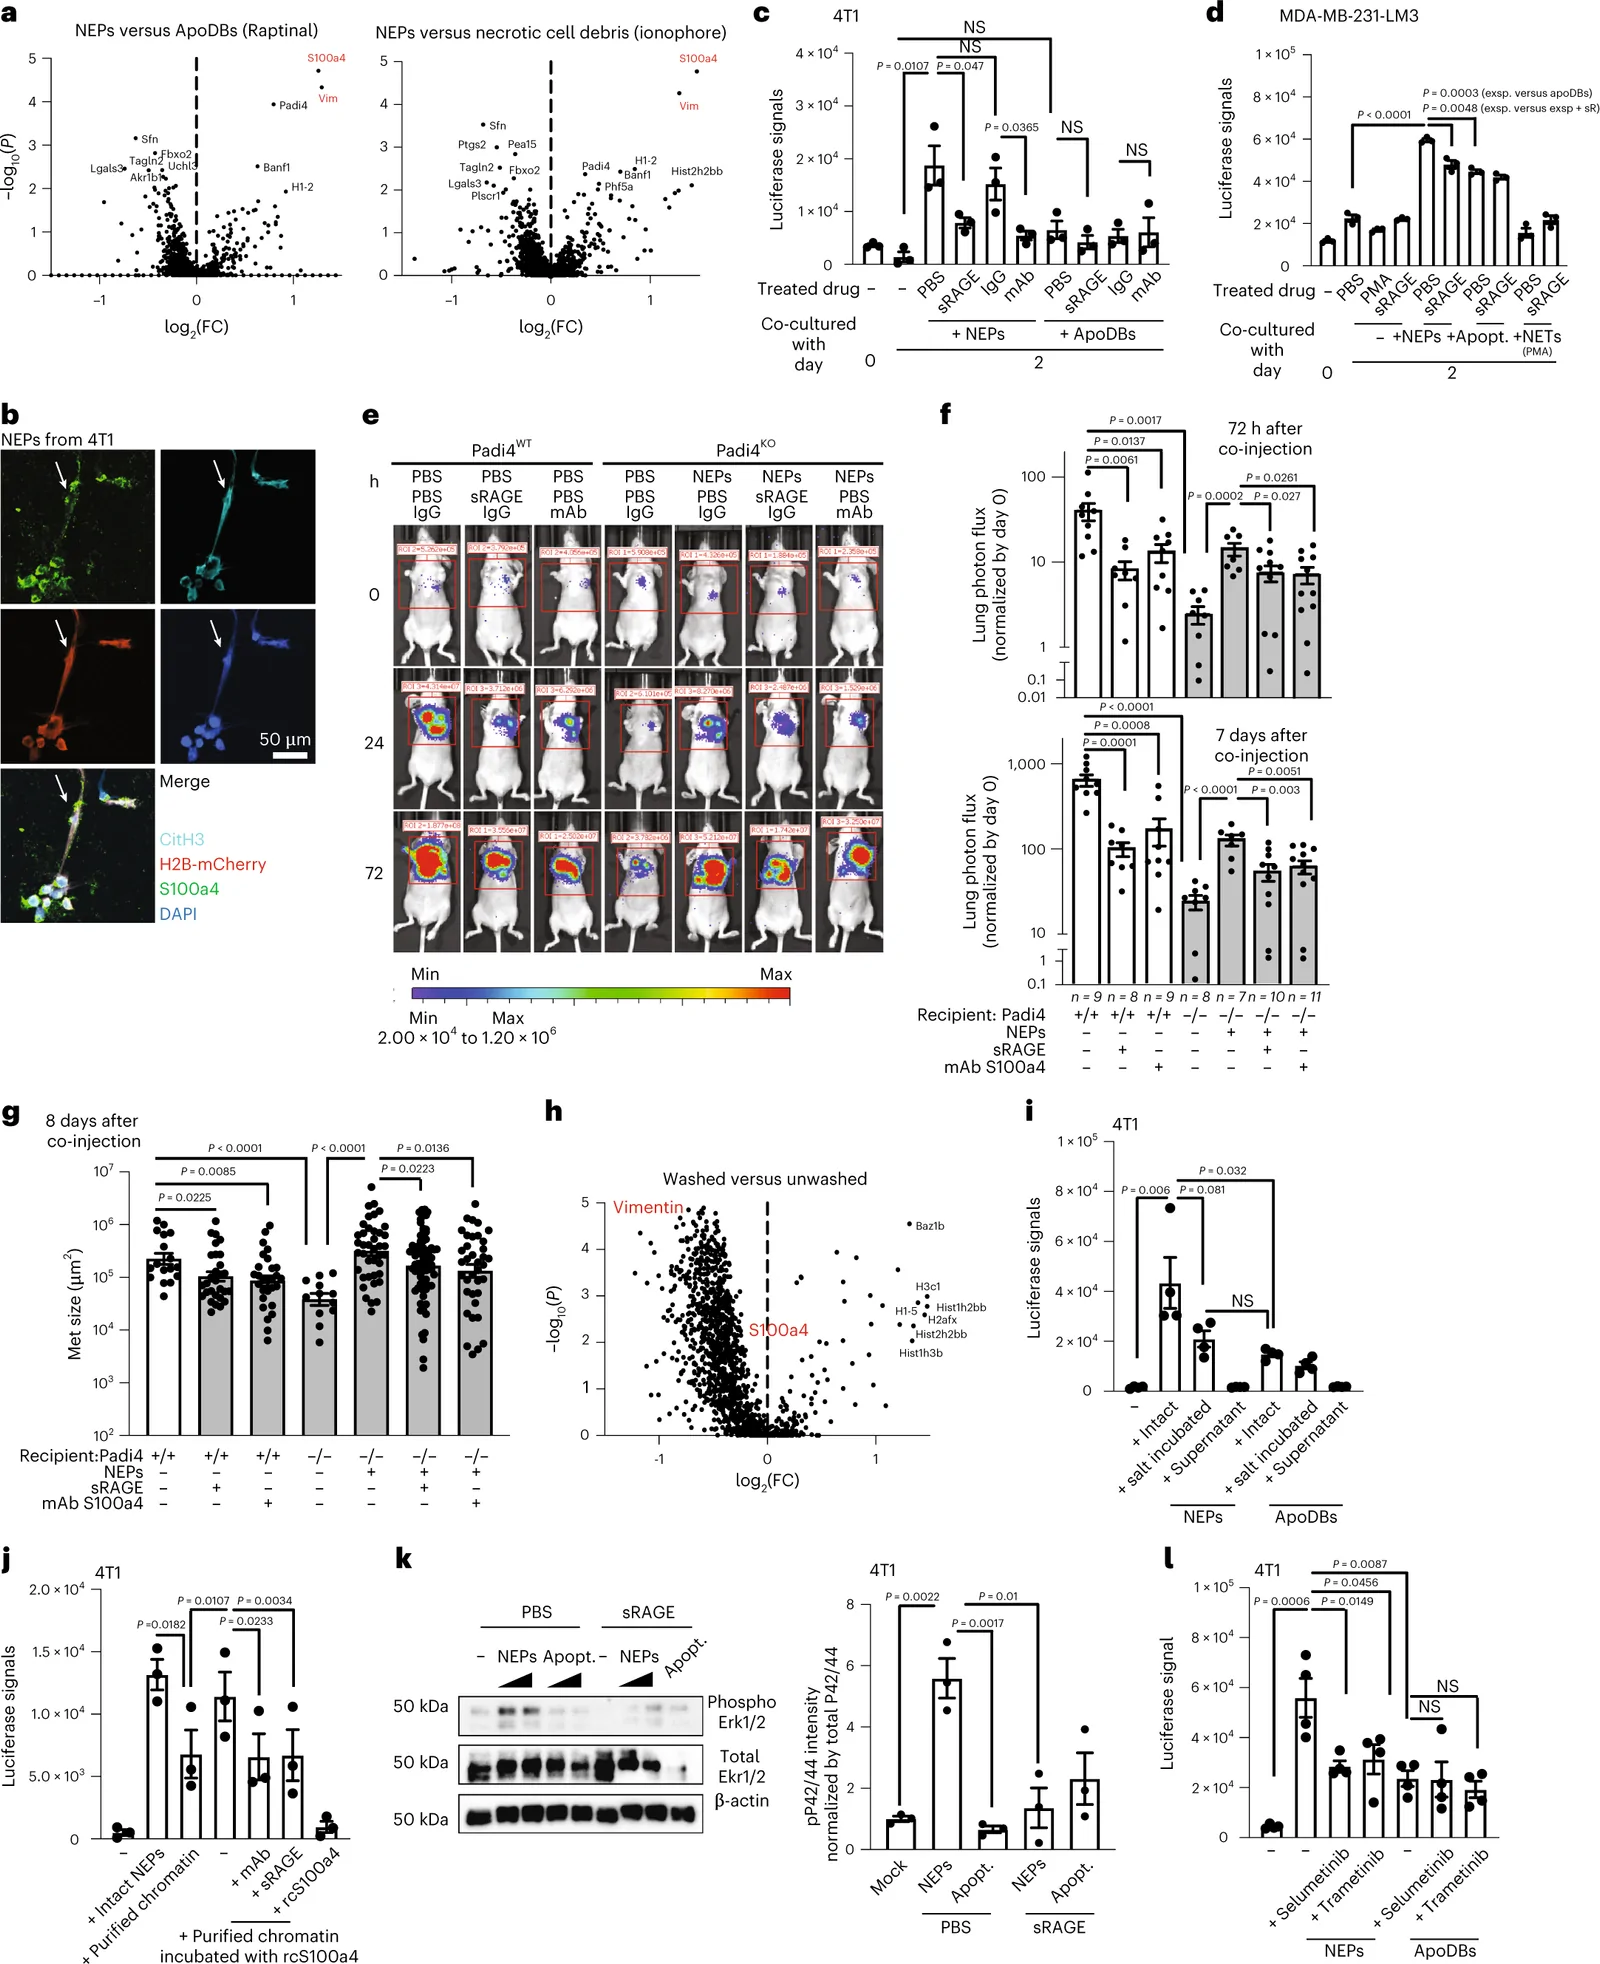
Chromatin-bound S100a4 in NEPs mediates RAGE activation in tumor cells leading to metastatic outgrowth. **a**, Volcano plots of proteomics analysis −log_10_(*P*) versus log_2_ expression levels comparing NEPs to apoDBs or necrotic cell debris upon Raptinal (left) or A23187 ionophore (right) treatment. Mass spectrometry was performed using biologically independent samples (*n* = 3). FC, fold change. **b**, IF images for S100a4 and CitH3 in NEPs. cyan, CitH3; red, H2B-mCherry; green, S100a4; blue, DAPI. White arrows, S100a4 co-localized NEPs. **c**, Luciferase signals of tumor cell growth from co-culture of Padi4^KO^ 4T1 cells with NEPs or apoDBs upon treatment of a sRAGE peptide (decoy RAGE receptor) or S100a4 neutralizing antibody (monoclonal antibody (mAb)), *n* = 3 biologically independent experiments. **d**, Luciferase signals of tumor cell growth from co-culture of MDA-MB-231-LM3 cells with iCasp9-generated NEPs or NETs upon treatment with sRAGE. PMA was used to induce NETs in neutrophils, *n* = 3 biologically independent experiments. PMA, phorbol 12-myristate 13-acetate. **e**–**g**, Bioluminescent imaging for lung metastatic burden. Representative images (**e**) or quantitative data (**f**, *n* = mice) and lung surface nodule size (**g**, *n* = metastatic colonies) from mice that received intrathoracic co-injection of Padi4^WT^ or Padi4^KO^ 4T1 cells with NEPs or apoDBs at indicated time. 4T1, *n* = 17; 4T1+sRAGE, *n* = 28; 4T1+neuAb, *n* = 28; 4T1 Padi4^KO^, *n* = 12; Padi4^KO^+NEPs, *n* = 40; Padi4^KO^+NEPs+sRAGE, *n* = 75; Padi4^KO^+NEPs+neuAb, *n* = 37 (**g**). **h**, Volcano plot of proteomics analysis −log_10_(*P*) versus log_2_ expression levels comparing washed NEPs (NEP-bound proteins) relative to unwashed NEPs (soluble and bound). Mass spectrometry was performed using biologically independent samples (*n* = 3). **i**,**j**, Luciferase signals of tumor cell growth from co-cultured Padi4^KO^ 4T1 cells with salt-incubated NEPs, apoDBs or their supernatants (**i**), as well as with purified chromatin or recombinant S100a4 re-bound to chromatin upon treatment of sRAGE or mAb (**j**), *n* = 3 biologically independent experiments. **k**, Western blot of Erk1/2 with Padi4^KO^ 4T1 cells co-cultured with NEPs or apoDBs (Apopt.) upon a treatment with sRAGE or PBS. Quantitative ratio of phosphor Erk1/2 to total Erk1/2 (right). **l**, Luciferase signal of tumor cell growth from co-cultured Padi4^KO^ 4T1 cells with NEPs or apoDBs upon treatment with selumetinib or trametinib, p42/44 MAPK inhibitors, *n* = 3 biologically independent experiments. All data are represented as mean ± s.e.m. and *P* values are based on a two-tailed Student’s *t*-test. Western blotting and IF were repeated at least twice and representative data are shown. Source data

S100a4 activates the RAGE pathway, which is known to enhance tumor growth and metastasis^23–26^. In NEP-mediated metastatic outgrowth, S100a4 neutralization by monoclonal antibody S100a4 or inhibition of S100a4-RAGE interaction by sRAGE, a soluble decoy receptor, substantially diminished the tumor cell growth in a co-culture of Padi4^KO^ cells with NEPs (Fig. 5c). Furthermore, sRAGE also diminished the growth induced by NEPs generated from MDA-MB-231-LM3 cells, suggesting that this pathway is shared in human cells (Fig. 5d). To investigate the effect in vivo, a mixture of tumor cells and NEPs were injected intrathoracically into the lungs followed by injection of monoclonal antibodies S100a4 or sRAGE, which decreased the metastatic burden (Fig. 5e,f) and the size of the metastatic nodules (Fig. 5g). These results suggest a dependency of the RAGE pathway in NEP-mediated metastatic outgrowth.

We propose that chromatin-bound proteins are a key player in NEPs as an intact DNA structure was required for its effect (Figs. 3i and 4b). To determine which proteins were bound to chromatin, we performed tandem mass spectrometry and compared unwashed versus washed ionophore-induced NEPs. S100a4 was present in roughly equal proportions in unwashed and washed conditions, suggesting that S100a4 is loosely bound to chromatin (Fig. 5h). On the other hand, vimentin was higher in the unwashed condition, suggesting it is soluble and it is unlikely to be involved in mediating metastatic outgrowth (Fig. 5h). To further investigate the requirement of chromatin-bound S100a4 in NEPs, we dissociated non-histone proteins such as S100a4 from NEPs and remained core histones by salt fractionation (Extended Data Fig. 7b)^27^. When added to the co-culture, salt-incubated NEPs as well as the supernatant from salt-incubated NEPs had a greatly diminished effect on growth (Fig. 5i and Extended Data Fig. 7c), which was not observed in cells co-cultured with apoDBs (Fig. 5i). Furthermore, re-attachment of recombinant S100a4 (rcS100a4) to salt-purified chromatin rescued the effect of NEPs, which was then inhibited by sRAGE and monoclonal antibody S100a4 in both co-culture and a spheroid culture system (Fig. 5j and Extended Data Fig. 7d,e). Consistently, tumor cells co-cultured with NEPs showed a specific increase in pErk1/2, which was inhibited by sRAGE (Fig. 5k and Extended Data Fig. 7f) and tumor cell growth was diminished by the MAPK inhibitors selumetinib or trametinib (Fig. 5l). In addition, lung metastasis lesions showed a clear increase in pErk1/2 and Ki-67 in tumor cells but were inhibited by monoclonal antibody S100a4 or sRAGE (Extended Data Fig. 7g,h). Thus, chromatin-bound S100a4 in NEPs is critical in facilitating metastatic outgrowth via RAGE-mediated Erk1/2-MAPK signaling.

### Inflammatory mediators in the lung induce Padi4 expression

We next tried to understand how Padi4 is regulated, as nuclear expulsion requires high levels of Padi4. CitH3 states and Padi4 expression were profiled in several metastatic variant cell lines. The serially enriched lung metastatic line EO771-LM4 from EO771 parental cells, displayed an increased level of Padi4 (Fig. 6a) and were CitH3 positive when treated with ionophore (Fig. 6b). These results were also observed in MDA-MB-231-LM3 when compared to parental MDA-MB-231 or bone/brain metastatic derivatives (Extended Data Figs. 1c and 8a,b). Metastatic variants of murine cancer cell lines TSA1/E1, 4T1 and 4TO7 but not non-metastatic TSA1, 67NR and 168FARN also showed higher Padi4 (Extended Data Fig. 8c) and CitH3 upon ionophore treatment (Extended Data Fig. 8d,e). Moreover, RNA-seq of lung metastatic tumor cells revealed increased Padi4 messenger RNA but not in other Padi family members (Fig. 6c). Notably, in the human cancer cell line atlas, more lung cancer cell lines showed high Padi4 expression compared to other solid tumors, which is consistent with our CitH3 results (Extended Data Figs. 1c–e and 8f). These results indicate that the lung microenvironment likely potentiates nuclear expulsion by enriching Padi4-high cells or by directly inducing Padi4 expression. Our previous studies show that the lung is a highly inflammatory organ and that tumor cells utilize it to their advantage^28^. We thus treated the 4T1 cells with LPS and TNF-α, which increased Padi4 mRNA and protein levels (Fig. 6d,e). Blocking NF-κB signaling with BAY 11-7082 diminished Padi4 upregulation (Fig. 6f). In addition, conditioned medium from the lungs of 4T1 tumor-bearing mice clearly increased Padi4 and both a NF-κB inhibitor and p65 knockdown reversed this effect (Fig. 6g and Extended Data Fig. 8g,h). Collectively, these results suggest that inflammatory mediators in the lungs enhance Padi4 expression thus potentiating tumor cell nuclear expulsion.

**Fig. 6:**
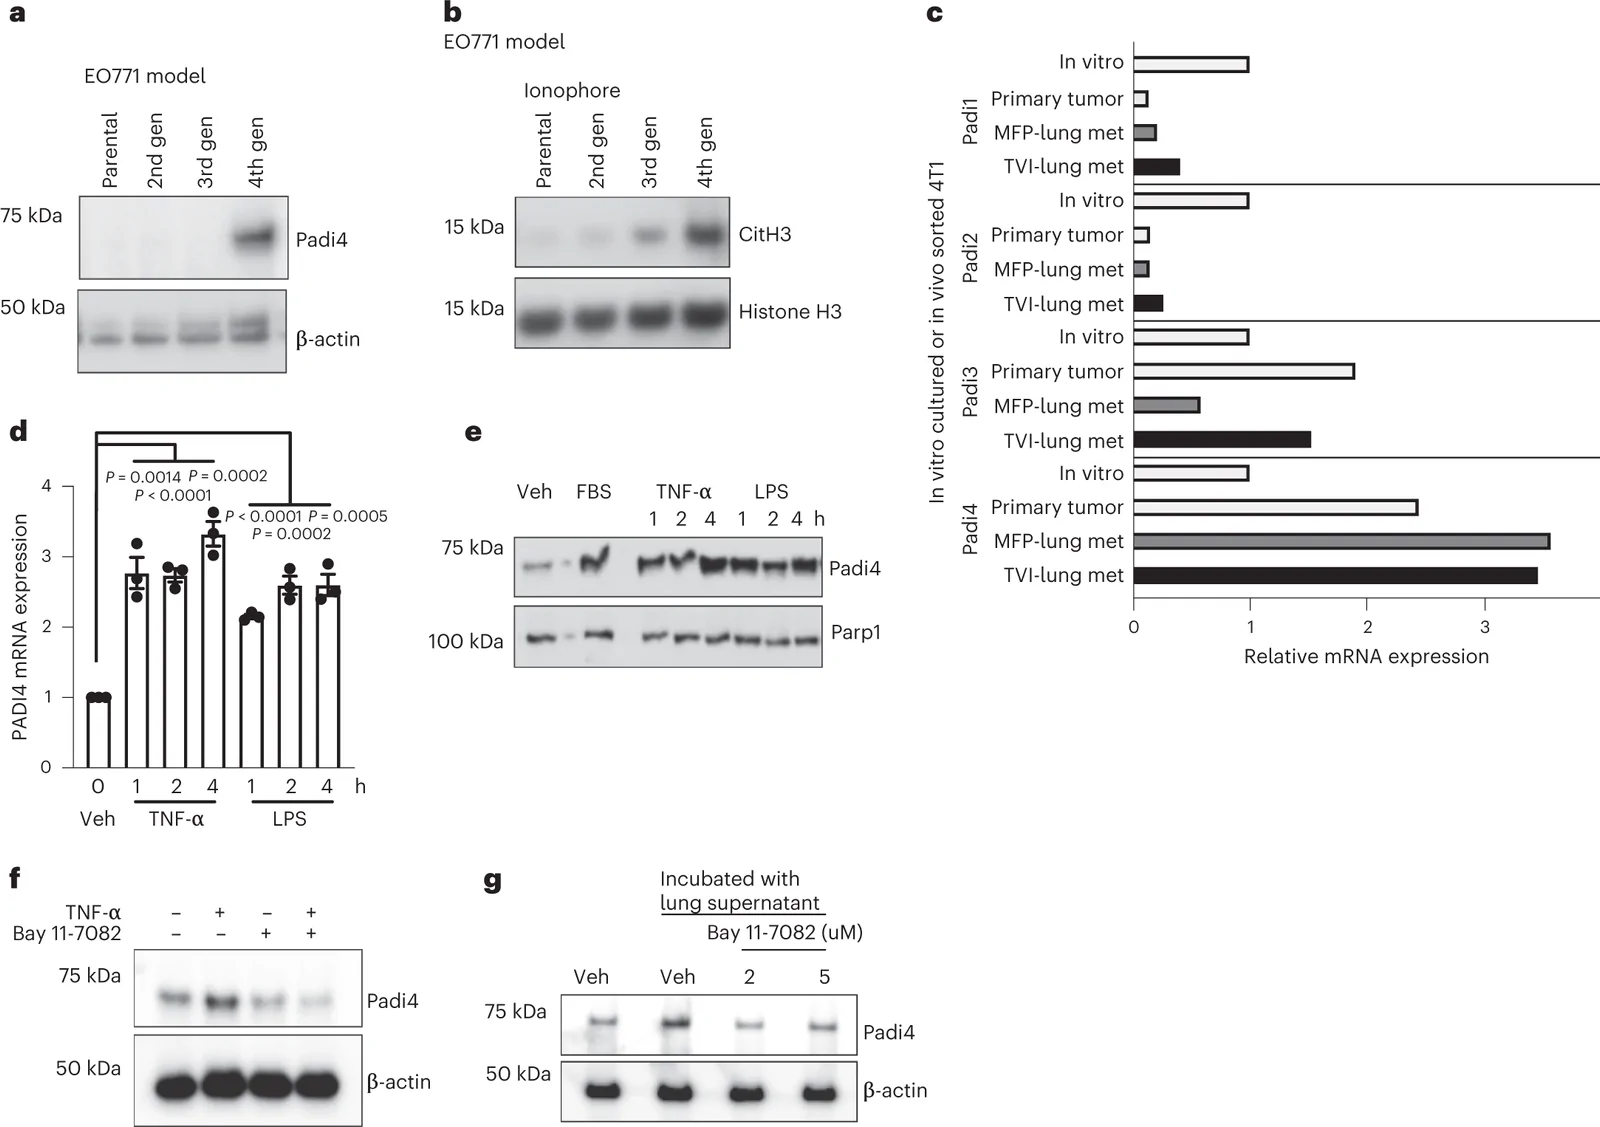
Inflammatory lung microenvironment is critical in Padi4 induction. **a**,**b**, Generation of highly metastatic derivatives of EO771. Padi4 western blot (**a**) or CitH3 (**b**) in EO771 parental and its metastatic derivatives, LM2 (second generation), LM3 (third) and LM4 (fourth). **c**, mRNA expression of Padi genes from in vitro cultured and in vivo sorted 4T1 cells, *n* = 3 biologically independent experiments. **d**, Fold increase of Padi4 mRNA upon treatments of TNF-α or LPS with indicated time. **e**,**f**, Padi4 western blot of 4T1 cells treated with TNF-α or LPS (**e**) and with or without NF-κB inhibitor BAY 11-7082 (**f**). **g**, Padi4 western blot of 4T1 cells incubated with lung supernatant from mice bearing 4T1 tumors (day 30) with or without BAY 11-7082. All data are represented as mean ± s.e.m. and *P* values are based on two-tailed Student’s *t*-test. Western blotting and qPCR were repeated at least twice and representative data are shown. Source data

### Human NEP markers and patient prognosis by NEP signature

We next examined human tumor cell NEP molecular mediators and tried to distinguish from NETs by tandem mass spectrometry of MDA-MB-231-LM3 NEPs and human derived NETs. MPO, ELANE, S100A8 and S100A9 were abundant in NETs but not in NEPs (Fig. 7a and Extended Data Fig. 9a). Rather, NEPs had highly specific markers such as human RAGE ligand (HMGB3) (Fig. 7a and Extended Data Fig. 9a). In addition, when compared to apoDBs, RAGE agonists HMGB1, HMGB2 and HMGB3 in NEPs were also enriched from proteomics analysis of human NEPs (Extended Data Fig. 9b). Further, IF staining of tumor tissue arrays from 782 patients with breast, lung and bladder cancer revealed two distinct populations: CitH3^+^MPO^+^ and CitH3^+^HMGB3^+^. There was no significant overlap between by Manders’ overlap coefficient, suggesting that HMGB3 is specific to human tumor cell NEPs and that NEPs are distinguishable from NETs (Extended Data Fig. 9c,d). Notably, the CitH3^+^HMGB3^+^ signals seemed smaller in size than CitH3^+^MPO^+^ signals, while still averaging more than 1,000 μm^2^ (Extended Data Fig. 9e). The percent of patients with CitH3^+^HMGB3^+^ and CitH3^+^MPO^+^ was further quantified in the two breast, two lung as well as one bladder tumor tissue arrays. They range from approximately 3–11% for NEPs and 7–27% for NETs (Fig. 7b), suggesting a rather generalized NEP presence in human cancers considering the limited sampling from the core needle biopsy. MDA-MB-231 cells co-cultured with Hmg1, Hmg2 or Hmg3-depleted NEPs showed decreased cell growth, with the most effect from HMGB1 and HMGB2 depleted NEPs (Extended Data Fig. 9f,g). These results suggest that HMGB1 and HMGB2 play a role in RAGE-mediated tumor growth in humans.

**Fig. 7:**
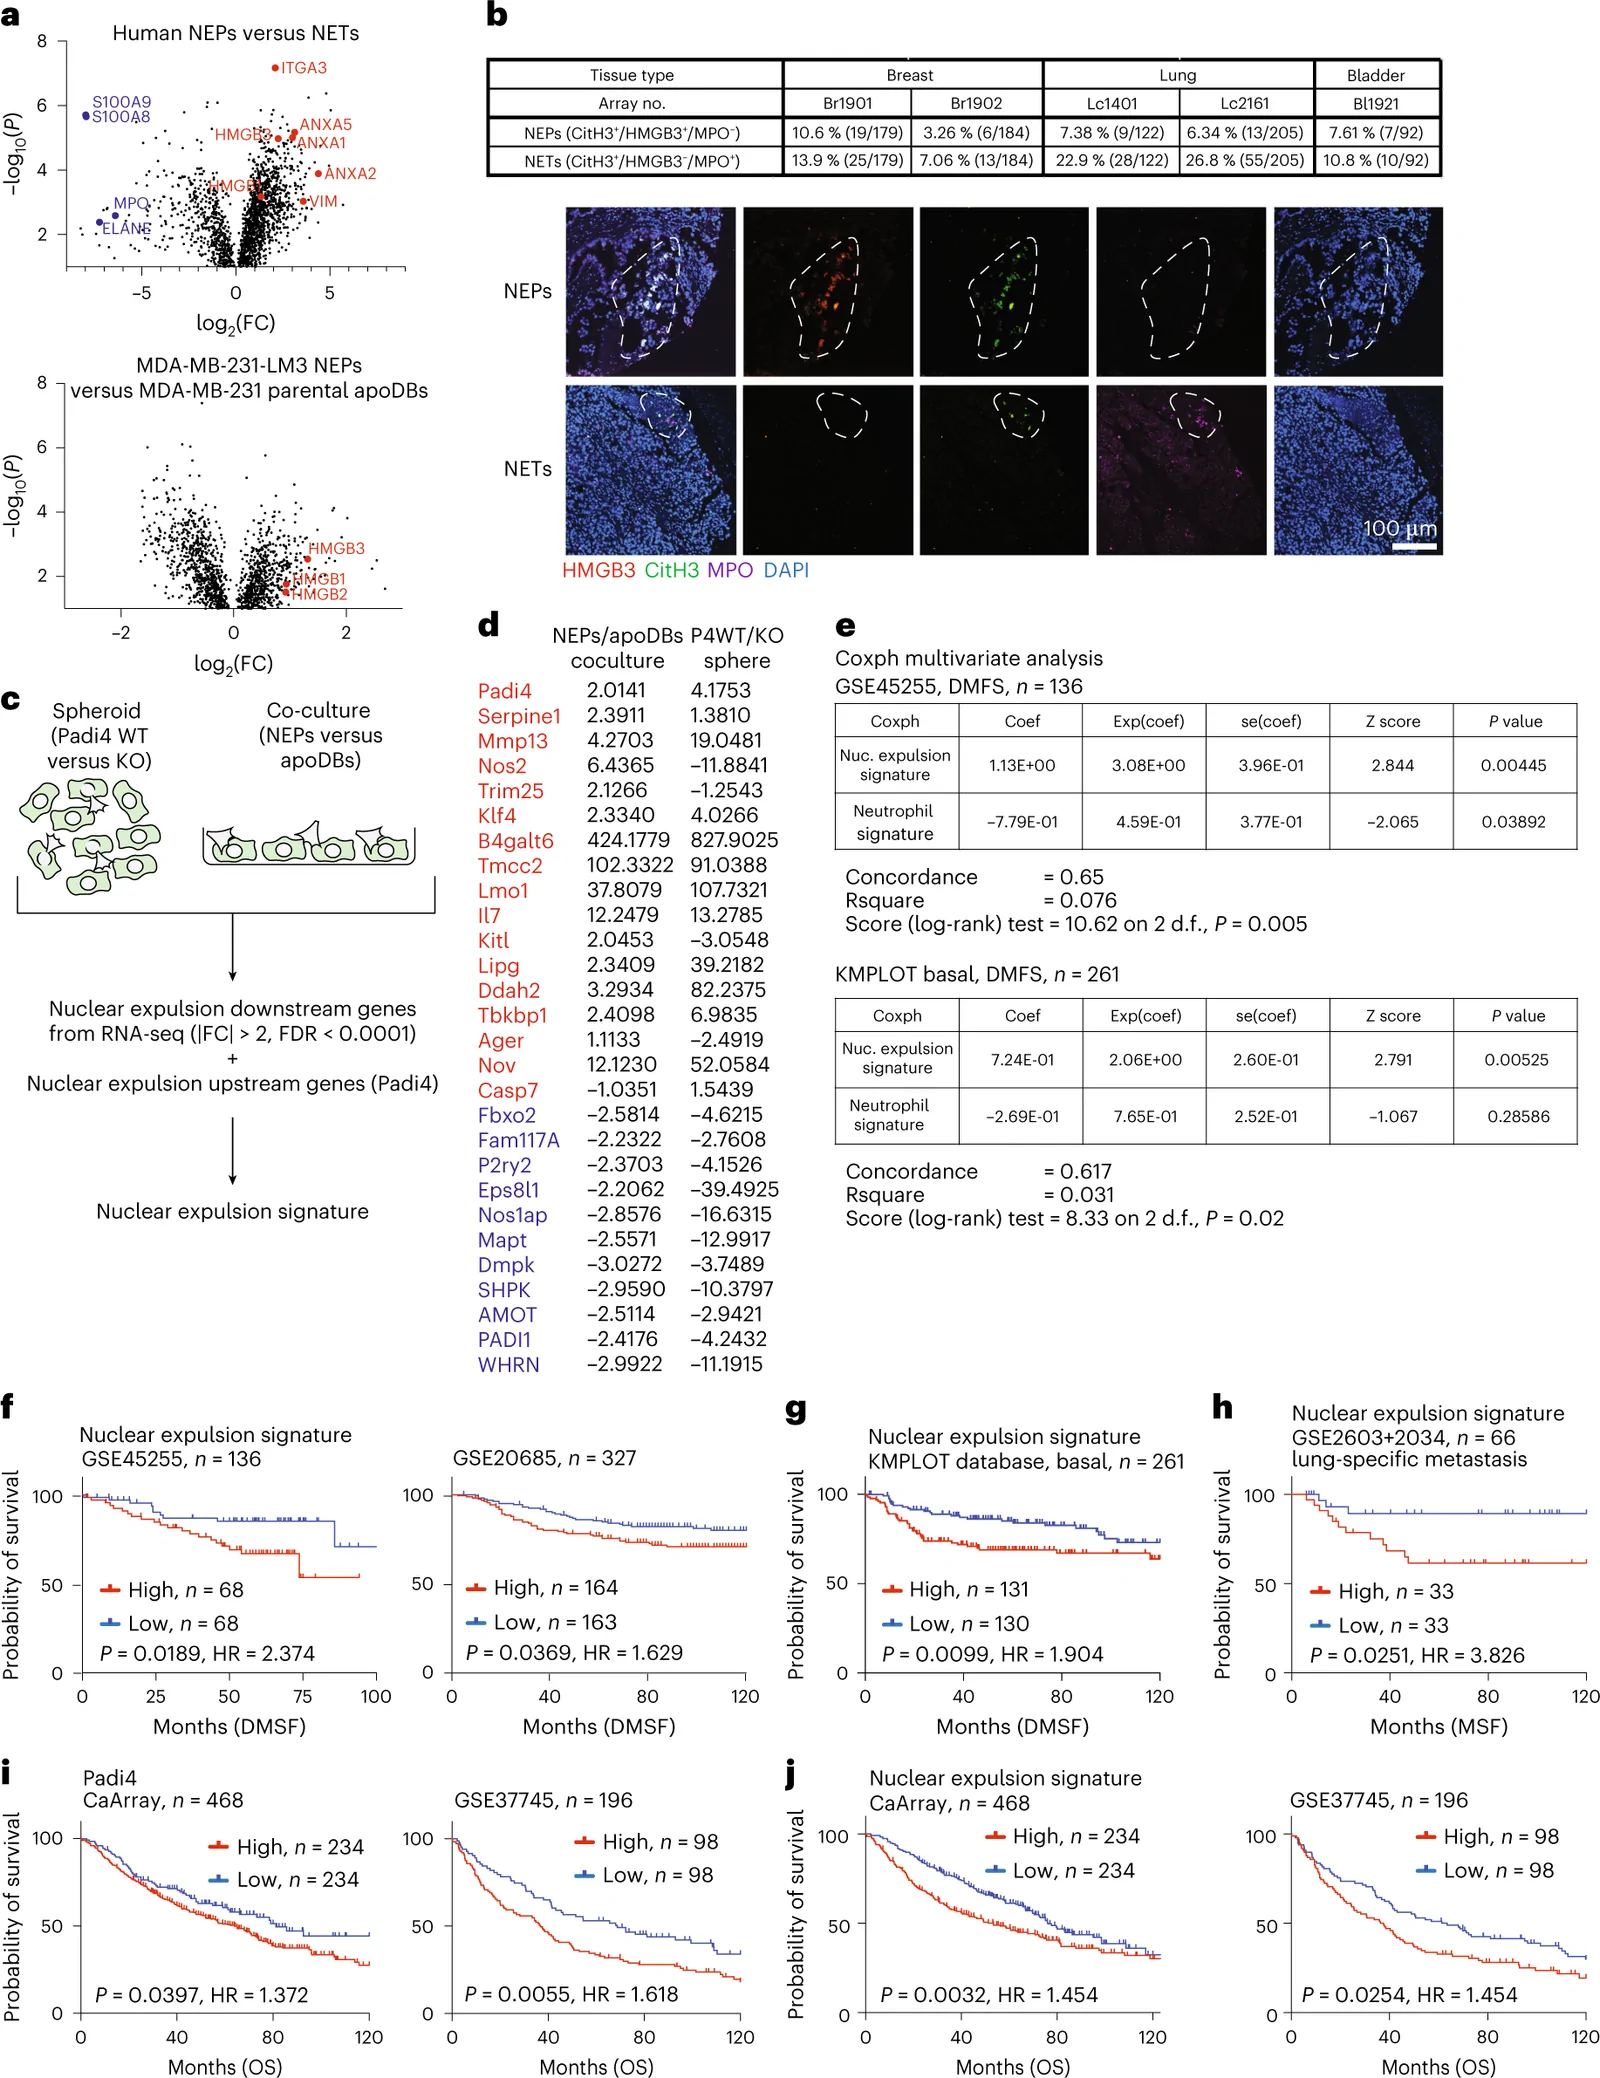
Nuclear expulsion molecular signature correlate with poor prognosis. **a**, Volcano plots of proteomics analysis −log_10_(*P*) versus the log_2_ expression levels comparing MDA-MB-231-LM3 NEPs with NETs (top) or apoDBs (bottom) from MDA-MB-231. Mass spectrometry was performed using biologically independent samples (*n* = 3). **b**, Quantification of NEPs and NETs in patient tumor tissue arrays from multiple types of cancers. CitH3^+^HMGB3^+^ or CitH3^+^MPO^+^ were stained for NEPs and NETs, respectively. Representative images of NEPs (top) and NETs (bottom) are shown. Dashed lines represent NEP or NET boundaries. **c**, Schematic design for generating nuclear expulsion signature. **d**, List of nuclear expulsion molecular signature and fold change in two experimental conditions from RNA-seq. **e**, Multivariate analysis for DMFS in patients with breast cancer from GSE45255 (top) or KMPLOT (bottom) database. Nuclear expulsion signature and neutrophil signature were used as covariates for the Cox proportional hazard model. **f**, DMFS with high or low nuclear expulsion signature in patients with breast cancer from the GSE45255 (left) or GSE20685 (right) datasets. **g**, DMFS with high or low nuclear expulsion signature in basal type of patients with breast cancer from KMPLOT database. **h**, Lung-specific metastasis-free survival (lung-MFS) of patients with TNBC with high or low nuclear expulsion signature within GSE2603+2034 dataset. **i**,**j**, Overall survival (OS) of patients with lung cancer with high or low Padi4 (**i**) or with high or low nuclear expulsion signature (**j**) from CaArray (left) and GSE37745 (right). All *P* values are based on log-rank (Mantel–Cox test).

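All 28 genes of Fig. 7d were found in the authors' deposited limma tables of NEPs against apoDBs and of Padi4 WT against Padi4 KO spheroids, and all 56 fold changes of the figure equal the tables' values at 2 digits. The authors also compared Padi4 KO cells with NEPs, and Padi4 KO cells with apoDBs, against Padi4 KO cells with vehicle, and these comparisons were read for the same genes. False discovery rates (FDR) were computed here from the tables' p-values by the Benjamini-Hochberg method over all genes of a table. Of the 28 genes, 26 moved in the same direction against vehicle as against apoDBs when NEPs were added, 25 of them with an FDR below 0.05, and 2 moved in the other direction. These comparisons share the samples with NEPs, and the genes were chosen on NEPs against apoDBs in the same samples, so the directions are not independent of each other, and no value for unchanged genes was computed. With apoDBs, 24 of the genes are in the table against vehicle, and 11 had an FDR below 0.05. The median size of the log2 fold change against vehicle was 1.46 with NEPs over 28 genes and 0.35 with apoDBs over 24 genes, values that are not independent of how the genes were chosen. Padi4, listed as ENSMUSG00000025330.6, lies on chromosome 4 of GRCm38 from 140745865 to 140774236 in GENCODE M21. Its fold change in the authors' deposited table of NEPs against apoDBs was 2.01, with an FDR of 1.19e-06. Against vehicle, the authors' deposited tables give Padi4 a log2 fold change of 0.15 with NEPs, with an FDR of 0.109, and of -0.84 with apoDBs, with an FDR of 0.000324. In 4 of the 24 genes, apoDBs moved expression against vehicle in the direction opposite to NEPs against apoDBs with an FDR below 0.05.

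**Figure D1:**
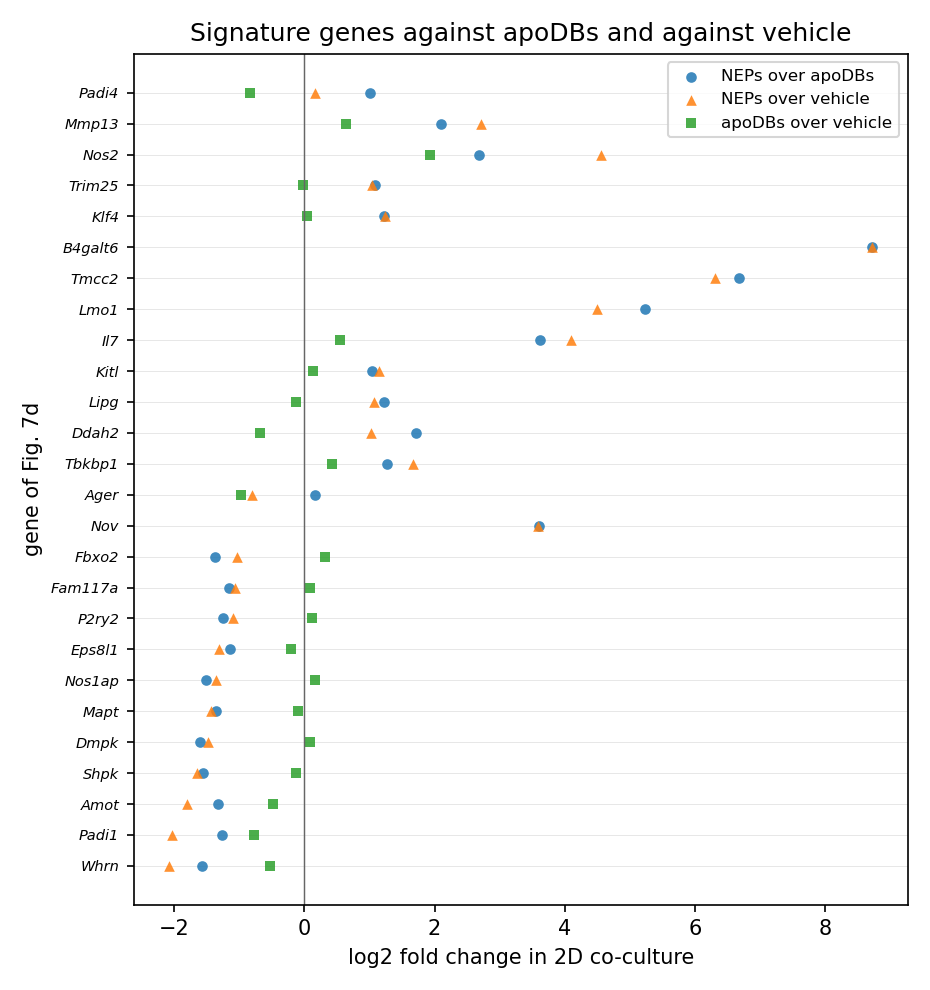
Log2 fold change (horizontal axis) of 26 of the genes of Fig. 7d (vertical axis) in 3 comparisons of 2D cultures of Padi4 KO cells, from the authors' deposited tables. Circles are NEPs over apoDBs, triangles NEPs over vehicle and squares apoDBs over vehicle, a comparison that lacks 4 of these genes; for Padi4, the triangle sits at 0.15 and the square at -0.84.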

We further investigated the correlation of NEPs with clinical prognosis using various breast and lung cancer patient cohorts. First, an increase in Padi4 expression was observed in matched metastases versus primary tumors (Extended Data Fig. 10a). The basal subtype but not the luminal or Her2^+^ breast cancers showed significant correlation of Padi4 expression with distant metastasis-free survival (DMFS) (Extended Data Fig. 10b,c). Notably, Padi4-high groups showed a decreased DMFS specifically for lung but not for brain, bone or liver metastasis in patients with triple negative breast cancer (TNBC) (Extended Data Fig. 10d). Other Padi family genes did not show similar survival correlation in the same cohort (Extended Data Fig. 10e). 

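Mouse 4T1 breast cancer cells were sequenced in 5 conditions with 3 samples each, 15 samples in all. In 2D culture with 2% FBS, Padi4 KO recipient cells received NEPs, apoDBs or vehicle. NEPs were made from Padi4 WT donor cells and apoDBs from Padi4 KO donor cells, both with an inducible caspase-9 (iCasp9), and the material of 5000 donor cells was given per 500 recipient cells. The genotype of the recipient cells is taken from the Methods. For spheroids, Padi4 WT or Padi4 KO cells were kept for 3 d in ultralow attachment plates and for a further 7 d in 75% Matrigel. The authors' deposited tables, which they made with limma, give for each gene a signed fold change, in which a ratio below 1 is written as minus its inverse, and a p-value that is not adjusted. The table of Padi4 WT against Padi4 KO spheroids holds 14053 genes and that of NEPs against apoDBs 13419 genes. The tables against vehicle hold 13541 genes for NEPs and 13307 genes for apoDBs. Fold changes were put on the log2 scale. The p-value was below 0.05 for 59.9% of the genes with NEPs against apoDBs and for 55.2% of the genes in spheroids. Against vehicle it was below 0.05 for 60.8% of the genes with NEPs and for 53.8% with apoDBs. Values per sample were not analysed here, so the depth behind each fold change and the spread between the 3 samples of a condition are unknown, and a call rests on the authors' limma test. Over the 12929 genes in all 3 tables of 2D cultures, the log2 fold change of NEPs against apoDBs differed by a median of 0.00565 from the difference between the 2 comparisons against vehicle.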

Second, to establish a nuclear expulsion signature, we performed RNA-seq on two in vitro systems: the spheroid culture of Padi4^WT^ and Padi4^KO^ cells and Padi4^KO^ cells co-cultured with NEPs or apoDBs (Fig. 7c). The combination of the differentially expressed genes shared by both spheroid culture and 2D co-cell culture with genes upstream of apoptosis-induced nuclear expulsion such as Padi4, was used as our nuclear expulsion signature (Fig. 7d). 

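Both comparisons cover 12999 genes. Among them, 255 genes with NEPs against apoDBs and 530 genes in spheroids had an absolute log2 fold change above 2 with an FDR below 0.0001, and 50 genes met both limits in both comparisons. Independent lists of these sizes would share 10.4 genes on average (odds ratio 6.23, p = 6.52e-21, two-sided Fisher's exact test, with genes that are not independent of each other). Of the 50 genes, 46 were higher with NEPs and in Padi4 WT spheroids, 3 were lower in both, and Cyp24a1, named after its values were seen, was lower with NEPs and higher in Padi4 WT spheroids. Direction in 1 comparison was related to direction in the other (98% in the same direction, p = 0.000204, two-sided Fisher's exact test). This p rests on the 3 lower genes. Of the 50 genes, 28 have no value for apoDBs against vehicle, and genes near absent in Padi4 KO cells can only be called higher in both, which also adds to the overlap. With a fold change above 2, 75 genes were higher in both, 54 lower in both, and 8 and 6 moved in opposite directions. The setting that changed the count of shared genes by the largest ratio put apoDBs against vehicle in place of NEPs against apoDBs. It gave 5 shared genes, all of which moved in opposite directions. The largest count, 280, came from an unadjusted p below 0.0001 with a fold change above 2, a setting chosen after seeing the data. With NEPs against vehicle there were 59 shared genes. Across all genes, which are not independent replicates, Spearman's rho between the log2 fold changes of NEPs against apoDBs and of spheroids was 0.187 (95% bootstrap interval over genes, 0.168 to 0.206). The same measure was 0.337 (0.320 to 0.354) for NEPs against vehicle and 0.185 (0.167 to 0.204) for apoDBs against vehicle.
Ranked by the smaller of both log2 fold changes, the 5 highest genes among those higher in both were B4galt6, Sdpr, the processed transcript ENSMUSG00000084803, Dclk2 and Cachd1. B4galt6 (ENSMUSG00000056124.5; chromosome 18 of GRCm38, 20684599 to 20746404 in GENCODE M21) had a fold change of 424 with NEPs against apoDBs and of 828 in spheroids in the authors' deposited tables, with FDRs of 2.08e-07 and 8.29e-05. The other genes of this group had fold changes from 227 to 496 with NEPs and from 183 to 1557 in spheroids in the authors' deposited tables. Of the 50 shared genes, 28, these 5 included, are not in the table of apoDBs against vehicle, and a fold change of this size against a group with few reads depends on an offset that the tables do not give. The genes lower in both were Atp6v1b1, Lrrc26 and Ivl. Lrrc26 (ENSMUSG00000026961; chromosome 2, 25289915 to 25291180) had a log2 fold change of -3.24 with NEPs against apoDBs and of -4.40 in spheroids in the authors' deposited tables, with FDRs of 1.29e-05 and 3.83e-05. Against vehicle, the authors' deposited tables give Lrrc26 a log2 fold change of -1.63 with NEPs and of 1.64 with apoDBs, with FDRs of 0.00123 and 0.000367. The authors' deposited tables give Atp6v1b1 a signed fold change of -6.95 with NEPs and of 2.55 with apoDBs, with FDRs of 0.000983 and 0.000569. The authors' deposited tables give Ivl a log2 fold change of 0.12 with NEPs, with an FDR of 0.743, and of 2.30 with apoDBs, with an FDR of 0.00016.
From the genes shared by the spheroid and co-culture comparisons, together with genes that it places upstream of nuclear expulsion, the paper defines a signature. Its Methods also name gene function and the clinical relevance of single genes as grounds for the choice. The paper then carries the signature into patient cohorts (Fig. 7e).

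**Figure D2:**
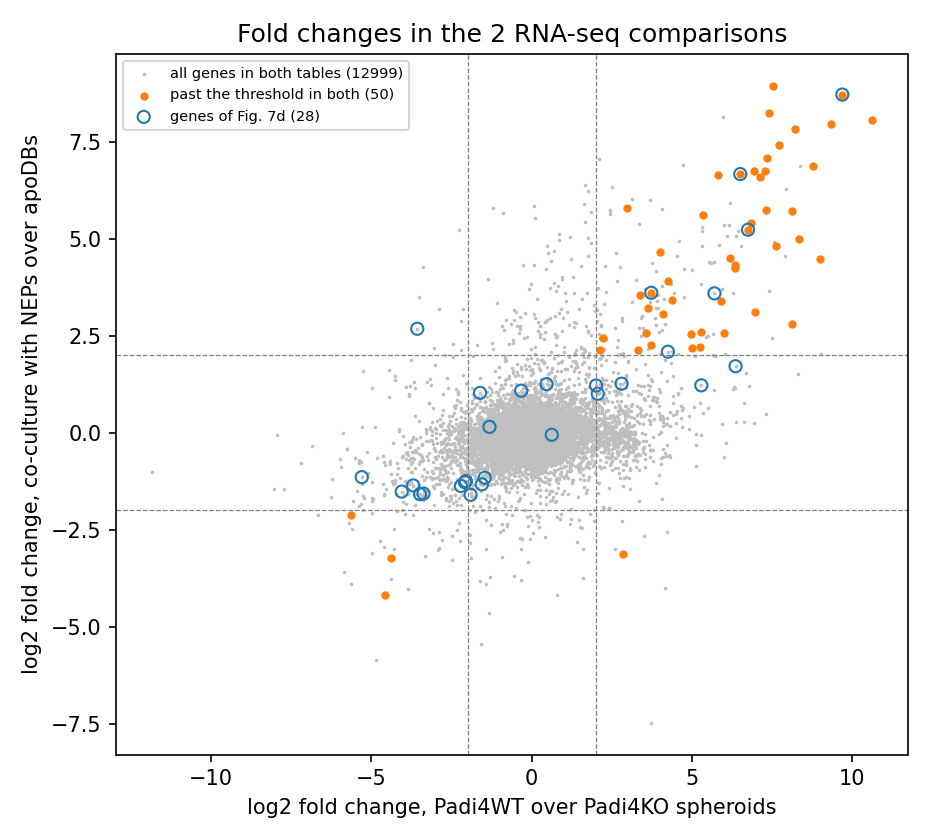
Log2 fold change of NEPs over apoDBs in 2D co-culture (vertical axis) against that of Padi4 WT over Padi4 KO spheroids (horizontal axis), 1 point per gene, for the 12999 genes of both tables. Filled points are the 50 genes past the threshold in both, 46 of them at the upper right, open circles are the 28 genes of Fig. 7d, and dashed lines mark log2 fold changes of -2 and 2.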

Using a Cox proportional hazards model for multivariate analysis within patients with breast cancer, we found that the nuclear expulsion signature correlated with metastatic risk independent from the neutrophil signature published (Fig. 7e)^29^. Consistently, the elevated nuclear expulsion signature clearly correlated with decreased survival in two independent breast cancer cohorts (Fig. 7f). In addition, the nuclear expulsion signature also predicted decreased survival in basal or patients with TNBC that was specific for lung but not for brain, bone or liver metastasis (Fig. 7g,h and Extended Data Fig. 10f). Notably, both Padi4 and the nuclear expulsion signature showed worse overall survival specific for patients with lung cancer (Fig. 7i,j). Together, these clinical studies support our hypothesis that apoptosis-induced nuclear expulsion in tumor cells promotes metastatic outgrowth.

## Discussion

Our studies demonstrate that Padi4-expressing apoptotic cancer cells undergo nuclear expulsion and release a DNA/protein structure or NEPs that promotes metastatic outgrowth. Thus, dying cancer cells have a beneficial effect on nearby live cancer cells through an unreported chromatin-bound S100a4. Separation of S100a4 from chromatin diminished the effect of NEPs. In addition, targeting NEPs using DNase, monoclonal antibody S100a4 or sRAGE decreased tumor outgrowth.

Tumor cell-derived NEPs have distinctive components and mechanisms. Chromatin-bound S100a4 mediates NEPs effect on metastatic outgrowth and has not been found to be attached to NETs; and tumor cell NEPs do not have NET-associated enzymes such as NE or MPO, which are essential for NET functions. In addition, apoptosis is critical for nuclear expulsion induction in tumor cells, which is not thought to induce NET formation^30,31^. Furthermore, the effect of NETs on cancer are mostly associated with highly inflamed conditions such as LPS inhalation or smoking to affect lung metastases^15,16,32^, whereas NEPs occur in tumor-bearing conditions without artificial stimulation. Notably, when compared side by side, tumor-specific, but not myeloid-specific, Padi4 deletion substantially decreased lung metastasis (Fig. 3h). For clinical relevance, our nuclear expulsion signature correlates with metastatic risk but not a previously published neutrophil signature (Fig. 7f). We thus caution the cause-and-effect conclusion of NETs on tumor progression.

We first identified that Padi4 is necessary for nuclear expulsion-mediated metastatic outgrowth, which is consistent with the observation that Padi4 promotes lung metastasis through an extracellular chromatin network^33^. Second, we found that either apoptosis or ionophore-mediated calcium influx could activate Padi4. Endoplasmic reticulum calcium channels are critical for calcium regulation during apoptosis^34–36^; however, whether this plays a role in the promotion of apoptosis-induced nuclear expulsion needs further investigation. Third, caspase activation and the accompanied calcium spike are essential for apoptosis-induced nuclear expulsion. The molecular characterization of nuclear expulsion here and above is only a start. It is perceivable that there may be other forms of cellular processes where the nuclear content is expelled into the extracellular space and in many cell types other than tumor cells. Thus, it is tempting to use this new nomenclature of nuclear expulsion and NEPs broadly, covering tumor cells, neutrophils and other cell types, for better clarity in characterization and scientific understanding.

Nuclear expulsion enhanced metastatic outgrowth, but it did not increase the number of metastatic nodules, suggesting it has a higher impact on the micro- to macro-metastasis transition. Chromatin-bound S100a4’s effect on metastatic outgrowth is quite different from intracellular S100a4, which normally plays a role in tumor motility^37,38^. Perhaps this specific effect of S100a4 could be due to its extracellular attachment to chromatin, which may increase the avidity of S100a4 signaling through RAGE on nearby tumor cells. Of note, HMG family proteins such as HMGB1, HMGB2 and HMGB3 are elevated in human tumor cell NEPs in contrast to S100a4 in mice suggesting that NEP signaling through the RAGE pathway may be conserved between mice and humans. In support of this, blocking the RAGE pathway by sRAGE or HMG family knockdown also impacted the effect of human tumor cell NEPs on tumor growth, suggesting that this pathway is shared between mice and humans. RAGE blockade could have a good clinical utilization as *AGER*, a gene encoding the RAGE receptor was found specifically expressed in patients with basal type breast cancer^20^. Our data suggest that Padi4 inhibition or RAGE signaling blockade provides alternative therapeutic options for TNBC that currently lacks effective treatments.

The significance of nuclear expulsion in a clinical therapeutic setting has yet to be realized. Chemotherapy and radiation are known to induce massive amounts of apoptosis and it is well documented that chemotherapy can enhance metastasis and relapse^39–43^. Our observation warrants the need to determine the effect nuclear expulsion can have during treatment and if it contributes to relapse, resistance and therapy-induced metastasis. We anticipate that a combination treatment of chemotherapy and drugs that block the metastasis-promoting effects of nuclear expulsion, such as sRAGE, should be tested in the future.

## Methods

### Mice

BALB/c and C57Bl/6 mice (female, 6–8 weeks old) were purchased from Charles River. Nu/nu and NOD-SCID mice (female, 6–8 weeks old) were purchased from The Jackson Laboratory. The Padi4 flox/flox mouse line was obtained from the Center for Advanced Preclinical Research at the National Cancer Institute (NCI). Padi4 flox/flox mice were bred with LysM-Cre (B6.129P2-Lyz2tm1(cre)Ifo/J) mice from The Jackson Laboratory to generate the Padi4 deletion in myeloid cells (Padi4^MyeKO^). All animal protocols were approved by NCI’s Animal Care and Use Committee, protocol no. LCBG007. A 12-h light–dark cycle was used and temperatures of 65–75 °F (~18–23 °C) with 40–60% humidity were maintained.

### Cell lines

Murine 4T1, 67NR, 167FARN, 4T07 and EO771, as well as human MDA-MB-231 cell lines were purchased from the American Type Culture Collection. A highly metastatic EO771 cell line, EO771-LM4, was established from metastatic lung nodules using four sequential rounds of EO771 tumor transplantation. EO771-LMB, which is another highly metastatic cell line of EO771, was gifted by R.L. Anderson. A highly lung metastatic MDA231-lung met-3 (LM3) was also established from metastatic lung nodules by additional enrichment from MDA-MB-231 LM2 and BrM2 cell line, which was gifted by J. Massague. PC9, a human lung cancer cell line, was gifted by J. Amann and D. Carbone. RT112 and SW780 cells were gifted by P.K. Agarwal. Cells were cultured in DMEM supplemented with 10% heat-inactivated FBS, 500 U ml^−1^ penicillin and 500 mg ml^−1^ streptomycin at 37 °C in a humidified atmosphere containing 5% CO_2_ and confirmed to be *Mycoplasma* negative.

### Padi4 knockout and knockdown

4T1 or EO771 cells were transduced with Pspcas9-2A-puro-px459 (Addgene 48139) constructs containing each of Padi4 single-guide RNAs designed by F. Zhang’s laboratory, which was followed by 2 μg ml^−1^ puromycin selection for 2 d. Immunoblotting and genotyping were used for verifying gene knockout. Primers are listed in Supplementary Table 3.

For Padi4 knockdown, the 4T1 cells were transduced with lentiviral particles in 8 μg ml^−1^ of polybrene for 5 h. After 1 d, cells were selected by 2 μg ml^−1^ of puromycin for 3 d. For Padi4 knockdown, Mission shRNAs (Sigma, TRCN0000101831 and TRCN000101833) were used.

### iCasp9-transduced cell line generation

The 4T1 Padi4^WT^ or Padi4^KO^ tumor cells were transduced with an iCasp9 vector that was made using a Gibson (NEB E5510S) kit and the iCasp9 gene from the EF1α-iCasp9-hΔCD19 vector^44^ was cloned into a pLV-EF1a-IRES-Blast backbone (Addgene 85133).

### Spontaneous or experimental metastasis and intrathoracic lung metastasis model

For orthotopic metastasis, the 2.0 × 10^5^ 4T1 or E0771-LMB/LM4 mammary tumor cells were injected into the no. 2 MFP. The number of lung metastases were evaluated after 4–5 weeks by Indian ink staining. Tumor volume was calculated as tumor volume (mm^3^) = (length in mm) × (width in mm)^2^ × 0.5. The maximal tumor volume permitted by the protocol was 3,000 mm^3^ and the maximum permitted tumor burden was not exceeded.

For experimental metastasis, the 1 × 10^5^ 4T1 cells were injected through the tail vein. The number of metastatic nodules in lung was evaluated at indicated time points by Indian ink staining.

For intrathoracic lung metastasis, the mixture of 2 × 10^4^ luciferase-expressing 4T1 cells and equivalent NEPs or apoDBs were intrathoracically injected into the left lung. The amounts of NEPs or apoDBs are shown in the ‘Preparation of NEPs or apoptotic debris from tumor cells’ section; these were injected directly into the left side of the lungs. Luminescent signals of metastases burdens were imaged with an IVIS system after retro-orbital injection of luciferin. In vivo Padi4 inhibition was achieved using intraperitoneal administration of GSK-484 (4 mg kg^−1^) into a 4T1 MFP mouse model. DNase I (10,000 U kg^−1^) or sivelestat (an elastase inhibitor, 50 mg kg^−1^) was used for blocking DNA-based structures for both NEPs and NETs or only NETs, respectively.

For in vivo NEP depletion, anti-mouse S100A4 (6B12, 100 μg per mouse) or mouse IgG1 isotype control (MOPC-21, 100 μg per mouse) as well as soluble RAGE peptide (10 μg per mouse) were intraperitoneally injected every other day after intrathoracic injection of tumor cells. All mice were randomized before treating with drugs or NEPs. No statistical method was used to predetermine sample size and no data exclusions were used.

### Flow cytometry

Lungs were collected from mice that received co-injection of tumor cells with NEPs or apoDBs. Lungs were minced and incubated with dissociation buffer (plain DMEM containing 1 mg ml^−1^ of collagenase, 120 μg ml^−1^ of dispase and 0.15 mg ml^−1^) for 45 min with rotation (150 r.p.m. at 37 °C). Dissociated tissues were then filtered by 70-μm cell strainer and washed with MACS buffer (PBS containing 2% FBS and 1 mM of EDTA). Red blood cells were removed by incubation with ACK buffer. After washing with MACS buffer, cells were resuspended with MACS buffer containing 7AAD, followed by staining with primary antibodies. Antibody information is included in the Reporting summary. Data were analyzed with FlowJo and gating strategies are shown in Supplementary Fig. 1.

#### Cell cycle analysis

Padi4^WT^ or Padi4^KO^ cells (3 × 10^5^) were seeded into six-well plates and allowed to grow for 24 h. Cells were then, incubated with 5 μM 5-ethynyl-2'-deoxyuridine (EdU) for 1 h After incubation, cells were detached and fixed with 70% ethanol for 2 h at −20 °C. Fixed cells were washed and subjected into Click-iT EdU Alexa Fluor 647 Flow Cytometry Assay kit followed by incubation with propidium iodide and RNase. Flow cytometry was used to measure distribution of the cell cycle.

### Imagestream

H2B-GFP-tagged Padi4WT or Padi4KO 4T1 cells were injected through the tail vein and the lungs were collected 24 h after injection. Dissociated cells were then stained with Magic Red active caspase-3/7 (Abcam, ab270771) and Alexa Fluor-647-conjugated CitH3 (Abcam, ab237374). The fluorescence intensities were measured with Amnis ImageStream MkII (Luminex Corporation). The images were generated and analyzed by INSPIRE software (Luminex Corporation).

### Immunoblotting

For detecting citrullination of cells upon treatment with A23187 ionophore, Raptinal or AP1903, cells were seeded, starved and treated with 2 μM, 10 μM or 5 nM of the above drugs for 2, 6 and 4 h, respectively. For checking cell death signals, including Gsdm D/E, Mlkl, caspase-3 or Parp1, cells were starved overnight and treated with A23187 ionophore, Raptinal or AP1903 and Shikonin (10 μM) for 6 h and 12 h. For necroptosis induction, the starved and TNF-α-primed (4 h) 4T1 tumor cells were treated with pan-caspase inhibitor QVD-OPh (10 μM) before Navticlax (10 μM) addition. For pyroptosis induction, LPS (1 μg ml^−1^)-primed 4T1 or Raw264.7 cells were treated with Nigericin (10 μM) or 4T1 or Raw264.7 cells were treated with Val-boroPro (10 μM). AC-YVAD-cmk (10 μM) was used to block caspase-1-dependent pyroptosis. For caspase-11-dependent pyroptosis induction in the 4T1 or Raw264.7 cells, LPS transfection by Lipofectamin was performed. Cells were collected and incubated with Triton Extraction Buffer (TEB; PBS containing 0.5% Triton X-100 (v/v), 0.02% (w/v) NaN3) at a cell density of 10^7^ cells per ml for 10 min. Cells were then centrifuged and resuspended in 0.2 N HCl at a density of 4 × 10^7^ nuclei per ml for 16 h. Supernatants were neutralized by 2 M NaOH at 1:10 of the volume of the supernatant and used for further western blot. A NE-PER Nuclear and Cytoplasmic Extraction kit (Thermo, cat. no. 78835) was used for collecting nuclear or cytosolic extracts per manufacture instruction. Whole cell lysates were collected using RIPA lysis buffer (20 mM, pH 7.4, Tris-HCl, 150 mM NaCl, 1 mM EDTA, 0.01% NP-40, 0.01% Triton X-100 and 0.5% of deoxycholate). Antibodies used in this study are listed in the Reporting summary. Image Lab v.6.0.1. was used for analyzing images.

### Immunofluorescence

The tumors and lungs were surgically resected, incubated in 4% paraformaldehyde at 4 °C overnight, embedded in OCT and sliced into 10-μm thick increments. For staining tissue arrays, slides were deparaffinized and antigen retrieval was performed with citrate buffer (H-3300, Vectorlab). Hmgb3 or Mpo with CitH3 were used for staining NEPs or NETs, respectively. Quantitation analysis of colocalization between Hmgb3 or Mpo and CItH3 was performed using the Manders’ overlap coefficient in the JACoP plugin for ImageJ^45^. Breast (Br1901 and Br1902), lung (Lc1401 and Lc2162) and bladder (Bl1921) samples were purchased from Biomax. For staining in vitro co-culture tumor cells with NEPs, cells were seeded in a chamber slide for 24 h. NEPs prepared from the iCasp9 system were added to the culture medium for 24 h. Co-cultured cells were fixed by 4% paraformaldehyde, immunofluorescence stained and followed by microscopic analysis with a Nikon SORA microscopy system. Quantification was performed blind. Antibodies used in this study are listed in the Reporting summary.

### Time-lapse imaging

Cells were cultured in DMEM + 10% FBS for 48 h and serum-starved 16 h before imaging with a final confluency around 70%. Medium was changed to Fluorobite DMEM before imaging. Epifluorescence images were taken on a Nikon Ti-ZE microscope with a Hamamatsu Flash 4 V3 at ×20 at 37 °C in 5% CO_2_. Confocal images were taken on a Nikon SoRa Spinning Disk with a Photometrics BSI sCMOS camera at ×20 at 37 °C in 5% CO_2_. Custom MATLAB scripts were used for tracking the cells and for analysis.

### Expulsion algorithm

For each cell trace we found the numerical gradient of the nuclear expansion over different intervals of time to determine the maximum increase in size or expulsion. To find a threshold above which a cell is deemed to have gone through nuclear expulsion, a receiver operating characteristic curve was implemented with Padi4^WT^ cells as the positive condition and Padi4^KO^ cells as the negative. All original code has been deposited at Figshare at https://doi.org/10.6084/m9.figshare.14832234.

### Calcium tracking

Cells were incubated with X-Rhod-1AM (Thermo, X14210) at a 1:4,000 dilution for 10 min, washed twice with PBS and the cells were imaged in widefield at ×10 with the cells in serum-free medium. Using our custom MATLAB tracking software we masked every cell using the H2B:GFP signal and measured the calcium inside this area.

### Preparation of NEPs or apoptotic debris from tumor cells

Cells were cultured in DMEM + 10% FBS and allowed to grow to 90% confluence followed by serum starvation for 16 h. Cells were detached, washed with PBS three times and were then resuspended with 1 ml 1 mM CaCl_2_ containing DPBS for mouse cells or RPMI for human cells and plated at a concentration of 1 × 10^7^ per ml on a 12-well plate. Raptinal or A23187 ionophore was added for 4 h for mouse cells and 11 h for human cells to induce nuclear expulsion. For NEPs or apoDBs with Hmg family knockdown, 20 nM of each siRNA for Hmgb1, Hmgb2 and Hmgb3 was transfected using Lipofectamine 3000 into iCas9-carrying MDA-MB-231 cells. With a treatment of 8 nM AP1903, iCasp9-transduced Padi4^WT^ or Padi4^KO^ cells were used for enriching NEPs or apoDBs, respectively. NEPs or apoDBs were added to recipient cells in the following amounts, co-culture (NEPs/apoDBs from 5,000 cells to 500 recipient cells), sphere formation (NEPs/apoDBs from 30,000 cells to 2,000 recipient cells) and intrathoracic injection (NEPs/apoDBs from 200,000 cells to 20,000 recipient cells). BCA assay was used to verify NEPs and apoDB concentration. For proteomics, following incubation with drugs, NEPs were additionally treated with 10 units of MNase for 10 min to solubilize attached proteins. Samples were centrifuged at 5,000*g* for 5 min. The cleared supernatant was then stored at −80 °C.

### Preparation of NETs for proteomics

Neutrophils were isolated as previously described^46^. In a 12-well plate in 1 ml RPMI (Thermo, 11835030) 1 × 10^7^ neutrophils from three separate patients were stimulated with ionophore for 4 h. Carefully, 900 μl of the supernatant was removed and 300 μl of RPMI with 10 units of MNase was used to treat NET samples for 10 min. The sample was centrifuged at 5,000*g* for 5 min. The cleared supernatant was then stored at −80 °C.

### NEPs LC–MS proteomics

For TCA precipitation and trypsin digestion, 100% TCA was added to 10 μg of protein in 100 μl of H_2_O and incubated on ice for 1.5 h. The samples were centrifuged and supernatants removed. Thermo EasyPrep digestion kit (PNA40006) was used to solubilize the pellet in which the pellets were resuspended in 100 μl of the lysis buffer, with addition of 10 μl 1 M HEPES, pH 8.0. The samples were sonicated in a 37 °C water bath for 10 min, resulting in no visible pellet. BCA was used to determine protein concentration. Then, 50 μl of reduction solution and 50 μl of alkylation solution from the kit were added and the samples were incubated for 10 min at 95 °C and then allowed to cool to room temperature. Then, 500 μl of enzyme reconstitution solution was added to each vial of 100 μg trypsin/Lys-C, then added to 50 μl of each sample and incubated at 37 °C for 3 h.

For TMT labeling, trypsinized samples were labeled with the designated TMTpro label. The label stocks were 3 μg μl^−1^ in 100% ACN and 40 ul of the designated label was added to the samples for a ratio of 10:1 (label:peptide) and incubated for 1 h at room temperature. The TMTpro reagents were quenched with 50 μl of 5% hydroxyamine, 20% formic acid and incubated for 10 min at room temperature. Then, 1 μg of peptide from each sample was taken and mixed together in a clean tube. The cleanup columns from the EasyPrep kit were used for all 16 samples, which were then dried in the speedvac and stored at −80 °C.

For LC–MS analysis of TMT-labeled samples, the TMT-labeled pellet was resuspended in 40 μl of 0.1% GA and 10 μl was injected 3× on the QE-HF using a 2-h gradient. Raw files were searched in PD2.4 using the Reporter Quan nodes. Pathway analysis of the samples was performed using Gene Set Enrichment Analysis v.4.0.3 using the pre-ranked functionality was calculated using the formula 1 / *P* value for the different comparisons.

### NEP purification using dialysis

Dialysis tubes (300 kD, Spectra, 131450) were prepared according to the manufacturer’s instructions and equilibrated in 20 mM HEPES. NEP samples were added to the tubes and placed in 4 °C in 100 ml 20 mM HEPES. NaCl concentration was gradually increased up to 200 mM using a peristaltic pump over 16 h. Samples were equilibrated back to physiological salt conditions in 1-kD dialysis tubes (Spectra, 131090) over 4 h.

### RNA-seq and generation of the nuclear expulsion gene signature

RNA was extracted from Padi4^KO^ cells co-cultured with NEPs or apoDBs, as well as Padi4^WT^ or Padi4^KO^ spheroids using Zymo Quick-DNA/RNA Miniprep. Samples were sequenced on an Illumina NextSeq. Quantification, quality control, differential expression and pathway analysis were performed using the CCBR Pipeliner (https://github.com/CCBR/Pipeliner).

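At an absolute log2 fold change above 2 and an FDR below 0.0001, computed here from the authors' limma p-values over all genes of a table, 296 genes were called with NEPs against apoDBs, of which 267 were higher and 29 lower with NEPs. In spheroids, 569 genes were called, with 357 higher and 212 lower in Padi4 WT cells. Fig. 7c prints the limit as an absolute fold change above 2, which is an absolute log2 fold change above 1. With that limit and the same FDR, the calls numbered 652 with NEPs against apoDBs and 714 in spheroids, and 143 genes were called in both. Under it, 90.2% of the shared genes moved in the same direction. At the log2 limit of 2, an FDR below 0.05 in place of 0.0001 gave 427 calls with NEPs against apoDBs, 1677 in spheroids and 185 in both.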

To generate the nuclear expulsion signature, we identified 200 genes that were differentially expressed in both the co-culture and spheroid groups by selecting genes that were upregulated using log_2_(FC) > 2 or downregulated using log_2_(FC) < −2 and both with FDR < 0.0001. Among these 200 genes, 28 genes were selected as nuclear expulsion signature by gene function, upstream or downstream of nuclear expulsion and single gene clinical relevance. 

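Of the 28 genes of Fig. 7d, 7 passed an absolute log2 fold change above 2 with an FDR below 0.0001 with NEPs against apoDBs, 9 passed it in spheroids, and 4 passed it in both. The 4 genes, named after their values were seen, were B4galt6, Tmcc2, Lmo1 and Il7. Il7 (ENSMUSG00000040329; chromosome 3 of GRCm38, 7569994 to 7613760 in GENCODE M21) had a fold change of 12.2 with NEPs against apoDBs and of 13.3 in spheroids in the authors' deposited tables, with FDRs of 1.58e-07 and 6.27e-05. With the fold change limit of Fig. 7c in place of the log2 limit, 25 genes passed with NEPs against apoDBs and 9 in both. In spheroids, 20 of the 28 genes had an absolute log2 fold change above 2, and 26 had an FDR below 0.05. With the FDR adjusted over the list alone, 6 of the 28 genes passed the log2 limit and FDR in both comparisons and 23 passed the limit of Fig. 7c in both, which is not independent evidence, since the list was chosen on these samples. The direction was the same in both comparisons for 23 genes and opposite for 5. Nos2, which is among the latter (chromosome 11, 78920787 to 78960254), had a log2 fold change of 2.69 with NEPs against apoDBs and of -3.57 in Padi4 WT against Padi4 KO spheroids in the authors' deposited tables, with FDRs of 1.21e-09 and 0.0061.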

Finally, the 28-gene signature was examined for clinical correlation using significance for DMFS in KMPLOT, GSE2603 +2034 of breast cancer as well as OS in CaArray and GSE37745 of lung cancer cohorts. A Cox proportional hazards model was used to validate significance and specificity of nuclear expulsion signature.

### Spheroid culture

Tumor cells (2,000) were added to a U-bottomed ULA plate (Thermo, 174925) in 5% FBS in Fluorobrite DMEM. NEPs were added and incubated with the cells for 20 min. The plate was then centrifuged at 400*g* for 10 min and placed on the Incucyte S3 for imaging every 6 h. After 3 d, the medium was removed and 40 μl 75% Matrigel was added. sRAGE and S100a4 were added directly to the Matrigel and the medium in their respective conditions. The plate was then incubated for 30 min in 37 °C to polymerize the Matrigel. Then, 100 μl 2% FBS Fluorobrite DMEM was added to the well. Medium was changed every 3 d.

### Cell proliferation, viability and adhesion when co-cultured with NEPs

Tumor cells (5 × 10^2^) were seeded in triplicate into 96-well plates and cell viability was measured after 2 d using a luminescent-based cell viability assay kit (Cell-Titer-Glo, Promega, G7572) or MTT assay kit (Promega, No. G4000). For co-culture of tumor cells with NEPs or apoDBs, 5 × 10^2^ of Padi4^KO^ 4T1 cells or MDA-MB-231 parental cells were plated and NEPs or apoDBs, generated using the iCasp9 system, were added to cells 1 d after seeding. For dissecting the downstream signaling pathways, RAGE antagonist peptides (sRAGE, 10 μM), S100A4-neutralizing antibody (5 μg ml^−1^) or MAPK inhibitors (Selleckchem, trametinib (S2673) and selumetinib (1008)) were added to the cell culture 2 h before NEPs were added.

For the adhesion assay, NEPs or apoDBs were pre-coated onto 96-well plates 4 h before tumor cells were seeded. Then, 2 × 10^3^ tumor cells were then plated in triplicate and cells were washed with PBS three times at 3 h and 6 h. The number of remaining cells was measured by Cell-Titer-Glo assay kit.

### RT–qPCR

Total RNA from 5 × 10^5^ tumor cells were collected 24 h after seeding and purified using Qiazol according to the manufacturer’s protocol. In some experiments, 2 × 10^5^ tumor cells were seeded onto a six-well plate and cultured for 16 h, starved for an additional 24 h and treated with 20 ng ml^−1^ TNF-α and 5 μM BAY 11-7082 (NF-κB inhibitor) for 4 h and 8 h.

Then, 400 ng of total RNA was reverse transcribed using a high-capacity complementary DNA reverse transcription kit (Applied Biosystems) and roughly 10 ng of the resulting cDNA was then mixed with SYBR green PCR Master Mix (Applied Biosystems) and the appropriate primers. mRNA expression was quantified by performing RT–qPCR using a Quantstudio 6 Flex Real-Time PCR System (Applied Biosystems). Mouse or human GAPDH was used as an endogenous control for normalization of SYBR. Primers used are listed in Supplementary Table 3. Data were analyzed with CFX Manager.

### Statistics and reproducibility

GraphPad Prism v.9 was used for statistics. Unless otherwise indicated, all data were analyzed based on a two-tailed Student’s *t*-test and expressed as mean ± s.e.m. Statistical analysis of survival data used the log-rank (Mantel–Cox) test. Differences were considered statistically significant for *P* < 0.05. Event numbers and statistical details are shown in the relevant figure legends. Significance is noted in figures or figure legends; *P* values are denoted as ^∗^*P* < 0.05, ^∗∗^*P* < 0.01, ^∗∗∗^*P* < 0.001, ^∗∗∗∗^*P* < 0.0001, NS > 0.05. Data distribution was assumed to be normal, but this was not formally tested. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications. Data collection and analysis were performed blind to the conditions of quantification in IF experiments but were not performed blind to the conditions of in vivo experiments because the same observer treated and measured tumors and tumors that were treated responded noticeably.

### Materials availability

All reagents generated in this study (including cell lines and plasmids) are available on request to the corresponding author.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information Supplementary Figs. 1–4 of flow cytometry gating strategy and Supplementary Tables 1–3 of reagent and primer lists.

Reporting Summary

Supplementary Video 1 4T1 cells undergo nuclear expulsion under A23187 ionophore treatment. Time-lapse imaging of 4T1 upon an A23187 ionophore treatment under starved conditions. Green represents H2B-GFP.

Supplementary Video 2 4T1 cells undergo nuclear expulsion under Raptinal treatment. Time-lapse imaging of 4T1 upon a Raptinal treatment under starved conditions. Green represents H2B-GFP.

Supplementary Video 3 MDA-MB-231-LM3 cells undergo nuclear expulsion under Raptinal treatment. Time-lapse imaging of 4T1 upon a Raptinal treatment under starved conditions. Green represents H2B-GFP.

Supplementary Video 4 Padi4 knockout diminishes nuclear expulsion under A23187 ionophore treatment. Time-lapse imaging of 4T1 Padi4^KO^ cells upon an A23187 ionophore treatment under starved conditions. Green represents H2B-GFP.

Supplementary Video 5 Padi4 knockout diminishes nuclear expulsion under Raptinal treatment. Time-lapse imaging of 4T1 Padi4^KO^ cells upon an A23187 ionophore treatment under starved conditions. Green represents H2B-GFP.

Supplementary Video 6a Caspase-3 knockdown phenocopies loss of Padi4 in EO771-LMB cells. Time-lapse imaging of Padi4^WT/KO^ of EO771-LMB with or without caspase-3 knockdown under navitoclax treatment under starved conditions. Padi4^WT^ and Caspase-3^WT^ (a), Padi4^WT^ and Caspase-3^KD^ (b), Padi4^KO^ and Caspase-3^WT^ (c) Padi4^KO^ and Caspase-3^KD^ (d). Green represents H2B-GFP.

Supplementary Video 6b Caspase-3 knockdown phenocopies loss of Padi4 in EO771-LMB cells. Time-lapse imaging of Padi4^WT/KO^ of EO771-LMB with or without caspase-3 knockdown under navitoclax treatment under starved conditions. Padi4^WT^ and Caspase-3^WT^ (a), Padi4^WT^ and Caspase-3^KD^ (b), Padi4^KO^ and Caspase-3^WT^ (c) Padi4^KO^ and Caspase-3^KD^ (d). Green represents H2B-GFP.

Supplementary Video 6c Caspase-3 knockdown phenocopies loss of Padi4 in EO771-LMB cells. Time-lapse imaging of Padi4^WT/KO^ of EO771-LMB with or without caspase-3 knockdown under navitoclax treatment under starved conditions. Padi4^WT^ and caspase-3^WT^ (a), Padi4^WT^ and caspase-3^KD^ (b), Padi4^KO^ and caspase-3^WT^ (c) Padi4^KO^ and caspase-3^KD^ (d). Green represents H2B-GFP.

Supplementary Video 6d Caspase-3 knockdown phenocopies loss of Padi4 in EO771-LMB cells. Time-lapse imaging of Padi4^WT/KO^ of EO771-LMB with or without caspase-3 knockdown under navitoclax treatment under starved conditions. Padi4^WT^ and caspase-3^WT^ (a), Padi4^WT^ and caspase-3^KD^ (b), Padi4^KO^ and caspase-3^WT^ (c) Padi4^KO^ and caspase-3^KD^ (d). Green represents H2B-GFP.

Supplementary Video 7a Caspase-3 knockdown phenocopies loss of Padi4 in 4T1 cells. Time-lapse imaging of Padi4^WT/KO^ of 4T1 with or without caspase-3 knockdown under navitoclax treatment under starved conditions. Padi4^WT^ and caspase-3^WT^ (a), Padi4^WT^ and caspase-3^KD^ (b), Padi4^KO^ and caspase-3^WT^ (c) Padi4^KO^ and caspase-3^KD^ (d). Green represents H2B-GFP.

Supplementary Video 7b Caspase-3 knockdown phenocopies loss of Padi4 in 4T1 cells. Time-lapse imaging of Padi4^WT/KO^ of 4T1 with or without caspase-3 knockdown under navitoclax treatment under starved conditions. Padi4^WT^ and caspase-3^WT^ (a), Padi4^WT^ and caspase-3^KD^ (b), Padi4^KO^ and caspase-3^WT^ (c) Padi4^KO^ and caspase-3^KD^ (d). Green represents H2B-GFP.

Supplementary Video 7c Caspase-3 knockdown phenocopies loss of Padi4 in 4T1 cells. Time-lapse imaging of Padi4^WT/KO^ of 4T1 with or without caspase-3 knockdown under navitoclax treatment under starved conditions. Padi4^WT^ and caspase-3^WT^ (a), Padi4^WT^ and caspase-3^KD^ (b), Padi4^KO^ and caspase-3^WT^ (c) Padi4^KO^ and caspase-3^KD^ (d). Green represents H2B-GFP.

Supplementary Video 7d Caspase-3 knockdown phenocopies loss of Padi4 in 4T1 cells. Time-lapse imaging of Padi4^WT/KO^ of 4T1 with or without caspase-3 knockdown under navitoclax treatment under starved conditions. Padi4^WT^ and caspase-3^WT^ (a), Padi4^WT^ and caspase-3^KD^ (b), Padi4^KO^ and caspase-3^WT^ (c) Padi4^KO^ and caspase-3^KD^ (d). Green represents H2B-GFP.

Supplementary Video 8a BH3-mimetic-mediated canonical apoptosis causes nuclear expulsion in 4T1 cells. Time-lapse imaging of 4T1 under navitoclax (a), Venetoclax (b) or S63845 (c) treatment under starved conditions. Green represents H2B-GFP.

Supplementary Video 8b BH3-mimetic mediated canonical apoptosis causes nuclear expulsion in 4T1 cells. Time-lapse imaging of 4T1 under navitoclax (a), Venetoclax (b) or S63845 (c) treatment under starved conditions. Green represents H2B-GFP.

Supplementary Video 8c BH3-mimetic mediated canonical apoptosis causes nuclear expulsion in 4T1 cells*.* Time-lapse imaging of 4T1 under navitoclax (a), Venetoclax (b) or S63845 (c) treatment under starved conditions. Green represents H2B-GFP.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 1 Unprocessed western blots and/or gels.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 2 Unprocessed western blots and/or gels.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 5 Unprocessed western blots and/or gels.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 6 Unprocessed western blots and/or gels.

Source Data Extended Data Fig. 1 Unprocessed western blots and/or gels.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 3 Unprocessed western blots and/or gels.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 5 Unprocessed western blots and/or gels.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 7 Unprocessed western blots and/or gels.

Source Data Extended Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 8 Unprocessed western blots and/or gels.

Source Data Extended Data Fig. 9 Statistical source data.

Source Data Extended Data Fig. 9 Unprocessed western blots and/or gels.

## Data Availability

RNA-seq data that support the findings of this study have been deposited in the Gene Expression Omnibus under accession code GSE178512. Mass spectrometry data have been deposited in MassiVE at ftp://massive.ucsd.edu/MSV000087691/. The public dataset that supports the findings of this study is available in the Gene Expression Omnibus, KMPLOT or Oncomine under accession codes GSE20685, GSE45255, GSE7390, GSE2603, GSE2634 and GSE37745. Source data for Figs. 1–6 and Extended Data Figs. 3–9 are provided. All other data supporting the findings of this study are available from the corresponding author on reasonable request. Source data are provided with this paper.

# Supplementary material for: Apoptosis-induced nuclear expulsion in tumor cells drives S100a4-mediated metastatic outgrowth through the RAGE pathway
**Source:** Nat Cancer. 2023 Mar 27;4(3):419–35. doi: 10.1038/s43018-023-00524-z
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–4 of flow cytometry gating strategy and Supplementary Tables 1–3 of reagent and primer lists.

# Apoptosis-induced nuclear expulsion in tumor cells drives S100a4-mediated metastatic outgrowth through the RAGE pathway

---

In the format provided by the  
authors and unedited

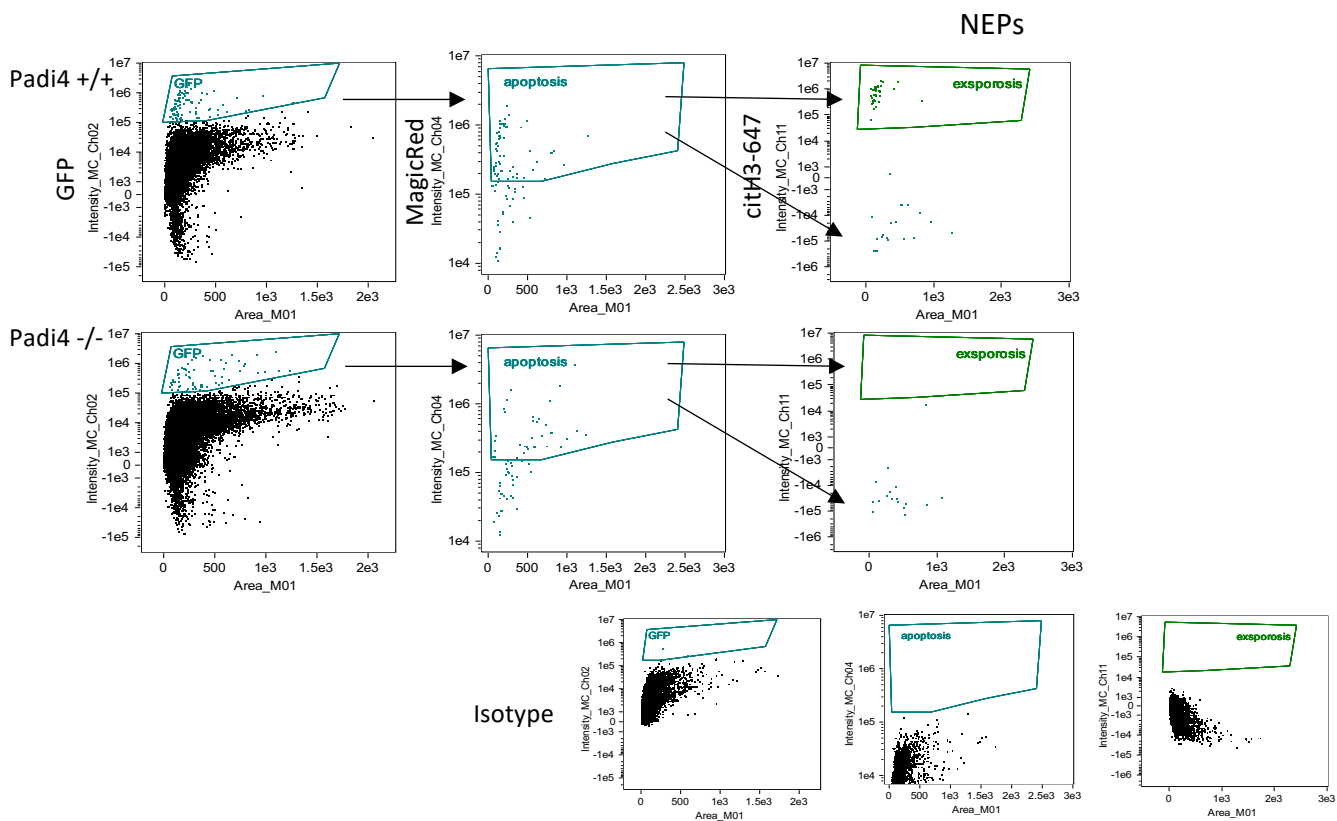

**Supplementary Figure 1. Gating strategy of imagestream in Figure 3a, b and Extended Data Figure 4a**

Macrophage panel  
Flow

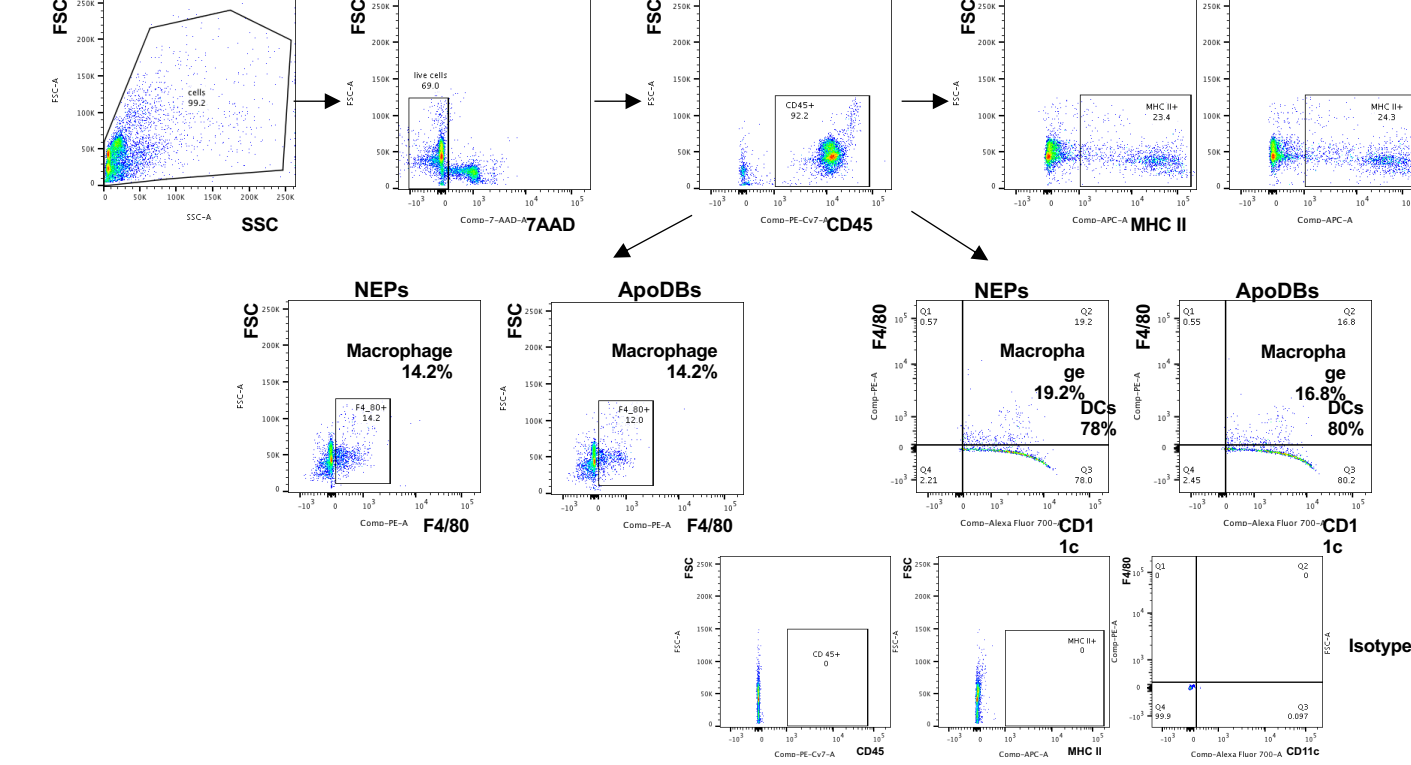

Supplementary Figure 2. Macrophage panel gating strategy of Flow cytometry in Extended Data Figure 6f

Myel  
Flow  
FSC 250K  
300K

**Supplementary Figure 3. Myeloid panel gating strategy of Flow cytometry in Extended Data Figure 6f**

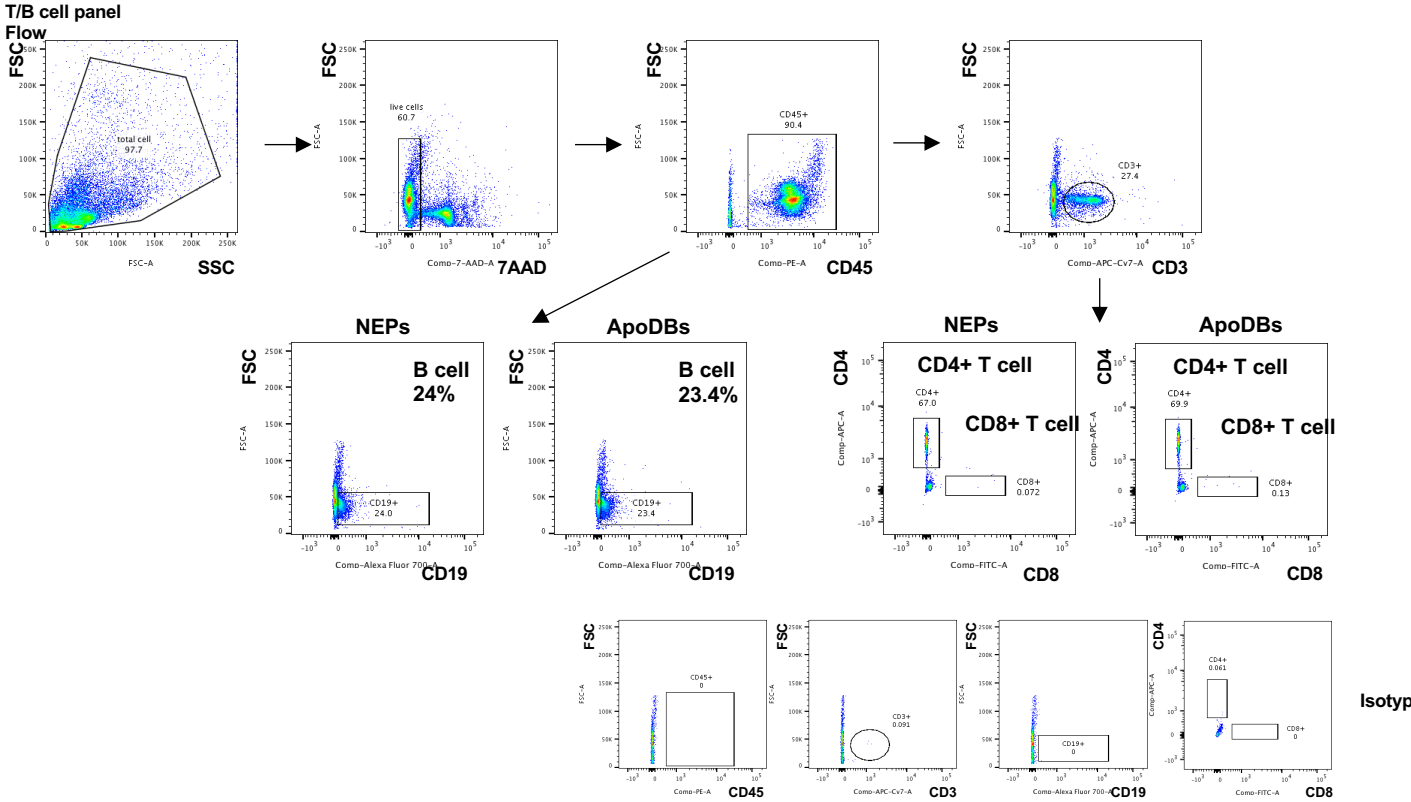

Supplementary Figure 4. T/B cell panel gating strategy of Flow cytometry in Extended Data Figure 6f

**Supplementary Table 1. List of cell death inducing reagents**

| <b>Drug</b>      | <b>Description</b>                                                                                                                 | <b>Tumor cell nuclear expulsion</b> | <b>NET formation</b> |
|------------------|------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------|----------------------|
| A23187 ionophore | Calcium ionophore that increases calcium permeability and allows extracellular calcium to flow into cells                          | Yes                                 | Yes                  |
| PAF              | Platelets-activating factor is a phospholipid mediator is well-known for its ability to cause platelet aggregation or inflammation | Yes                                 | Yes                  |
| Raptinal         | A cell-permeable bifuorene-decarbaldehyde that acts as a rapid activator of mitochondrial pathway-mediated intrinsic apoptosis     | Yes                                 | No                   |
| Staurosporine    | Staurosporine is a protein kinase inhibitor and canonical apoptosis inducer                                                        | Yes                                 | No                   |
| TNF- $\alpha$    | An inflammatory cytokine that can prime neutrophils to undergo NET formation and also apoptosis of many cell types                 | No                                  | Yes                  |
| PMA              | Phorbol myristate acetate, phorbol ester, is PKC activator                                                                         | No                                  | Yes                  |

**Supplementary Table 2. List of Caspase inhibitors and calcium chelators to inhibit apoptosis or to block Padi4 function**

| <b>Drug</b> | <b>Description</b>                                                                                                       | <b>Tumor cell nuclear expulsion</b>        | <b>NET formation</b> |
|-------------|--------------------------------------------------------------------------------------------------------------------------|--------------------------------------------|----------------------|
| GSK-484     | A benzoimidazole derivative, inhibits enzymatic activities of Padi4                                                      | Blocks                                     | Blocks               |
| Sivelestat  | Selective, reversible and competitive neutrophil elastase inhibitor                                                      | No effect                                  | Blocks               |
| Q-VD-OPh    | Quinoline-Val-Asp-Difluorophenoxymethylketone, a potent pan-caspase inhibitor that inhibits caspases 1, 3, 4 and 9       | Blocks apoptosis induces nuclear expulsion | No effect            |
| Z-LEHD-FMK  | Cell permeable fluoromethyl ketone (FMK)- derivatized peptide that acts as an effective irreversible caspase 9 inhibitor | Blocks apoptosis induces nuclear expulsion | No effect            |
| EGTA        | Aminopolycarboxylic acid, a chelating agent that sequesters extracellular calcium                                        | Blocks                                     | Blocks               |
| BAPTA-AM    | A cell-permeable chelator, highly selective for intracellular calcium                                                    | Blocks                                     | Blocks               |

**Supplementary Table 3. List of primers**

| Genes         | Sequences                           |
|---------------|-------------------------------------|
| For sgRNAs,   |                                     |
| Padi4 #1      | Fw-5' CACCG-CCGAAGGTTGTGTAGCCCTT'3  |
|               | Rv-5' AAAC-AGGGCTACACAACCTTCGG'3    |
| Padi4 #2      | Fw-5' CACCG-TAGGTTTCGAGTTTCATACTA'3 |
|               | Rv-5' AAAC-TAGTATGAACTCGAACCTA'3    |
| Fir siRNAs,   |                                     |
| Hmgb1 #1      | Fw-5' GGACAAGGCCCGUUAUGAA'3         |
|               | Rv-5' UUCAUAACGGGCCUUGUCC'3         |
| Hmgb1 #2      | Fw-5' CCCGUUAUGAAAGAGAAAU'3         |
|               | Rv-5' AUUUCUCUUUCAUAACGGG'3         |
| Hmgb2 #1      | Fw-5' CAUCUGCCUUCUUCUGUU'3          |
|               | Rv-5' AACAGGAAGAAGGCAGAU'3          |
| Hmgb2 #2      | Fw-5' CCGUCAUUUUCGCGAAUU'3          |
|               | Rv-5' AAUUCGCGAAAUUGACGG'3          |
| Hmgb3 #1      | Fw-5' CUGUAUCAAAGUUGUACAU'3         |
|               | Rv-5' AUGUACAACUUUGAUACAG'3         |
| Hmgb3 #2      | Fw-5' GGCAGAUAAAGUGCGCUAU'3         |
|               | Rv-5' AUAGCGCACUUUAUCUGCC'3         |
| For genotype, |                                     |
| Padi4         | Fw-5' AGCTTTGTAAGGGGCATCCT'3        |
|               | Rv-5' TCAAAGTACCTGATGTGTTGACTG'3    |
| For qPCR,     |                                     |
| Mouse         |                                     |
| Padi1         | F- 5'TCCTGGGTCCTGACTTTGGA'3         |
|               | R-5'CCAGGCCAGAGGCACCT'3             |
| Padi2         | F- 5'AGCAGCGGAGGGCTTAC'3            |
|               | R-5'CACGCGGCTCCATACT'3              |
| Padi3         | F- 5'TGCAGGCGCCACACAA'3             |
|               | R-5'CCTGCAGCTCTCCGTTCT'3            |
| Padi4         | F- 5'TGACCAATGGATGCAGGACG'3         |
|               | R-5'CTCTGTCCCTCGGGGAGTC'3           |
| Padi6         | F- 5'TCTTCGCGAGGCCGTACT'3           |
|               | R-5'GGATTCCAAGTTCTTGCCC'3           |
| Elane         | F- 5'GTTGGGCACAAACAGACC'3           |
|               | R-5'GCAAACTCAGCCACAGG'3             |
| Mpo           | F- 5'TCCCACTCAGCAAGGTCTT'3          |
|               | R-5'TAAGAGCAGGCAAATCCAG'3           |
| Gapdh         | F- 5'AATGTGTCCGTCGTGGATCTGA'3       |
|               | R-5'GATGCCTGCTTCACCACCTTCT'3        |
| Human         |                                     |
| Padi4         | F- 5'GTTTAGGGTCAGACAGTCCTGG'3       |
|               | R-5'AGATGTGAGTAGTGGCACATGC'3        |
| Gapdh         | F- 5'GGAAGGTGAAGGTCGGAGTC'3         |
|               | R-5'GTTGAGGTCAATGAAGGGGTC'3         |

# Supplementary material for: Apoptosis-induced nuclear expulsion in tumor cells drives S100a4-mediated metastatic outgrowth through the RAGE pathway
**Source:** Nat Cancer. 2023 Mar 27;4(3):419–35. doi: 10.1038/s43018-023-00524-z
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Image obtaining: Nikon Ti-ZE microscope with a Hamamatsu Flash 4 V 3, Nikon SoRa Spinning Disk with a Photometrics BSI sCMOS camera, Biorad Chemidoc with Image Lab v6.0.1.<br>Flow Cytometry: BD FACSDIVA software v8.0.1, INSPIRE™ Software<br>qPCR: Quantstudio 6 Flex Real-Time PCR System |
| Data analysis   | Statistical analysis: Prism v9, R v3.5.1<br>Image analysis: ImageJ2 2.3.0, Imaris 9.8 software<br>Flow Cytometry data: FlowJo 10.8.0<br>nuclear expulsion algorithms (computer code): Matlab r2021a                                                                                            |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

1. Expulsion algorithm has been deposited in FigShare, DOI is 10.6084/m9.figshare.14832234  
 2. RNA sequencing for exsporis signature (see STAR methods) has been deposited in GEO, with accession number GSE178512  
 3. Exsporosi LC/MS proteomics has been deposited in massIVE with accession link: <ftp://massive.ucsd.edu/MSV000087691/>  
 password: 4T1Exspor  
 The public dataset that supports the findings of this study is available in GEO, KMPLOT or Oncomine with accession codes; GSE20685, GSE45255, GSE7390, GSE2603, GSE2634, GSE37745.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | <input type="text" value="n/a"/>                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Population characteristics  | <input type="text" value="n/a"/>                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Recruitment                 | <input faqs"="" https:="" type="text" value="The tissue arrays were purchased from US Biomax. Per the company: the tissues were collected under the highest ethical standards with the donor being informed completely and with their consent. We make sure we follow standard medical care and protect the donors' privacy. All human tissues are collected under HIPPA approved protocols. company's link is here (Q10): &lt;a href=" www.tissuearray.com=""/> https://www.tissuearray.com/FAQs"/> |
| Ethics oversight            | <input type="text" value="n/a"/>                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="No statistical methods were used to pre-determine sample sizes, but our sample sizes are similar to those reported in previous publications (e.g., Cancer Res. 80(12): 2612-2627, 2020; Mol. Carcinogenesis, Jul;59(7):679-690, 2020)."/>     |
| Data exclusions | <input type="text" value="No data points or animals were excluded."/>                                                                                                                                                                                                   |
| Replication     | <input type="text" value="All results were obtained from at least two repeating biological experiments and ensured that all attempts were successful regarding the biological findings. As for qPCR, each biological experiment performed with technical replicates."/> |
| Randomization   | <input type="text" value="All mice used in this study were randomized before treating drugs or NEPs."/>                                                                                                                                                                 |
| Blinding        | <input type="text" value="Data collection and analysis were performed blind to the conditions of quantification in IF experiments but not performed blind to the conditions of in vivo experiments because the same observer treated and measured tumors."/>            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

The following antibodies were used as primary antibody for Western blotting; Histone H3 (Cell signaling, CS3638; 1:2,000), Citrullinated Histone H3 (citrulline R2 + 8 + 17, Abcam, ab5103; 1:2,000), Citrullinated Histone H3 (citrulline R17, Abcam, ab219407; 1:1,000), Padi4 (Biolegend, 684202; 1:1,000), p-p44/42 MAP kinase (phosphorylated Erk 1/2, Cell signaling, CS9101; 1:1,000), p44/42 MAP kinase (Cell signaling, CS9102; 1:1,000), p-p38 MAP kinase (pT180/pY182, BD, 612281; 1:1,000), p38 MAP kinase (Cell signaling, CS9212; 1:1,000), p-Akt (Ser473, Cell signaling, CS9271; 1:1,000), Akt (Cell signaling, CS9272; 1:1,000), Parp1 (Cell signaling, CS9532; 1:2,000), Caspase1 (Abcam, ab179515; 1:500), Cleaved Caspase3 (Asp175, Cell signaling, CS9661; 1:1,000), Caspase3 (Cell signaling, CS9662; 1:2,000), GsdmD (Abcam, ab209845; 1:1,000), GsdmD (Cell signaling, CS39754; 1:1,000), GsdmE (Abcam, ab215191; 1:1,000), MLkl (Proteintech, 66675; 1:1,000), p-MLkl (phosphorylated ser 345, Abcam, ab196436; 1:1,000), S100a4 (R&D systems, MAB4138; 1:500), Hmgb1 (Thermo, MA5-17278; 1:1,000), Hmgb2 (Cell signaling, CS14163; 1:1,000), Hmgb3 (R&D systems; MAB55071; 1:1,000), Gapdh (Cell signaling, CS5174; 1:2,000), Lamin A/C (Cell signaling, CS2032; 1:1,000) Beta-actin (Santacruz, sc-69879; 1:2,000).

The following antibodies were used as primary antibody for IF; Citrullinated Histone H3 (citrulline R2 + 8 + 17, Abcam, ab5103; 1:200), Citrullinated Histone H3 (citrulline R17, Abcam, ab219407; 1:200), Citrullinated Histone H3 conjugated with Alexa Fluor 647 (citrulline R17, Abcam, ab237374; 1:200), S100a4 (R&D systems, MAB4138; 1:100), Ly6G (BD, 551459; 1:100), Mpo (R&D systems, AF3667; 1:100), GFP (Abcam, ab13970; 1:500), mCherry (Abcam, ab205402; 1:500), dsDNA (Abcam, ab27156; 1:500), Beta-actin (Santacruz, sc69879; 1:500), E-cadherin (Termo, 14-3249-82; 1:200), Hmgb3 (R&D systems; MAB55071; 1:100), Lamin A/C (Cell signaling, CS2032; 1:200).

The following antibodies were used as primary antibody for flow cytometry; CD45 (BD science, 552848), CD11b (BD science, 564454), Ly6G (BD science, 560599), F4/80 (Thermo, 12-4801-82), CD3e (BD science, 557596) and CD19 (BD science, 557958).

### Validation

Antibodies were only used if validated by the manufacturer based on their website.

Hlstone H3 : Dai, J. et al. (2005) Genes Dev 19, 472-88.

Citrulline H3 : Mondal S. et al. Site-specific incorporation of citrulline into proteins in mammalian cells. Nat Commun 12:45 (2021).

Citrulline R17 H3 : Ghosh S. et al. Neutrophils homing into the retina trigger pathology in early age-related macular degeneration. Commun Biol 2:348 (2019).

pp44/42 MAPK : Nat. commun. 2022 Oct 14;13(1):6092. doi: 10.1038/s41467-022-33842-4.

p44/42 MAPK : Marais, R. et al. (1993) Cell 73, 381-93.

pp38 MAPK : Science. 1996; 272(5268):1652-1655.

p38 MAPK : Rouse, J. et al. (1994) Cell 78, 1027-37.

PAKT : Inoki, K. et al. (2002) Nat Cell Biol 4, 648-57.

AKT : Zhou, B.P. et al. (2001) Nat Cell Biol 3, 245-52.

PARP1 : Tewari, M. et al. (1995) Cell 81, 801-809.

caspase1: Int J Mol Med 47:607-620 (2021).

clv caspase3: Nicholson, D.W. et al. (1995) Nature 376, 37-43.

caspase3 : Cell Death Differ. 2022 Nov;29(11):2218-2232.

GsdmD : Abcam - Cell Rep. 2021 Mar 9;34(10):108756, Cell signaling -Front Immunol. 2022 Aug 5;13:963582

GsdmE : Cell Rep. 2021 Apr 13;35(2):108998.

MLKL : Cell Death Discovery volume 7, Article number: 338 (2021)

pMLKL : Cell Death Differ 28:985-1000 (2021).

s100a4 : Scientific Reports, 2021;11(1):9668.

Hmgb1: using knockout, it was validated by manufacturer

Hmgb2: Elife. 2019 Dec 16;8:e49551.

Hmgb3: it was validated by manufacturer, [https://www.rndsystems.com/products/human-mouse-hmgb3-antibody-546519\\_mab55071#product-details](https://www.rndsystems.com/products/human-mouse-hmgb3-antibody-546519_mab55071#product-details)

GAPDH : Genes Dis. 2021 Nov 19;9(6):1701-1715.

Lamin A/C : Nat Commun. 2022 Aug 20;13(1):4906.

beta actin : Wu, YH. et al. 2022. Sci Adv. 8: eabn9912.

Ly6G: J Immunol. 1993; 151(5):2399-2408.

Mpo: Cancers, 2022;14(14):.

e-cadherin : Cell Rep. 2020 Nov 24;33(8):108409.

CD45 : Nat Med. 2000; 6(11):1212-1213.

CD11b : J Immunol. 1981; 126(1):359-364.

Ly6G for flowcytometry : J Immunol. 1993; 151(5):2399-2408.

F4/80 : Oncoimmunology. 2017 Jun 19;6(8):e1334744.

CD3e : J Exp Med. 1995; 181(1):375-380

CD19 : J Immunol. 2000; 165(12):6915-6921.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Murine 4T1, 67NR, 167FARN, 4T07, and E0771, as well as human MDA-MB-231 cell lines :ATCC PC9 (Immuno-Biological Laboratories Co) was gifted from Joseph Amann . MDA-MB-231 LM2 and BrM2 cell line were gifted by Joan Massague. E0771-LMB cell line was gifted by Robin L. Anderson. E0771 LM4 and MDA-MB-231 LM3 were generated by serial enrichment in the lung metastases from their parental lines respectively. |
| Authentication                                                    | Authentication has not been performed.                                                                                                                                                                                                                                                                                                                                                                               |
| Mycoplasma contamination                                          | All cell lines were mycoplasma negative.                                                                                                                                                                                                                                                                                                                                                                             |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | None of commonly misidentified cell lines were used in the study.                                                                                                                                                                                                                                                                                                                                                    |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice, BALB/c, female, 6-8 week old.<br>Mice, C57Bl/6, female, 6-8 week old.<br>Mice, athymic nu/nu, female, 6-8 week old.<br>Mice, NOD-SCID mice , female, 6-8 week old.<br>Mice, Padi4 myeloid specific knockout (Padi4 flox/flox x LysM-Cre [B6.129P2-Lyz2tm1(cre)lfo/J]), female, 6-8 week old.<br>12 light/12 dark cycle was used and Temperatures of 65-75°F (~18-23°C) with 40-60% humidity are maintained. |
| Wild animals            | No wild animals were involved in the study.                                                                                                                                                                                                                                                                                                                                                                       |
| Reporting on sex        | female mice were only used for this study because of our focus on breast cancer occurred only in female.                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | No field-collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                |
| Ethics oversight        | All animal protocols were approved by National Cancer Institute's Animal Care and Use Committee.                                                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Lungs were collected from mice that received co-injection of tumor cells with NEPs or apoptotic debris. Lungs were minced and incubated with dissociation buffer (plain DMEM containing 1 mg/mL of Collagenase, 120 ug/mL of Dispase and 0.15 mg/mL) for 45 minutes with rotation (150 rpm at 37 OC). Dissociated tissues were then filtered by 70 um cell strainer and washed with MACS buffer (PBS containing 2 % FBS and 1 mM of EDTA). Red blood cells were removed by incubation with ACK buffer. After washing with MACS buffer, cells were resuspended with MACS buffer containing 7AAD followed by staining with appropriate antibodies |
| Instrument                | Amnis ImageStream MkII (Luminex Corporation), BD FACS Aria II                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Software                  | INSPIRE software (Luminex Corporation), BD FACSDIVA and FlowJo 10.8.0                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Cell population abundance | 1. Measuring apoptosis/nuclear expulsion positivity in in vivo system: positively gated GFP+ cells were ~1 %. Among GFP+                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

Cell population abundance

cells, MagicRed positive populations were 50~60 % and followed citH3 positive cells were ~60 or ~5 % depending on padi4  
2. Exploring immune landscape after NEPs/apoDBs injection:

Gating strategy

1. Control stains (unstained/GFP negative, GFP positive, MagicRed positive, citH3 positive ) were used to set gates. Tumor cells were selected by GFP. Dead and live cells were gated by MagicRed followed by citH3 gating to get nuclear expulsion populations  
2. Control stains (unstained,7AAD or each antibodies single labeled cells) were used to set gates. All samples were FSC-A/SSC-A gated, followed by FSC-A/FSC-H gating to remove cell debris and select single cells. 7AAD- cells were gated as live cells, then immune cells were gated and analyzed,  
\*detailed information is described in method and Supplementary Data for reviewers.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Apoptosis-induced nuclear expulsion in tumor cells drives S100a4-mediated metastatic outgrowth through the RAGE pathway
**Source:** Nat Cancer. 2023 Mar 27;4(3):419–35. doi: 10.1038/s43018-023-00524-z
**Supplement:** Source Data Fig. 2 — Unprocessed western blots and/or gels.

**Figure 2e** *Padi4*<sup>wt</sup>

veh icas9 rap iono shi

6 12 6 12 6 12 6 12 6 12

Same exposure (wt vs ko)

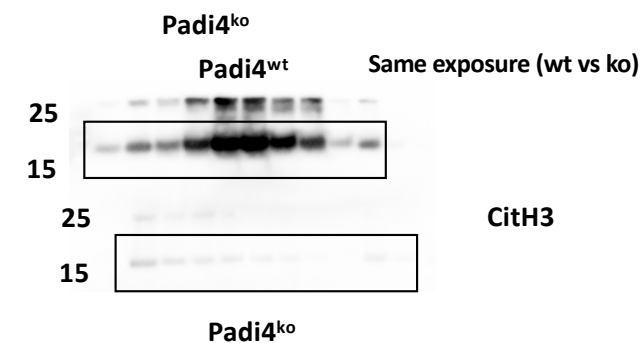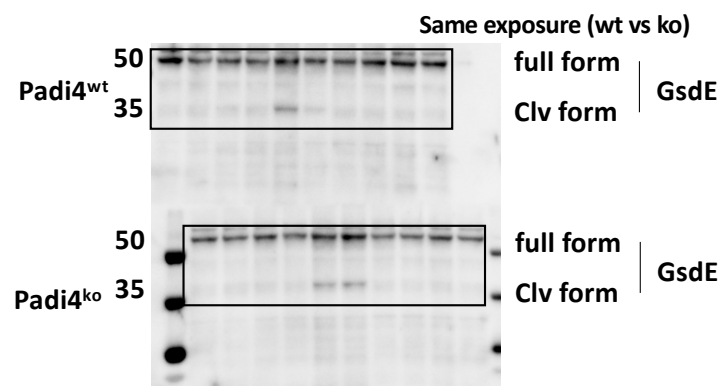

**Same exposure (wt vs ko)**

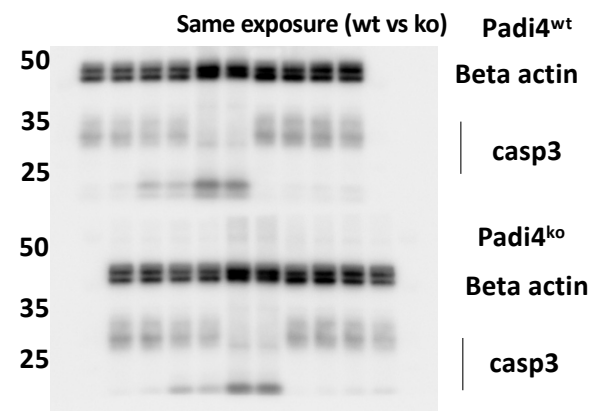

**Beta actin (casp3 same gel, re-blot)**

# Supplementary material for: Apoptosis-induced nuclear expulsion in tumor cells drives S100a4-mediated metastatic outgrowth through the RAGE pathway
**Source:** Nat Cancer. 2023 Mar 27;4(3):419–35. doi: 10.1038/s43018-023-00524-z

Extended Data Figure 1b      4T1

CitH3

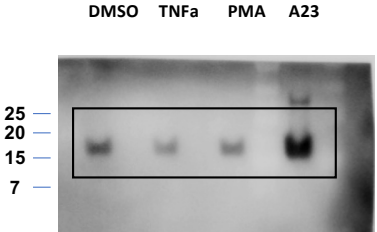

histone H3

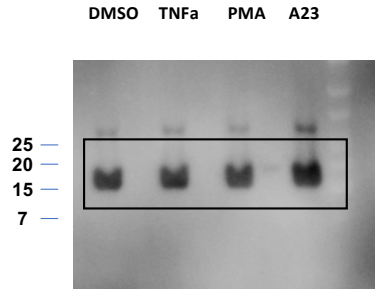

Extended Data Figure 1c      MDA231LM3, PC9 (PC-14), H322M, RT112, SW780

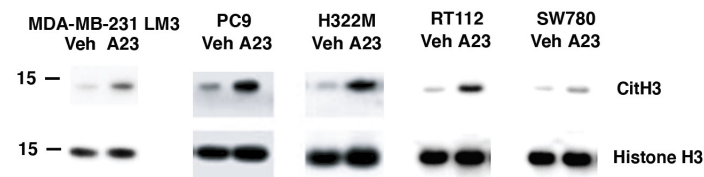

MDA-MB-231-LM3

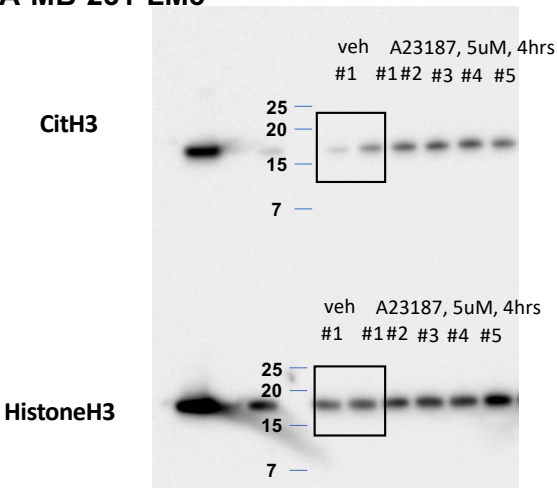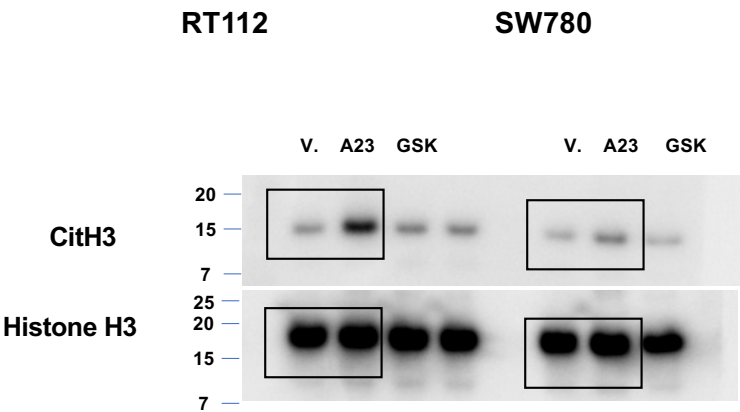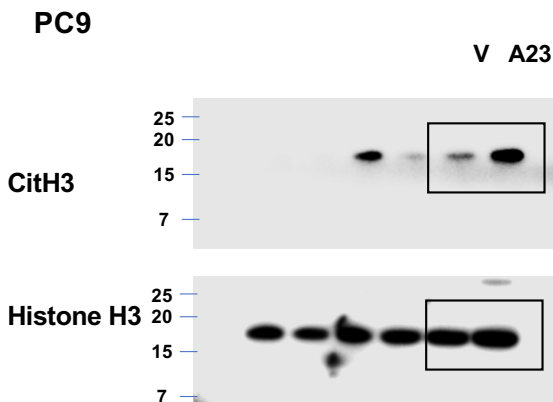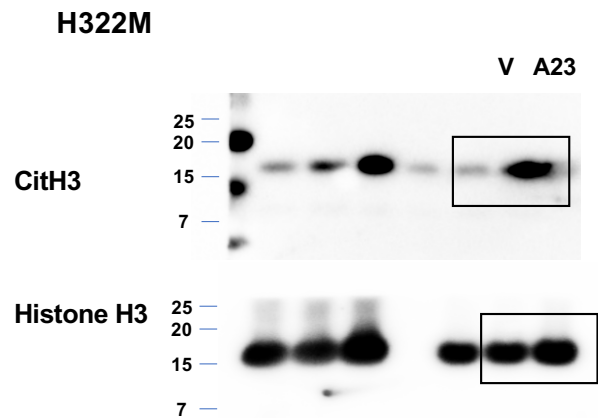

Extended Data Figure 1d

4T1

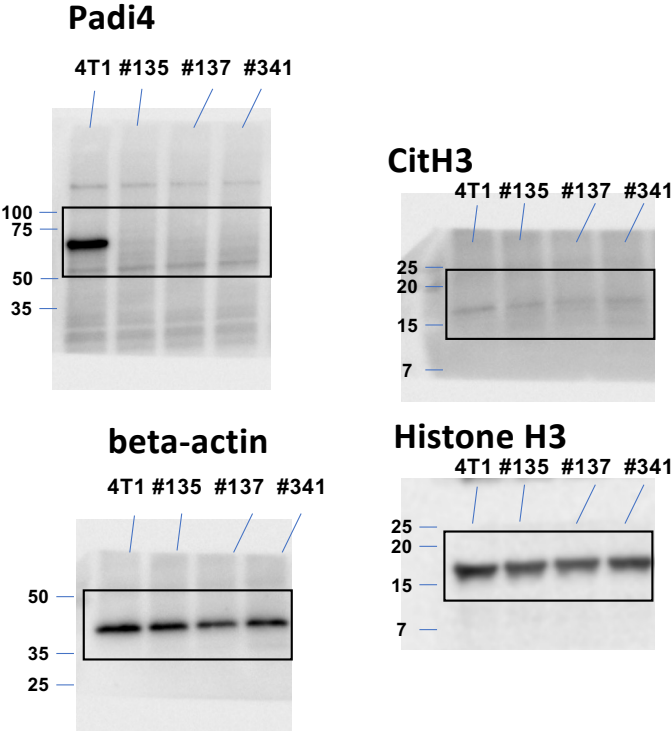

Extended Data Figure 1e

4T1

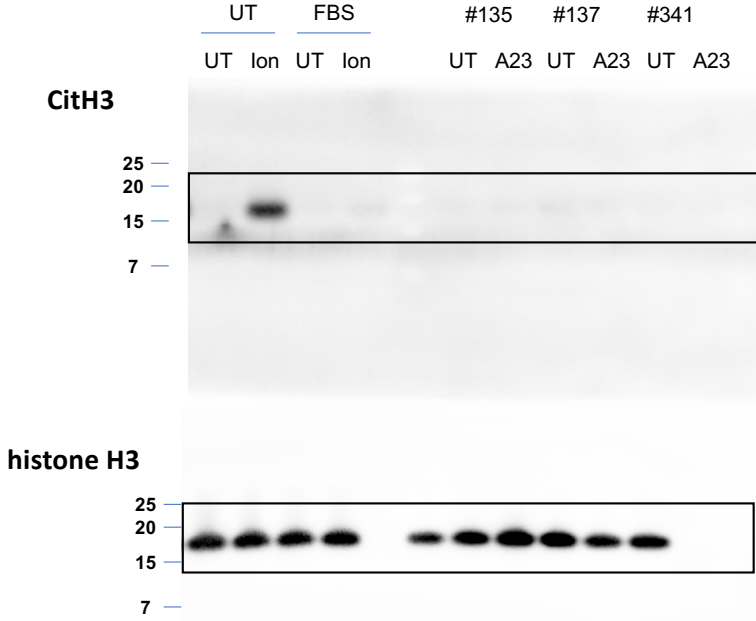

**Extended Data Figure 1f**  
**4T1 derived NEPs or ApoDBs**

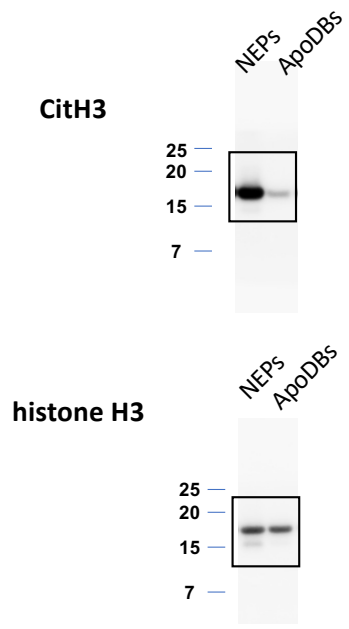

**Supplement:** Source Data Extended Data Fig. 1 — Unprocessed western blots and/or gels.

# Supplementary material for: Apoptosis-induced nuclear expulsion in tumor cells drives S100a4-mediated metastatic outgrowth through the RAGE pathway
**Source:** Nat Cancer. 2023 Mar 27;4(3):419–35. doi: 10.1038/s43018-023-00524-z

Extended Data Figure 5d

EO771 LMB

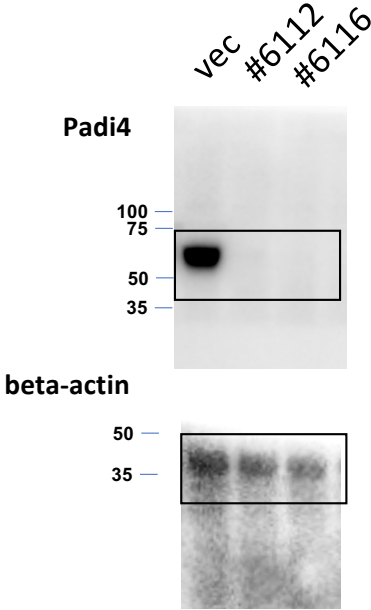

Extended Data Figure 5f

EO771 LMB

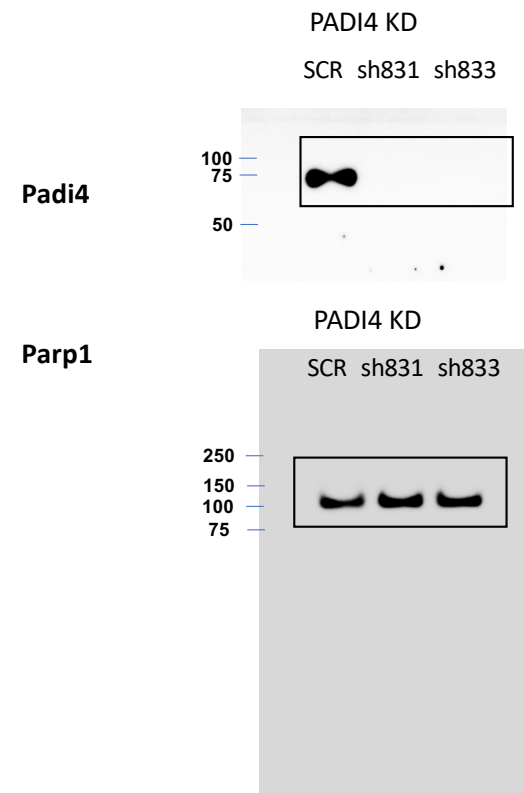

Extended Data Figure 5g

EO771 LMB

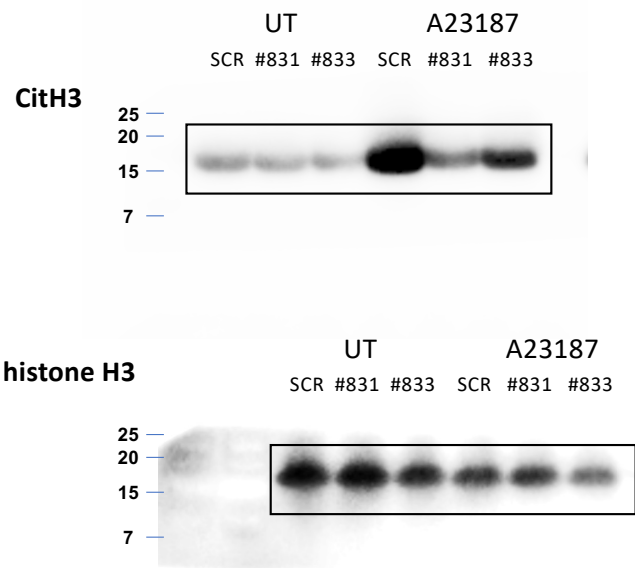

Extended Data Figure 5h

myeloid cells (LY6G+ neutrophils)

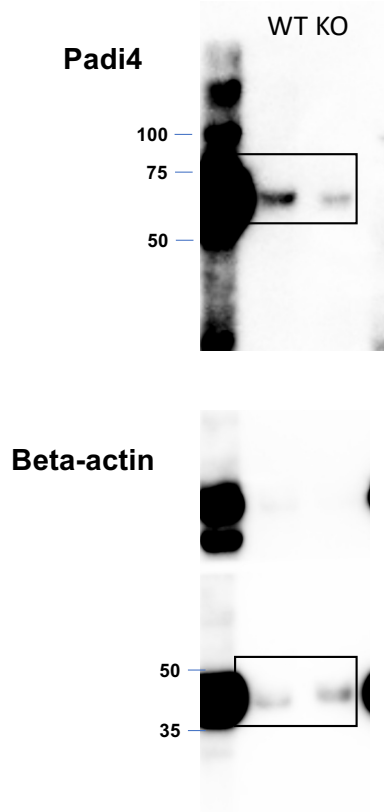

**Extended Data Figure 5i**

**myeloid cells (LY6G+ neutrophils from PB)**

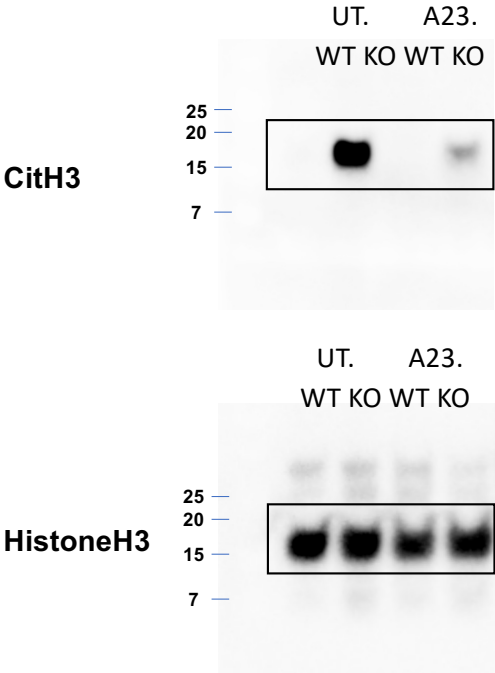

**Supplement:** Source Data Extended Data Fig. 5 — Unprocessed western blots and/or gels.

# Supplementary material for: Apoptosis-induced nuclear expulsion in tumor cells drives S100a4-mediated metastatic outgrowth through the RAGE pathway
**Source:** Nat Cancer. 2023 Mar 27;4(3):419–35. doi: 10.1038/s43018-023-00524-z
**Supplement:** Source Data Extended Data Fig. 7 — Unprocessed western blots and/or gels.

## Extended Data Figure 7b

chromatin from 4T1 plus rcS100a4

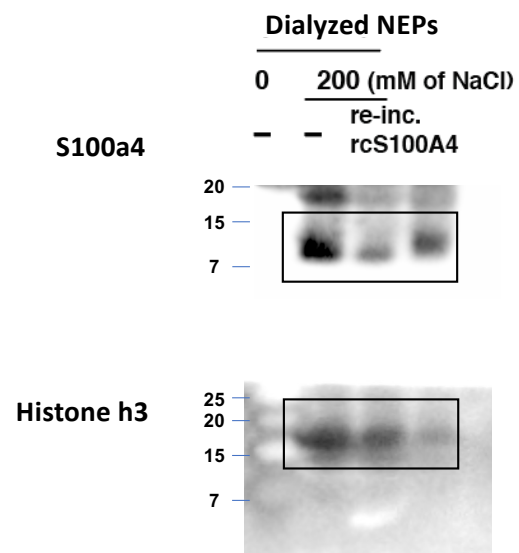

**Extended Data  
Figure 7f**

**4T1**                      **1.5 ug/lane**  
           **PBS**    **sRAGE**  
           **- N A - N A**

phospho-AKT

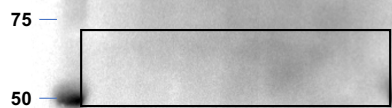

AKT

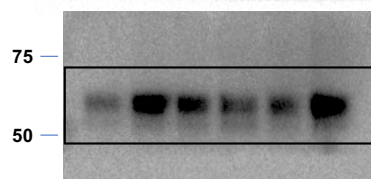

phospho-p38

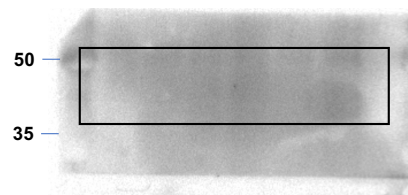

p38

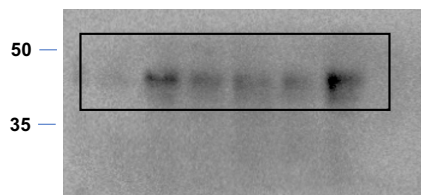

beta actin

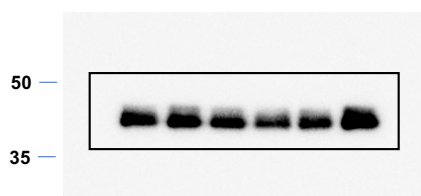

**N: NEPs**  
**A: Apoptotic debris**

**Additional info**

**4T1, starved**

**- N A**

phospho-AKT

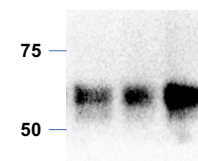

phospho-AKT

phospho-p38

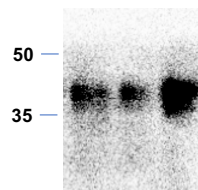

phospho-p38

phospho-Erk1/2

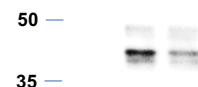

phospho-p42/44

beta actin

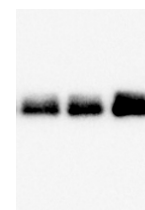

Beta-actin

# Supplementary material for: Apoptosis-induced nuclear expulsion in tumor cells drives S100a4-mediated metastatic outgrowth through the RAGE pathway
**Source:** Nat Cancer. 2023 Mar 27;4(3):419–35. doi: 10.1038/s43018-023-00524-z

Extended Data Figure 8b

MDA-MB-231

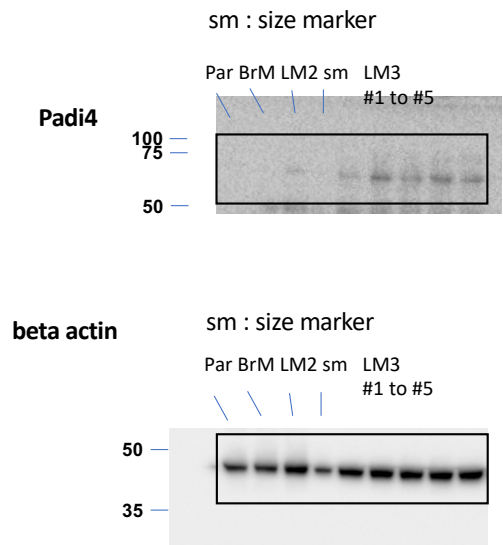

Extended Data Figure 8c

Murine cell lines

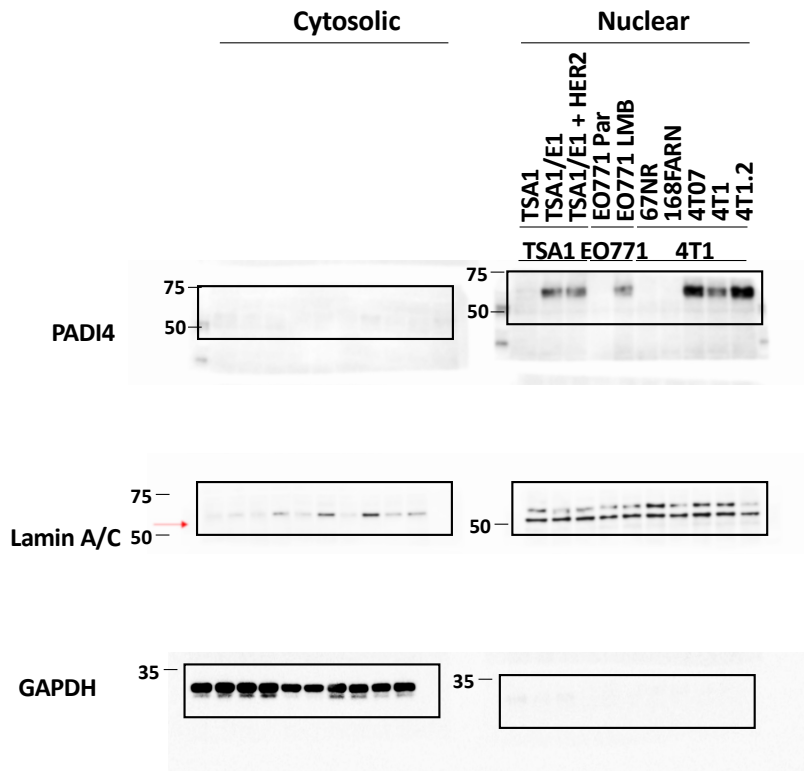

Extended Data Figure 8g

4T1

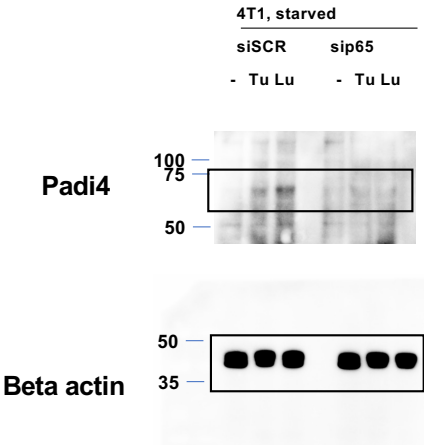

Extended Data Figure 8h

4T1

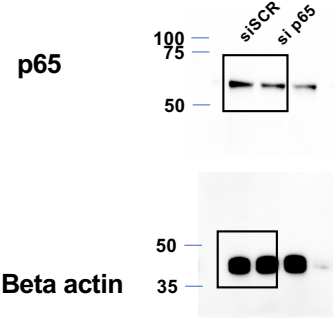

**Supplement:** Source Data Extended Data Fig. 8 — Unprocessed western blots and/or gels.

How the deposited data were processed for this re-analysis (not part of the article)

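RNA was sequenced from 15 samples of mouse 4T1 cells in 5 conditions of 3 samples each. These were Padi4 KO cells in 2D culture with NEPs, with apoDBs or with vehicle, and spheroids of Padi4 WT or Padi4 KO cells. The samples were grouped by the treatment and culture in their labels. That the recipient cells in 2D culture were Padi4 KO cells is taken from the paper.

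The values are those of the authors' 4 deposited limma tables, which compare NEPs with apoDBs, NEPs with vehicle, apoDBs with vehicle, and Padi4 WT with Padi4 KO spheroids. The fold changes in the authors' deposited tables are a signed score, a linear ratio in which values below 1 are written as minus their inverse, and no size below 1 occurs. The p-value in the authors' deposited tables is the limma p-value of each gene without adjustment, since nearly all values in a table differ from each other, as adjusted values do not. The paper names the CCBR Pipeliner for quantification and differential expression. Its text does not name the aligner, the counting tool, the filter on low expression, the normalization before limma or the genome build. The tables hold different genes, 12686 of which are in all 4, so each comparison was filtered on its own. The table of NEPs against apoDBs had passed through a spreadsheet, which turned 19 gene symbols into dates, so genes were joined by Ensembl identifier without the version. Small p-values in that table were left at 3 digits, while larger ones kept more digits. Every count, overlap and correlation was computed from these tables. Values per sample and sequencing depths were not analysed here, so no model was refitted, the depth is unknown, and no replicate error is given.

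Fold changes were converted to log2. FDR was computed by the Benjamini-Hochberg method over all genes of each table, since the tables' p-values are not adjusted. A gene was called at an absolute log2 fold change above 2 and an FDR below 0.0001, the limits in the paper's Methods. Calls in both NEPs against apoDBs and spheroids were compared over the 12999 genes of both tables by two-sided Fisher's exact tests, for overlap and for direction. Spearman's rho of log2 fold changes was computed across genes, with 95% intervals from 1000 bootstrap resamples of genes. NEPs against vehicle and apoDBs against vehicle share the vehicle samples, so their correlation was set beside 100 simulated sets of unchanged groups that share a control, in which genes are independent.

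The genes named in the text are every gene of Fig. 7d, genes that the paper names for the mechanism, and the 5 highest and 5 lowest genes by the smaller of both absolute log2 fold changes among genes called in both comparisons in the same direction, of which the lower group held 3. The individual results of some of these genes are not reported here. Other genes are marked where they were chosen after their values were seen. This rule, the tests, the gene lists and the alternatives were set before the data were examined, except where the text says otherwise. Chromosome positions come from GENCODE M21 (GRCm38) by Ensembl identifier. In each table 99.9% of the identifiers are in that release, and between 93.6% and 93.7% have the same version.

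The share of Padi4 WT RNA that a plain mixture would need in co-cultures with NEPs was computed per gene from the linear ratio in co-culture and the linear ratio in spheroids, over genes with an absolute spheroid log2 fold change above 3 and an FDR below 0.0001 outside Fig. 7d, and summarised by its median. Neighbouring genes on a chromosome were grouped into stretches of 50, without genes whose absolute spheroid log2 fold change was 1 or more, and stretch medians were compared between tables against 1000 shuffles of gene order. There were 6 lists of genes, namely genes the paper names, ERK targets, NF-kB targets, proliferation genes, interferon-stimulated genes and mitochondrially encoded genes. They were tested in the 4 tables with cameraPR of limma at an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 24 tests. Set tests that estimate the correlation between genes need values per sample and were not run.

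The alternatives were an absolute fold change above 2, an absolute log2 fold change above 1.5, FDRs below 0.01 and 0.05, other co-culture comparisons, joining by symbol, the union of genes as background, the top 500 genes by p-value, Pearson's r, other sets of genes in the correlations, other limits in the mixture estimate, an inter-gene correlation of 0.05, ranking by signed -log10 p and 10000 random lists of the same size. An unadjusted p below 0.0001, with the log2 limit of 2 or with a fold change above 2, was added after seeing the data.

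The software was Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The code was tested on simulated data with known changes.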

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

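The tests named here for the interferon-stimulated genes were chosen after their result was seen, as was the limit of 1 on the median log2 fold change that picked out gene lists. The comparisons against vehicle, the lists and the genes had been chosen before.

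The paper does not report on the comparisons with vehicle. With NEPs against vehicle, 359 genes were past an absolute log2 fold change of 2 with an FDR below 0.0001, of which 306 were higher and 53 lower with NEPs. With apoDBs against vehicle there were 31 genes, 23 higher and 8 lower. A difference in library size alone would shift all genes alike before normalization. The median log2 fold change over all genes against vehicle was -0.05 with NEPs and 0.01 with apoDBs, and the called genes moved in both directions around these medians. A normalization before limma, which the paper does not name, would centre the medians whatever the library sizes. These values therefore cannot decide whether library size contributed to either count. Values per sample were not analysed here, so depth was not tested, and a biological effect of NEPs or apoDBs stays open beside it. Both comparisons share the vehicle samples, and Spearman's rho between them was 0.552 across 13179 genes. Simulated unchanged groups that share a control gave 0.443 to 0.476, below the observed value. The spread of the vehicle samples relative to the other groups was not measured. The simulation therefore cannot decide whether shared vehicle samples alone would give the observed value. That simulation treats genes as independent, which makes its range narrower than it would be for correlated genes.

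Padi4 had a log2 fold change of -0.84 with apoDBs against vehicle and of 0.15 with NEPs against vehicle in the authors' deposited tables. Its difference between NEPs and apoDBs thus comes with a lower value with apoDBs. Reads from the targeted Padi4 gene in Padi4 KO cells, donor RNA and a change in the recipient cells were not tested for this gene.

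The list of 20 interferon-stimulated genes, which the paper does not discuss, had a median log2 fold change of 3.65 with NEPs against apoDBs, from 1.72 to 6.23, with 20 genes higher (cameraPR, FDR 3.55e-75). Against vehicle the median was 3.98 with NEPs (FDR 2.04e-68) and 0.24 with apoDBs (FDR 0.225). Of the list, 18 genes were past the threshold with NEPs against apoDBs and 17 with NEPs against vehicle. None of the 20 listed genes is in Fig. 7d or among the 50 genes shared with spheroids. This covers the list only, and whether other interferon-induced genes are among them was not tested. A mixture with RNA of Padi4 WT donor cells cannot exceed the ratio between what is mixed, and 20 of the 20 genes rose further with NEPs than in Padi4 WT over Padi4 KO spheroids, where the median was 0.60 (FDR 0.0816), so donor RNA at the ratio seen in spheroids is argued against. Lower values in co-cultures with apoDBs are argued against by the median of 0.24 with apoDBs against vehicle. What stays open is donor RNA from Padi4 WT cells that expressed these genes more highly in 2D culture or after caspase-9 induction than in spheroids, and a response of the Padi4 KO cells to NEPs.

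In Padi4 WT against Padi4 KO spheroids, the 24 proliferation genes had a median log2 fold change of 2.86, with 24 genes higher (FDR 1.84e-15), and the NF-kB targets one of 1.17, with 11 of 14 genes higher (FDR 0.00268). In the 2D co-cultures, the proliferation genes had medians of -0.22 with NEPs against apoDBs, with 2 of 24 genes higher (FDR 0.379), 0.22 with NEPs against vehicle, with 21 higher (FDR 0.387), and 0.37 with apoDBs against vehicle, with 23 higher (FDR 0.0068). With ranking by signed -log10 p the FDR was 0.00667 in both comparisons with NEPs, but in opposite directions. The median signed -log10 p was -2.82 with NEPs against apoDBs and 2.01 with NEPs against vehicle. Small shifts shared by most genes of the list within 1 comparison are thus past or short of the threshold by the setting. The NF-kB targets had medians of 0.54 (FDR 1.71e-08), 0.82 (FDR 2.68e-14) and 0.24 (FDR 5.95e-05) in the same order. Whether the spheroid and co-culture effects differ was not tested. No technical explanation was tested for the spheroid lists, since values per library were not analysed here, and the Padi4 genotype stays open beside a difference between the clones or in spheroid size.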

How the results depend on the processing

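The overlap of genes called in both comparisons had an odds ratio from 5.35 to 12.7 under all alternatives that were run, with Fisher's p-values from 2.93e-99 to 0.00382. Its direction was kept by 90.2% to 98.2% of the shared genes, except with apoDBs against vehicle in place of NEPs against apoDBs, where 5 genes were shared and 0% moved in the same direction (p = 1, two-sided Fisher's exact test). It was also past no threshold among genes called against both apoDBs and vehicle, where 97.7% of 43 genes moved in the same direction, since that set held 0 genes lower in both (p = 1, two-sided Fisher's exact test).

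With a fold change above 2, the calls were 652 with NEPs against apoDBs, 750 with NEPs against vehicle and 107 with apoDBs against vehicle, with 143 shared genes and 9 genes of Fig. 7d past the threshold in both comparisons. With a log2 fold change above 1.5, apoDBs against vehicle gave 54 calls, and 78 genes were shared. With an FDR below 0.01, there were 1479 calls in spheroids, 104 with apoDBs against vehicle, 164 shared genes and 7 genes of Fig. 7d. With an FDR below 0.05, these were 1677, 118, 185 and 7. With an unadjusted p below 0.0001, chosen after seeing the data, there were 1015 calls in spheroids and 73 with apoDBs against vehicle, and 111 genes were shared. With an unadjusted p below 0.0001 and a fold change above 2, also chosen after seeing the data, there were 776 calls with NEPs against apoDBs, 1685 in spheroids, 954 with NEPs against vehicle and 297 with apoDBs against vehicle, with 280 shared genes and 23 genes of Fig. 7d. The looser limits admit more genes by construction.

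Correlations with the spheroid fold changes moved beyond their bootstrap intervals in 2 settings. Pearson's r was 0.40 for NEPs against apoDBs, 0.43 for NEPs against vehicle and 0.12 for apoDBs against vehicle. Over genes with an FDR below 0.05, rho was 0.32 and 0.46 for the comparisons of NEPs with apoDBs and with vehicle, and 0.59 between both comparisons against vehicle. The cause was not tested. The median donor shares stayed within their interquartile ranges under each alternative. Of 72 alternative results for the gene lists, 58 kept their direction and their side of an FDR of 0.05, 5 became weaker, 9 became stronger and 0 reversed. The weaker ones, with their FDR, were mitochondrially encoded genes with NEPs against apoDBs (0.0842), ERK targets in spheroids (0.111) and proliferation genes with apoDBs against vehicle (0.0552) at an inter-gene correlation of 0.05, and ERK targets in spheroids (0.0707) and NF-kB targets with apoDBs against vehicle (0.0666) against random lists. The stronger ones under ranking by signed -log10 p were ERK targets (0.0174) and proliferation genes (0.00667) with NEPs against apoDBs, and ERK targets (0.00986), proliferation genes (0.00667) and genes the paper names (0.0314) with NEPs against vehicle. Against random lists they were ERK targets with NEPs against apoDBs (0.00698), proliferation genes with NEPs against vehicle (0.0207), and interferon-stimulated genes in spheroids (0.007) and with apoDBs against vehicle (0.0352).

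No paired analysis was possible because values per sample were not analysed here. For the same reason, leaving out replicates in turn, a replicate block, other splits of the samples and set tests with an estimated correlation were not run. The recomputed FDR that had been set as an alternative is the main setting here, so it gives no second value. The unknown depth limits fold changes against groups with few reads, whose size depends on the offset in the authors' fit.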

Differences from the paper's values

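The paper reports 200 genes differentially expressed in both the co-culture and spheroid comparisons, and 50 were found here at the limits its Methods give. Of the alternatives set before the data were examined, a fold change above 2 (143 genes), an FDR below 0.01 (164 genes) and an FDR below 0.05 (185 genes) came within 1.5 times of the paper's value. A log2 fold change above 1.5 (78 genes), NEPs against vehicle (59 genes), apoDBs against vehicle (5 genes), calls against both apoDBs and vehicle (43 genes) and joining by symbol (50 genes) did not. An unadjusted p below 0.0001 with a fold change above 2, chosen after seeing the values, gave 280 genes, which is within 1.5 times of the paper's value, and an unadjusted p below 0.0001 with the log2 limit of 2, also chosen after seeing the values, gave 111 genes, which is not.

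The paper's Methods select the 28 signature genes from the shared genes, by function, place relative to nuclear expulsion and clinical relevance of single genes. Its Results combine shared genes with genes upstream of nuclear expulsion, such as Padi4, for which no limit is given. Of the 28 genes, 4 were past the limits in both comparisons here, and a reading in which some were added as upstream genes leaves open how many needed to be. None of the alternatives set before the data were examined closed the gap, with 9 genes at a fold change above 2, 6 at a log2 fold change above 1.5, 7 at an FDR below 0.01 and 7 at an FDR below 0.05. An unadjusted p below 0.0001 gave 6 genes, and with a fold change above 2 in place of the log2 limit it gave 23 genes, which is within 1.5 times of the paper's value; both were chosen after seeing the values. With the FDR adjusted over the 28 genes alone, also chosen after seeing the values, 23 genes passed at a fold change above 2.

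The Methods, though not the Results, place all signature genes among those past the limits in both comparisons. In the authors' deposited tables, Ager had a log2 fold change of 0.15 with NEPs against apoDBs, with an FDR computed here of 0.592.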

Other observations

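The tests of plain mixture, recipient genotype, changes with apoDBs and stretches of the genome had been chosen before their results were seen. The comparison of stretches with NEPs against vehicle, the test of genes missing from the table of apoDBs against vehicle and the count of genes higher with apoDBs among those lower in both were chosen after.

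Differences between co-cultures with NEPs and with apoDBs followed those between Padi4 WT and Padi4 KO spheroids in part. As NEPs came from Padi4 WT cells, RNA of the donor cells in the co-cultures was tested as an explanation. If it were the whole of the pattern at the ratios seen in spheroids, genes lower and genes higher in Padi4 WT spheroids would need the same share of donor RNA. The 93 lower genes needed a median share of 0.42 (interquartile range 0.21 to 0.639), and the 168 higher genes one of 0.0198 (-0.0117 to 0.111), a gap of 0.40 where 0.2 had been allowed. This would argue against a plain mixture as the whole cause only if spheroid differences between donor and Padi4 KO cells also held in 2D. That assumption was not tested. The paper saw no difference in growth or cell cycle between Padi4 WT and Padi4 KO cells. In spheroids, however, all 24 proliferation genes were higher in Padi4 WT, with a median log2 fold change of 2.86. Spheroid ratios may therefore not hold in 2D, so the gap does not decide for or against a plain mixture. The lower genes had a median log2 fold change of -0.69, as a mixture needs, and a rho of 0.298 with the size of the spheroid difference, narrowly under the limit of 0.3 set for a mixture. With a spheroid log2 limit of 2 in place of 3, the rho over 185 genes was 0.335, above that limit, while it was 0.175 over 34 genes with a limit of 4 and 0.0666 with NEPs against vehicle, both below it. Co-cultures grown from Padi4 WT recipients by mistake would need a slope above 0.8 on the spheroid log2 fold changes for the lower genes. The slope was 0.203 for the lower genes and 0.392 for the higher genes. This argues against such a mistake only if the spheroid ratios hold in 2D. A change with apoDBs in the opposite direction is argued against as the whole cause by a rho of 0.185 between apoDBs against vehicle and spheroids, where a rho below -0.2 was needed, and by the rho of 0.337 for NEPs against vehicle, where less than 0.1 was needed. It stays open for part of the genes. The 5 genes called both with apoDBs against vehicle and in spheroids moved in opposite directions, and all 3 genes that were lower both with NEPs against apoDBs and in spheroids were higher with apoDBs against vehicle. Of these 3, Ivl rose with apoDBs (log2 fold change 2.30, FDR 0.00016) with no fall detected with NEPs against vehicle (0.12, FDR 0.743) in the authors' deposited tables, while Lrrc26 and Atp6v1b1 both rose with apoDBs and fell with NEPs. As these 3 genes were chosen for the pattern, they do not decide it for other genes.

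Part of the pattern stays open. Of the genes in both main tables that were past the threshold and higher with NEPs than with apoDBs, 86 are not in the table of apoDBs against vehicle, and 83.7% of these were also higher in Padi4 WT spheroids (log2 fold change above 2 and FDR below 0.05), against 31.8% of the 148 that are in it. The split follows the authors' filter on low expression, which by itself favours genes that are near absent in Padi4 KO cells and so higher in Padi4 WT spheroids, so a test between both shares is void and decides nothing. Genes that Padi4 KO cells express too little to enter a table, and that Padi4 WT cells express, may enter the co-cultures with NEPs as RNA of Padi4 WT donor cells or of donor cells that survived, or may be induced in the recipient cells by NEPs. These cannot be told apart here, since both predict the same genes, and the filter adds to them. Reads over the edited Padi4 site, or over another variant that separates donor from recipient cells, would separate them and were not analysed here.

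Copy number or other differences between the Padi4 WT and Padi4 KO clones, carried by donor RNA, were tested over stretches of 50 neighbouring genes. For NEPs against apoDBs, the rho of stretch medians with spheroids was 0.248, above the 0.147 of the 95th percentile of shuffles. For NEPs against vehicle, where the same explanation needs the same result, it was 0.125, below the 0.255 of the shuffles, and for apoDBs against vehicle it was -0.20. By the limits set beforehand the first value alone would have counted for the explanation. With the second, clone differences carried by donor RNA and other causes cannot be told apart, as the comparisons against apoDBs and against vehicle go different ways.

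S100a4 had fold changes of 22.9 in Padi4 WT against Padi4 KO spheroids, 1.19 with NEPs against apoDBs, 3.66 with NEPs against vehicle and 3.10 with apoDBs against vehicle in the authors' deposited tables. Vim had fold changes of 319 in spheroids and 2.87 with NEPs against apoDBs in the authors' deposited tables. Elane, Mpo and Padi6 are in none of the 4 tables.

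Of the 24 tests of gene lists, 13 had an FDR below 0.05, 10 at the higher inter-gene correlation of 0.05 and 15 against random lists. The ERK targets had a median log2 fold change of -0.40 with NEPs against apoDBs, with 6 of 18 genes higher (FDR 0.175). With ranking by signed -log10 p the FDR was 0.0174 and against random lists 0.00698, so this call depended on the setting. Their median was 0.35 in spheroids (FDR 0.0333), where the FDR was 0.111 at the inter-gene correlation of 0.05 and 0.0707 against random lists. Their medians were 0.21 with NEPs against vehicle (FDR 0.112) and 0.37 with apoDBs against vehicle (FDR 7.51e-07, 16 of 18 genes higher). The mitochondrially encoded genes had a median of 0.70 with NEPs against apoDBs (FDR 0.0303, 10 of 13 genes higher), 0.0019 in spheroids (FDR 0.656), 0.08 with NEPs against vehicle (FDR 0.284) and -0.21 with apoDBs against vehicle (FDR 0.119). The genes that the paper names for the mechanism had medians of -0.06 with NEPs against apoDBs (FDR 0.975), 0.59 in spheroids (FDR 0.00347), 0.20 with NEPs against vehicle (FDR 0.0989) and 0.55 with apoDBs against vehicle (FDR 0.00344).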
